# Multi-omics analysis of green lineage osmotic stress pathways unveils crucial roles of different cellular compartments

**DOI:** 10.1038/s41467-024-49844-3

**Published:** 2024-07-16

**Authors:** Josep Vilarrasa-Blasi, Tamara Vellosillo, Robert E. Jinkerson, Friedrich Fauser, Tingting Xiang, Benjamin B. Minkoff, Lianyong Wang, Kiril Kniazev, Michael Guzman, Jacqueline Osaki, Gregory A. Barrett-Wilt, Michael R. Sussman, Martin C. Jonikas, José R. Dinneny

**Keywords:** Abiotic, Plant genetics, Plant cell biology, Plant evolution

## Abstract

Maintenance of water homeostasis is a fundamental cellular process required by all living organisms. Here, we use the single-celled green alga *Chlamydomonas reinhardtii* to establish a foundational understanding of osmotic-stress signaling pathways through transcriptomics, phosphoproteomics, and functional genomics approaches. Comparison of pathways identified through these analyses with yeast and Arabidopsis allows us to infer their evolutionary conservation and divergence across these lineages. 76 genes, acting across diverse cellular compartments, were found to be important for osmotic-stress tolerance in Chlamydomonas through their functions in cytoskeletal organization, potassium transport, vesicle trafficking, mitogen-activated protein kinase and chloroplast signaling. We show that homologs for five of these genes have conserved functions in stress tolerance in Arabidopsis and reveal a novel PROFILIN-dependent stage of acclimation affecting the actin cytoskeleton that ensures tissue integrity upon osmotic stress. This study highlights the conservation of the stress response in algae and land plants, and establishes Chlamydomonas as a unicellular plant model system to dissect the osmotic stress signaling pathway.

## Abstract (web summary)

Evolution of osmoregulation allowed photosynthetic organisms to transform the whole biosphere. Leveraging high-throughput techniques in the freshwater alga *Chlamydomonas reinhardtii*, the authors uncover evolutionary conservation and divergence of osmoregulatory pathways within the green lineage.

## Introduction

Maintaining cellular water homeostasis is vital for all living organisms and requires mechanisms to counteract differences in water availability between the intracellular and extracellular environment occurring during fluctuating environmental conditions^1^. The increasing need to provide sustainable food sources for a growing population, combined with the effects of climate change, urges efforts to improve our understanding of such mechanisms to support the development of crops more resilient to water scarcity^2^.

Simplified model systems have been used to gain mechanistic insight for molecular functions associated with acclimation to osmotic stress^3^, which can later be characterized in more complex organisms^4^ to reveal the evolutionary relationships of such pathways^5^. A prominent example is the HIGH OSMOLARITY GLYCEROL (HOG) signaling pathway, responsible for the response to high osmolarity, initially uncovered in yeast and later shown to be conserved in a variety of more complex eukaryotes^1^. The HOG pathway has established a paradigm for environmental signal transduction in eukaryotes, with cell membrane osmosensory receptors that convey the signal through a MAPK kinase (HOG) cascade. Downstream of perception, molecular programs required for cellular acclimation to hyperosmotic stress are orchestrated including temporary cell cycle arrest, transcription and translational remodeling, transport and synthesis of compatible osmolytes, among others^1^. Despite the high degree of conservation across many eukaryotes, photosynthetic organisms do not have a canonical HOG pathway^6^.

Land plants are multicellular organisms with organs below and above the soil, with different sensitivities to water-fluctuating environments, and composed of several cell types acting differently in response to osmotic stress^7^. Knowledge of osmotic signaling pathways and growth adaptations in photosynthetic organisms mostly comes from plant model species such as Arabidopsis thaliana, where decades of research have yielded knowledge of specific signaling components and growth adaptations^8,9^. The emerging picture is a complex molecular suite of pathways initiated through hormone-dependent and independent pathways with cell type specificity^8^. Despite this, we are still lacking a systematic overview of molecular components associated with osmotic stress, at the cellular level, in any photosynthetic organism.

We sought to advance our understanding of osmotic signaling pathways by establishing the unicellular alga Chlamydomonas (*Chlamydomonas reinhardtii*) as a system that allows for rapid genetic and molecular investigation of the process. During the dominant phase of the lifecycle, Chlamydomonas exists as a haploid single cell, which facilitates the characterization of genetic mutants^10^. Recent large-scale characterization of mutant collections for growth defects under diverse stresses have demonstrated the importance of genes with homologs in animal and land-plant lineages^11^. Being a freshwater alga, structural and physiological differences with land plants also exist, such as the lack of a rigid cell wall to counteract cellular turgor generated by intracellular solutes^12^, or the presence of an ancient contractile vacuole used to expel excess water out of the cell^13^. Furthermore, while initial responses to osmotic stress in land plants involve Ca^2+^-mediated signaling^14^, Chlamydomonas lacks several Ca^2+^ channels present in algae and animal cells such as Voltage-dependent Ca^2+^ channels, the transient receptor potential channels and the inositol triphosphate receptor, which may be important in mediating physiological responses to the environment^15–17^.

Based on our understanding in other systems, we hypothesize that the regulation of osmotic stress tolerance occurs across different cellular and molecular pathways and requires a multifaceted approach to develop a comprehensive understanding of the system. Thus, we applied multi-omics profiling to dissect the different layers of the osmotic response in algae and compared it with the land plant, *Arabidopsis thaliana*, and fungi, *Saccharomyces cerevisiae*, to identify genetic components that may have conserved functions. Our transcriptomic analysis of osmotic stress responses in Chlamydomonas revealed similarities with plants in the regulation of cell cycle activity, but without a canonical abscisic acid (ABA) hormonal response common to land plants but with algal-specific responses, such as regulation of flagella structure. Using high-throughput genetic screens of barcoded mutants, we identified a gene network necessary for the survival and growth of Chlamydomonas under different osmotic conditions, which highlighted the different strategies used to cope with ionic and non-ionic osmoticum. We present various instances that support earlier hypotheses derived from the phylogenetic analysis within the green lineage, involving the need for transporters that were lost during the transition to land, rendering terrestrial plants more vulnerable to ionic stress when compared to freshwater and marine algae. To explore whether shared genetic mechanisms operate across Chlamydomonas and land plants, we characterized T-DNA mutants in orthologous Arabidopsis genes and uncovered 5 conserved cellular processes including; actin dynamics, potassium transport, palmitoylation, mitogen-activated protein kinase signaling and chloroplast signaling. Though the examination of developmental phenotypes in the roots of our Arabidopsis mutants, we revealed different spatiotemporal patterns of tissue damage occurring after osmotic stress, suggesting that the identified biological processes have different spatial and temporal contributions to acclimation. Further characterization of PROFILIN5, an actin binding protein, uncovered a major role for the regulation of actin cytoskeleton dynamics upon osmotic stress. Our work highlights the functional conservation of osmotic signaling pathways across kingdoms and provides tools to further explore the cellular strategies organisms use to survive water scarcity.

## Results

### A temporal map for the Chlamydomonas transcriptional response to osmotic stress

To understand the temporal progression of pathways regulated during acclimation to osmotic stress, we established a time-course transcriptional map in Chlamydomonas using the wild-type strain CC-4533 using two osmotic challenges, NaCl and mannitol. 

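The time course was measured by RNA-seq. Chlamydomonas reinhardtii, a unicellular green alga, was grown in liquid medium, treated with 100 mM NaCl or 300 mM mannitol, and collected after 15, 30 and 60 min and after 4, 6 and 24 h. Each of the 12 treated groups held 3 libraries. Untreated cells were collected at 0 h (control 0 h, 5 libraries) and at 24 h (control 24 h, 4 libraries), which gives 45 libraries. The authors aligned the reads with BWA to the Chlamydomonas reference genome and tested the counts with DESeq2. The values analysed here are their TPM values, the share of a library that each transcript takes, corrected for its length, for 19526 transcripts of 17737 genes. Every library sums to 1000000 TPM, so the number of reads behind a library is unknown and no counting error can be given. Between 13409 and 15520 transcripts per library had a TPM above 0, with a median of 14449. Within groups, the median ran from 13601 transcripts at 60 min of NaCl to 15361 at 30 min of mannitol. The 52 pairs of libraries of the same group had correlations across transcripts between 0.940 and 0.986, and no 2 libraries were identical. The 14 libraries numbered 49 or higher are treated here as a second library series, beside a first series of the 31 with lower numbers. This split is a reading of the library numbers, since the labels name no series. Each of the 14 groups holds 1 library of the second series. It is replicate 3 of every treated group and replicate 5 of both controls.
Because the total is fixed, a transcript that takes a larger share lowers all others. The transcript g15293.t1, for which the table gives no gene name, took between 5.33% and 52.3% of the TPM of a library, with a median of 31.6%. Its share was 25.4% ± 11.1 (SD, n = 5) at control 0 h, 41.1% ± 11.0 (SD, n = 3) at 60 min of NaCl and 14.0% ± 10.2 (SD, n = 3) at 30 min of mannitol.

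**Figure D1:**
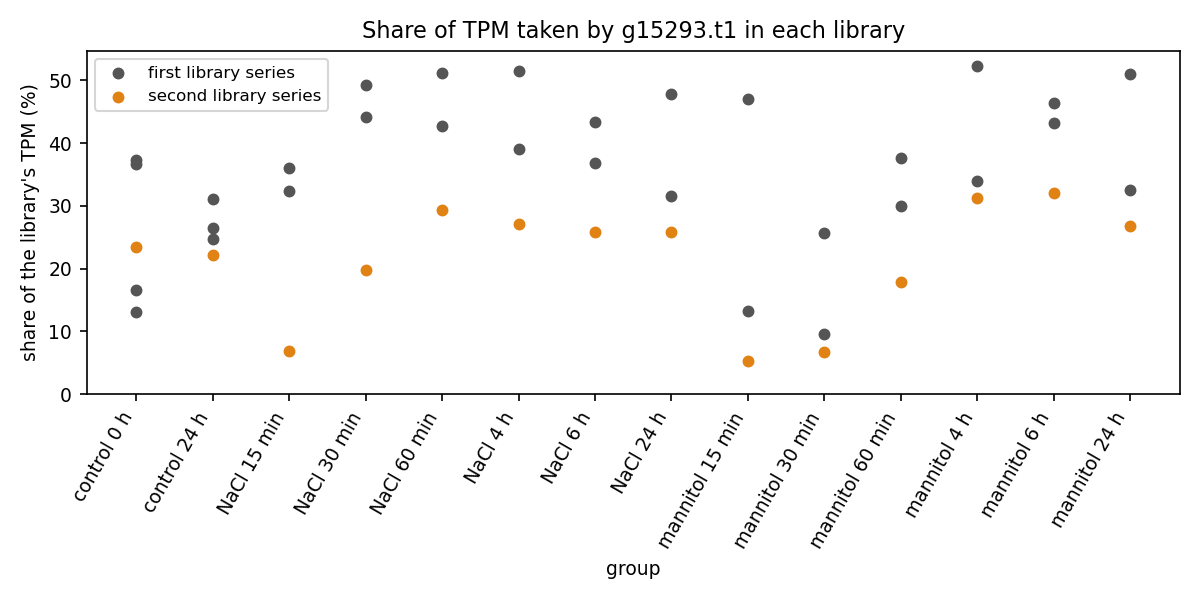
Share of TPM (vertical axis, percent) taken by g15293.t1 in each library (points), by group (horizontal axis), with the 31 libraries of the first library series and the 14 of the second in different colours. The shares run from 5.33% to 52.3%, and in each of the 12 treated groups the library of the second series is the lowest.

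Each treated group was compared with control 0 h by limma on log2(TPM + 1), over the 13651 transcripts with a TPM of 1 or more in at least 3 of the 45 libraries. A transcript was called differentially expressed at a Benjamini-Hochberg adjusted p under 0.01 and a log2 fold change over 2 in either direction. This fold change threshold is that of the list in Supplementary Data 2, while the methods text gives a fold change over 2. Fold changes on this scale understate the change of transcripts with low TPM. The median log2 fold change over all tested transcripts lay below 0 in each of the 12 comparisons, from -0.06 at 30 min of mannitol to -0.63 at 30 min of NaCl. Directions are therefore given both for the TPM as deposited and after median-ratio scaling, in which each library is divided by its median ratio to the geometric means of the 10384 transcripts above 0 in every library. After this scaling the medians lay between -0.11 and 0.02.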

We used treatments that substantially reduce cell growth but are non-lethal (100 mM NaCl and 300 mM Mannitol, Supplementary Fig. 1a, b). 

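Over the 12 comparisons with control 0 h, 2115 of the 13651 tested transcripts, from 2114 genes, were called at least once. NaCl called 1688 transcripts and mannitol 971. The number called after NaCl was 54 at 15 min, 482 at 30 min, 1164 at 60 min, 309 at 4 h, 295 at 6 h and 363 at 24 h. After mannitol it was 5 at 15 min, 38 at 30 min, 874 at 60 min, 90 at 4 h, 64 at 6 h and 43 at 24 h. Of the 2115 transcripts, 1123 were called only at 60 min. With median-ratio scaling, 1807 transcripts were called at least once, of which 1191 were also called from the TPM as deposited, and the counts were again highest at 60 min, with 823 transcripts after NaCl and 938 after mannitol. At 15 min of mannitol 0 transcripts were then called, and 882 had an unadjusted p under 0.05, against 534 for the TPM as deposited. If nothing changed, a share of about 0.05 of the 13651 tested transcripts would still fall under that p. The 882 and 534 are therefore no counts of responding transcripts. The 5 transcripts called at 15 min of mannitol from the TPM as deposited became 3 without mannitol 15 min replicate 1 and 3 without replicate 3. The threshold moved the total most, since a log2 fold change over 1, which is a fold change over 2, gave 8241 transcripts. With each library left out in turn, the total ranged from 1956 transcripts without control 0 h replicate 3 to 2340 without control 0 h replicate 5. The authors' list in Supplementary Data 2 holds 1457 transcripts, of which 840 (57.7%) were called here, and 966 (66.3%) with median-ratio scaling.

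**Figure D2:**
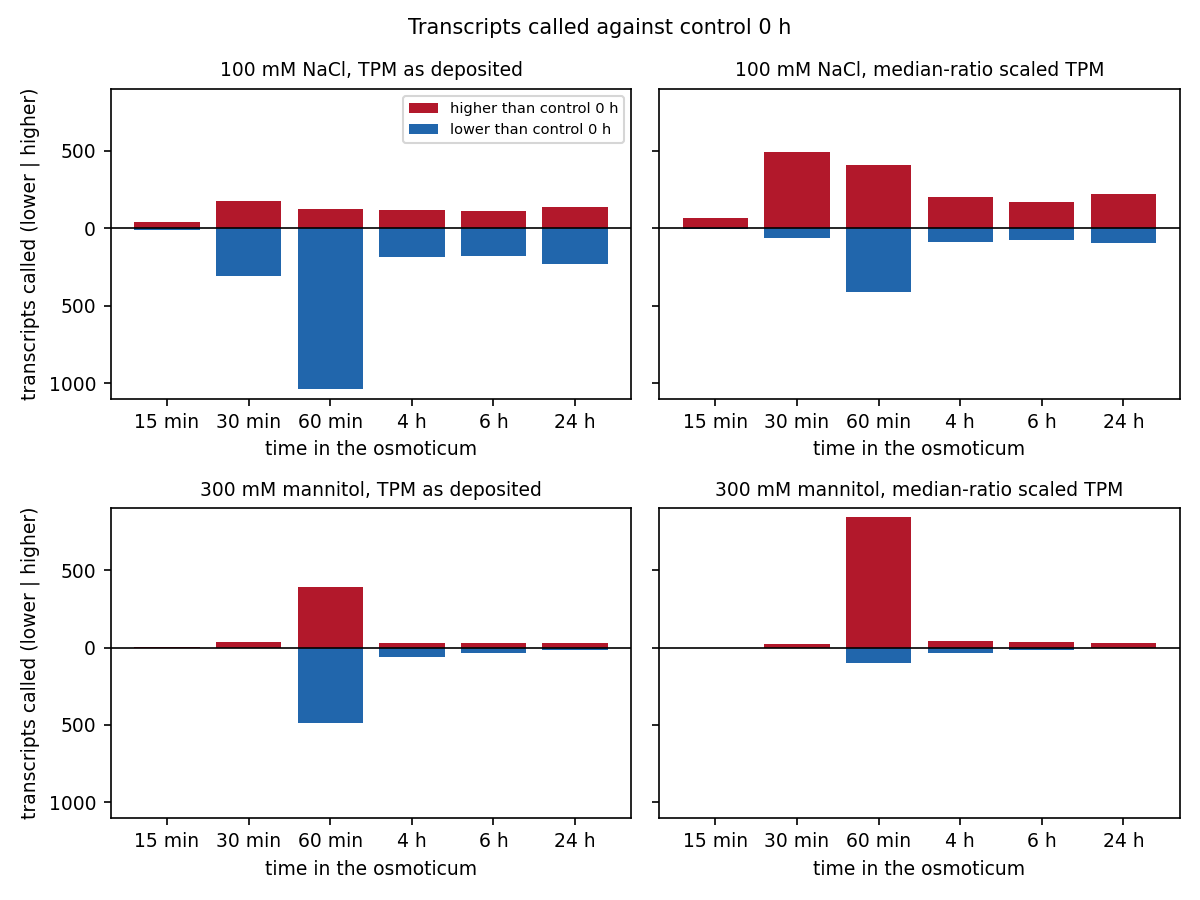
Number of transcripts called higher (bars upwards) and lower (bars downwards) than control 0 h at each time in 100 mM NaCl (top) and 300 mM mannitol (bottom), for the TPM as deposited (left) and after median-ratio scaling (right). In all 4 panels the bars at 60 min together are the largest, with totals of 1164 and 823 transcripts for NaCl and 874 and 938 for mannitol.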

We identified a total of 1,456 differentially regulated genes (FC > 2, FDR < 0.01), with a peak of regulation after 1 h (Supplementary Fig. 1c, d, Supplementary Data 1, 2). Up-regulated genes were enriched (FDR < 0.05) in annotations associated with response to cellular stimuli, vesicle-mediated-transport, and amyloplast organization, while downregulated genes were associated with the cell cycle, translation, chloroplast fission, and deoxyribonucleotide metabolism (Fig. 1a). 

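The direction of the called transcripts depended on how libraries were scaled. Over all 12 comparisons, 589 transcripts were called higher and 1537 lower, with 11 called in both directions at different times or osmolytes. After median-ratio scaling 1213 were higher and 602 lower, with 8 in both directions. NaCl gave 43 higher and 11 lower transcripts at 15 min (67 and 5 after median-ratio scaling), 177 and 305 at 30 min (491 and 60), and 124 and 1040 at 60 min (410 and 413). At 4 h of NaCl, 121 transcripts were higher and 188 lower (202 and 87 after scaling), at 6 h 115 and 180 (168 and 75), and at 24 h 135 and 228 (221 and 93). Mannitol gave 36 higher and 2 lower transcripts at 30 min (25 and 2 after scaling) and 389 and 485 at 60 min (841 and 97). At 4 h of mannitol, 32 were higher and 58 lower (40 and 33 after scaling), at 6 h 28 and 36 (34 and 17), and at 24 h 28 and 15 (32 and 4). The 5 transcripts called at 15 min of mannitol were 3 higher and 2 lower.
The table pairs no gene names with its identifiers, so the transcripts that changed most at 60 min, among those for which every treated library lay beyond every control library, are given by identifier. Cre13.g569850 had 52.8 ± 8.71 TPM (SD, n = 3) after NaCl and 147 ± 39.9 TPM (SD, n = 3) after mannitol, against 0.135 ± 0.127 TPM (SD, n = 5) at control 0 h. Its log2 fold changes of 5.56 (standard error 0.27, adjusted p = 3.53e-12) and 7.00 (standard error 0.30, adjusted p = 3.42e-14, limma with Benjamini-Hochberg adjustment) depend on the pseudocount, since its control values lie under 1 TPM. Cre01.g053000 rose from 5.26 ± 2.38 TPM (SD, n = 5) by a log2 fold change of 5.40 (standard error 0.29, adjusted p = 1.10e-11) in NaCl and 8.31 (standard error 0.32, adjusted p = 5.56e-15) in mannitol. Among the decreases in NaCl, Cre06.g275100 went from 593 ± 200.3 TPM (SD, n = 5) to 13.6 ± 2.04 TPM (SD, n = 3), a log2 fold change of -5.29 (standard error 0.28, adjusted p = 8.70e-12). Cre10.g441400 changed by -5.18 (standard error 0.27, adjusted p = 8.70e-12). In mannitol, Cre05.g237700 changed by -4.28 (standard error 0.29, adjusted p = 2.92e-10) and Cre16.g667850 by -4.22 (standard error 0.49, adjusted p = 1.28e-05), the latter between -5.01 and -3.60 with each library left out in turn. All 6 were called with the same sign after median-ratio scaling. The enrichment of annotations in Fig. 1a was not repeated here, since no table of gene ontology terms was used.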

Consistent with these data, we found that an osmotic challenge induced an increase in the number of vesicles and starch puncta in Chlamydomonas cells (Fig. 1b, Supplementary Fig. 2a) based on the use of fluorescent reporters to mark these compartments^18^ and starch staining^19^. In agreement with previous transcriptomic analyses using different Chlamydomonas strains (GY-D55 and CC-503) and solute concentrations^20,21^, we found that Chlamydomonas accumulates glycerol and proline as the main compatible osmolytes during stress. Interestingly, our time-course data suggests an earlier role for glycerol 15–60 min after stress, while proline may have a later role, since induction of proline metabolic gene transcription is not observed until 6 h after stress is applied (Fig. 1a, Supplementary Fig. 2b).

**Fig. 1:**
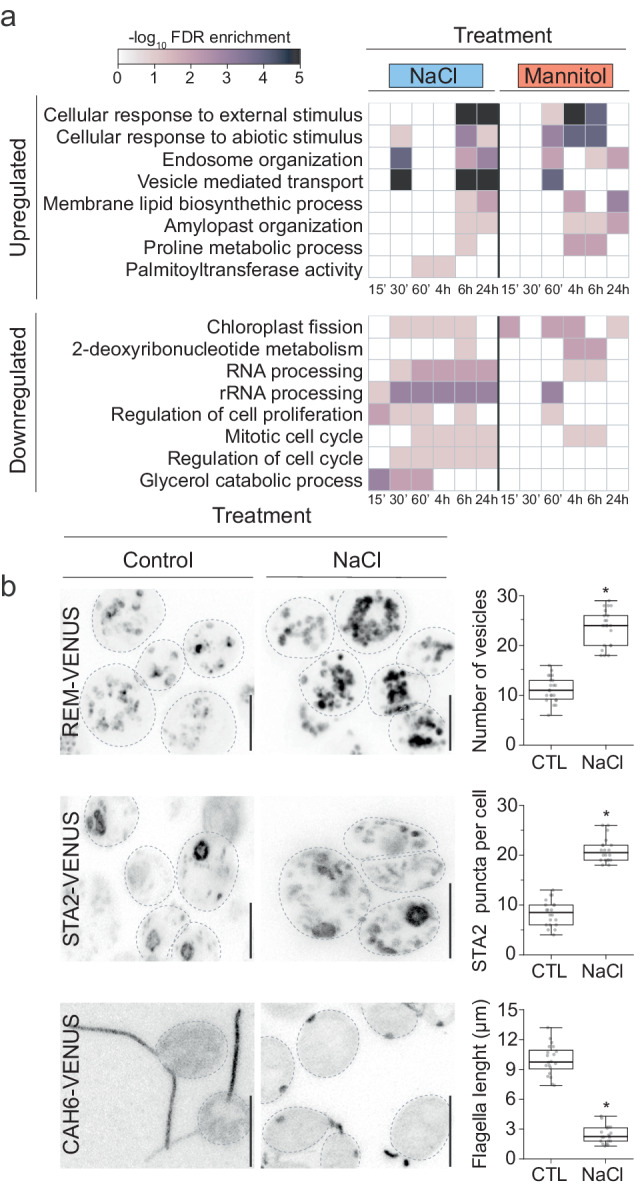
*Chlamydomonas reinhardtii* transcriptional response to osmotic stress. **a** Gene ontology term analysis of the transcriptional response of Chlamydomonas cells treated with 100 mM NaCl or 300 mM mannitol at the indicated time points (‘and h indicate minutes and hours respectively). See also Supplementary Figs. 1–3 and Supplementary Data 1, 2. **b** Confocal images of fluorescently tagged Chlamydomonas cells with different fluorescent markers under control conditions and treatment with 100 mM NaCl for 30 h. Cellular markers used: Endosomes, Cre16.g661700: REMORIN, labels the Golgi apparatus and secretory pathway (REM:VENUS); Starch, Cre17.g721500: STARCH SYNTHASE 2 (STA2), labels pyrenoid starch and starch granules (STA2:VENUS); flagella, Cre12.g485050: CARBONIC ANHYDRASE 6 (CAH6) labels flagella (CAH6:VENUS). (Right) Quantification of the number of vesicles in REMORIN cells, STA2 puncta and flagella length in control and cells treated with NaCl. *n* = 20 cells per condition. Cell images were taken in two independent experiments. Scale bars = 10 μm. Center lines show medians and box limits indicate the 25th and 75th percentiles. Whiskers represent minima and maxima, *P* values are from a one-way ANOVA test between control condition and treatments, *p* < 0.05. See also Source Data.

The gene regulatory patterns observed suggest that osmotic stress induces a pause in general cellular functions associated with growth, a pattern also observed in Saccharomyces and Arabidopsis upon osmotic stress^7,22^. The Chlamydomonas genome includes homologous gene families found in both Saccharomyces, and Arabidopsis^10^. Chlamydomonas osmotic stress-responsive genes have homologs in both Arabidopsis and Saccharomyces, although the similarity of the osmotic stress response is greater with Arabidopsis (24% of genes overlap in their osmotic stress response compared with 6% in Saccharomyces) (Material and methods, Supplementary Fig. 3, Supplementary Data 2).

While the abscisic acid (ABA) hormone signaling pathway mediates much of the transcriptional response downstream of osmotic stress perception in Arabidopsis^23^, and exogenous application of ABA has been shown to increase tolerance to salinity in Chlamydomonas^24,25^, we did not find enrichment of gene annotations associated with ABA-regulated genes nor related cis-regulatory elements (e.g., ABA RESPONSE ELEMENT or G-box) in the promoters of genes regulated by stress (Supplementary Fig. 1e, f, Supplementary Data 2)^26^. We hypothesize that the use of high concentrations of ABA in previous studies^24,25^, ranging from 50 to 500 micromolar ABA, which are significantly higher than the nanomolar range of receptor affinity^27^, may induce non-physiological responses in Chlamydomonas. This, in concordance with the lack of orthologous genes to the PYL/PYR/RCAR ABA receptors identified in land plants^10,28^ suggests that canonical ABA-mediated osmotic response is not a conserved feature between Chlamydomonas and Arabidopsis.

A cellular compartment of Chlamydomonas cells that is shared with animals and certain plant lineages is the formation of motile cilia. Within land plants, cilia are exclusively produced in sperm cells of all nonseed plants, while the vast majority of seed plants are non-ciliated^29^. We found an enrichment of genes encoding ciliary proteins^30^ being differentially expressed in Chlamydomonas under osmotic stress (Fisher’s Exact Test<1E-05), as well as a substantial reduction in flagellar length upon osmotic stress (Fig. 1b, Supplementary Data 2), in agreement with previous reports^31,32^. Together, these data demonstrate that osmotic stress induces rapid changes in the Chlamydomonas transcriptional landscape that are likely under the control of signaling pathways distinct from the dominant ABA-dependent pathway of land plants.

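The genes of ciliary proteins in the heat map of Supplementary Fig. 2 were all among the transcripts tested here. At least 1 of the 12 comparisons called 100 of them, 25 higher and 77 lower, with 2 in both directions. The count was also 100 when adjusted over the list alone, which is not independent evidence because the study chose the list on these samples. After median-ratio scaling 94 were called, 48 higher and 48 lower, with 2 in both directions. At 60 min of NaCl 50 of the listed genes were lower and 11 higher, and the split went to 24 lower and 32 higher after median-ratio scaling and to 20 lower and 22 higher after quantile normalization. The median log2 fold change of the listed genes there was -1.58, against -0.57 for all tested transcripts, and -1.02 after median-ratio scaling. NaCl lowered 9 of the genes and raised 9 at 30 min (1 and 21 after median-ratio scaling), and lowered 18 and raised 8 at 4 h (8 and 17). It lowered 38 and raised 8 at 6 h (17 and 12 after median-ratio scaling), and lowered 43 and raised 6 at 24 h (23 and 13). The median log2 fold changes were -1.47 at 6 h and -1.32 at 24 h (-1.13 and -0.87 after median-ratio scaling), against -0.30 and -0.39 for all transcripts. At 60 min of mannitol, 9 genes were lower and 18 higher (2 and 31 after median-ratio scaling), with a median of -0.10 against -0.55 for all transcripts, which changed sign to 0.51 after median-ratio scaling. The 9 lower genes became 5 without control 0 h replicate 3 and 16 without mannitol 60 min replicate 2. The Fisher's exact test of the paper was not repeated here, because the full set of ciliary genes was not used.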

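Regardless of the size of the change, 343 transcripts had an adjusted p under 0.01 in limma's test (Benjamini-Hochberg) after 15 min of NaCl and 5422 after 30 min. After mannitol these numbers were 11 and 123. With replicate 3 left out, the number past both thresholds was 55 at 15 min and 558 at 30 min of NaCl, and 3 and 43 for mannitol. The direct comparison of 3 NaCl and 3 mannitol libraries at 15 min called 66 transcripts, 60 of them higher in NaCl and 6 lower, and 82 after median-ratio scaling, 78 higher and 4 lower. Leaving out mannitol 15 min replicate 2 reduced the 66 to 22, while leaving out NaCl 15 min replicate 3 gave 79. From its own data, the paper concludes that the transcriptional response to osmotic stress is rapid. Since annotations of ABA-regulated genes and their promoter elements were not enriched and orthologs of the ABA receptors of land plants are lacking, it proposes that pathways other than the ABA-dependent one control the response. The comparison with ABA-regulated genes was not analysed here.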

### Phosphoproteomic characterization of the early osmotic stress response

To uncover early signaling components of the Chlamydomonas osmotic stress response pathway, we adapted untargeted high-resolution mass spectrometry in conjunction with metabolic labeling to examine the effect of 5 min NaCl or mannitol treatment (Fig. 2, Supplementary Data 3, 4). We identified 33 Chlamydomonas differentially phosphorylated proteins (FC > 2, FDR < 0.01) encompassing a variety of functions including transcriptional regulation (MYB and bZIP family proteins), flagellar machinery (Flagella-associated proteins (FAP), FAP 69 and FAP 88), among others. Interestingly a large number of proteins (23/33) are dephosphorylated upon early osmotic stress suggesting a predominant role for protein phosphatases in the initial responses to osmotic stress in Chlamydomonas. We found several proteins with homologs (homology based on Reciprocal Best BLAST hit [RBH], see material and methods), that when mutated in Arabidopsis, have osmotic sensitive phenotypes such as; Ubiquitin protease UBIQUITIN-SPECIFIC PROTEASE 16 (UBP16)^33^ and ENHANCED EM LEVEL (EEL), a bZIP transcription factor homologous to ABA-INSENSITIVE 5 (ABI5)^34^. Similarly, we identified several proteins with Saccharomyces homologs previously shown to be involved in osmotic stress, including; ribosomal stalk protein RIBONUCLEASE P (RPP1A)^35^, VESICLE-ASSOCIATED MEMBRANE PROTEIN-ASSOCIATED PROTEIN (SCS2)^36^, and INOSITOL POLYPHOSPHATE 5-PHOSPHATASE (IP 5-P), a phosphoinositol binding protein involved in cytoskeletal reorganization^37^. Among the Saccharomyces orthologous proteins, 8 out of 14 were shown to be phosphorylated upon osmotic stress, while only 3 out of 16 Arabidopsis orthologues showed phosphorylation, based on previous phosphoproteomic characterization in the respective species (Fig. 2, Supplementary Data 4). Using a less stringent significance threshold (FC > 1.5, FDR < 0.01), we identified 56 proteins with orthologs that are also phosphorylated in Arabidopsis (Supplementary Fig. 4, Supplementary Data 4). Our dataset includes 11 unannotated proteins which we renamed PHOSPHORYLATED UPON OSMOTIC STRESS IN CHLAMYDOMONAS (POC).

**Fig. 2:**
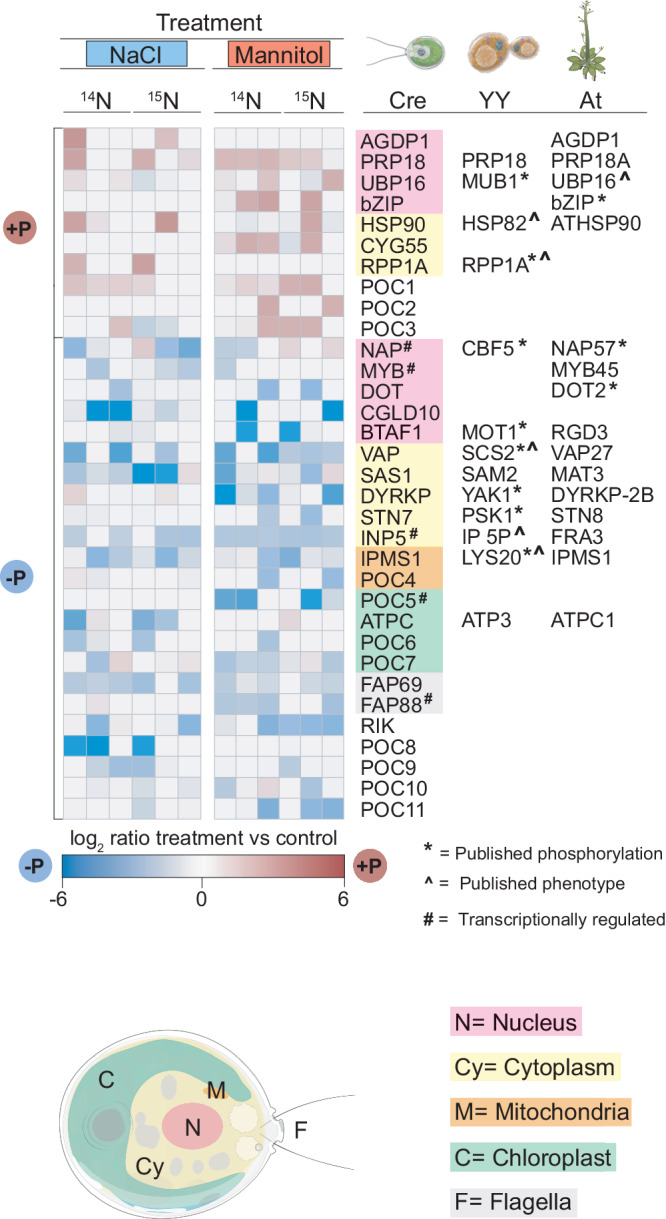
Chlamydomonas early phosphorylation events upon osmotic stress. Heat map representing proteins differentially phosphorylated (FC > 2, FDR < 0.01) upon 5 min treatment with 100 mM NaCl or 300 mM mannitol. Color code represents protein localization according to PredAlgo^114^ or associated functions. * Represents published phosphorylated proteins upon osmotic stress, ^ represents proteins with a described role in osmotic pathways. # Represents genes regulated in our Chlamydomonas osmotic treatments. See also Supplementary Data 3, 4 and Source Data.

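The phosphoproteomic list of Supplementary Data 4 names 33 proteins. The genes of 28 of them are in the TPM table, and 27 passed the filter on low values. RNA-seq called 5 of these 27 genes in at least 1 of the 12 comparisons, which is 18.5%, against 15.5% of all tested transcripts (Fisher's exact test, two-sided, p = 0.598, with genes that are not independent replicates). The 5 were NAP57, the MYB gene, POC6, STN7 (Cre12.g483650) and HSP90C (Cre12.g514850), of which the last 3 are named because the count is small and were chosen after their values were seen. The authors' list of regulated genes holds 3 of them, NAP57, MYB and POC6. After median-ratio scaling 4 were called, NAP57, POC6, INP5 and POC2 (Cre12.g549150), the last also named after its values were seen (14.8% against 13.2%, Fisher's exact test, two-sided, p = 0.775). A log2 fold change over 1 moved the count most, to 16. It was 4 without NaCl 60 min replicate 1, without control 0 h replicate 1 and without control 0 h replicate 3, each of which took away the call of HSP90C.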

Overall, we found limited overlap between the candidates identified in our transcriptomic and phosphoproteomic analysis with only 5 genes/proteins shared between the two data sets. This list included a MYB transcription factor, IP 5-P, NAP57, and 2 Chlamydomonas-specific proteins (Fig. 2, Supplementary Data 4). Similarly limited overlap between proteomic and transcriptomic data sets examining the same process has been previously shown in Arabidopsis^38^ and Saccharomyces^39^ and is not entirely unexpected considering the different stress durations used with each assay. Nevertheless, our transcriptional and phosphoproteomic analysis has established the immediate targets of osmotic stress signaling in Chlamydomonas and highlights components most likely to be conserved across the green lineage and with non-photosynthetic eukaryotes.

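NAP57 (Cre03.g172950) had 6.48 ± 2.69 TPM (SD, n = 3) at 60 min of NaCl against 191 ± 44.2 TPM (SD, n = 5) at control 0 h, a log2 fold change of -4.71 (standard error 0.28, adjusted p = 7.42e-11, limma with Benjamini-Hochberg adjustment). It was -4.02 after median-ratio scaling and stayed between -4.98 and -4.50 with each library left out in turn. At 60 min of mannitol NAP57 changed by -1.77 (standard error 0.31, adjusted p = 6.90e-05), under the fold change threshold. It was called there without mannitol 60 min replicate 3 (-2.06), and was -1.36 without replicate 1. The MYB gene (Cre14.g609350) fell most at 24 h of NaCl, to 0.952 ± 0.455 TPM (SD, n = 3) from 8.58 ± 1.59 TPM (SD, n = 5). Its log2 fold change of -2.30 (standard error 0.30, adjusted p = 3.14e-06) became -1.89 after median-ratio scaling, past the adjusted p and short of a log2 fold change of 2. It was also not called after quantile normalization (-1.97) or with control 24 h as the control (-1.87). INP5 (Cre12.g530050, the IP 5-P) rose from 5.83 ± 1.90 TPM (SD, n = 5) to 18.5 ± 1.19 TPM (SD, n = 3) at 30 min of NaCl. This is a log2 fold change of 1.56 (standard error 0.28, adjusted p = 1.52e-04), and 2.26 after median-ratio scaling, which called it. Fig. 2 marks FAP88 and POC5 as well. FAP88 (Cre17.g718900) changed by -1.72 at 24 h of NaCl (standard error 0.31, adjusted p = 2.06e-04), under the fold change threshold. Its control mean of 5.57 ± 2.37 TPM (SD, n = 5) includes 9.73 TPM in replicate 3, and the other 4 libraries lie between 4.04 and 5.10 TPM. POC5 (Cre15.g640850) changed by -0.98 at 24 h of NaCl (standard error 0.29, adjusted p = 0.0146) and was called in none of the 12 comparisons under either scaling. POC6 (Cre13.g603550) changed by -3.86 at 24 h of NaCl (standard error 0.34, adjusted p = 1.01e-08), between -4.00 and -3.60 with each library left out in turn. Untreated cells also had less POC6 at 24 h, with 5.57 to 18.3 TPM against 24.0 to 73.5 TPM at control 0 h. The NaCl 24 h libraries had 1.21 to 1.84 TPM.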

### High-throughput genetic screens identify novel genes with roles in osmotic stress

Microbial model systems provide advantages for genome-wide, forward genetic screens due to the ease of culturing thousands of genotypes simultaneously. We utilized a recently developed barcoded genome-wide mutant library^40^ and subjected Chlamydomonas cells to four different osmotic perturbations: NaCl, mannitol, Polyethylene glycol (PEG), and hypo-osmotic stresses. After analysis of the data using a previously defined stringent confidence threshold^11^ we identified 76 candidate genes/hits with associated mutants that exhibit a growth defect in at least one stress condition: 27 for NaCl, 34 for mannitol, 13 for hypoosmotic, 2 for PEG (FDR < 0.3; Fig. 3a, b, Supplementary Data 5, 6, see Material and methods). While several replicates were performed for each condition, only 10 significant genes were consistently identified across replicates, suggesting that the screens had not been performed to saturation (Fig. 3b, Supplementary Data 6). Comparison of our osmotic-related phenotypes with a larger survey for phenotypes using 121 conditions using the same mutant library and analysis pipeline^41^ revealed that 34 out of 76 high confidence hits showed a growth phenotype in another stress condition such as DNA damage, chemical stress, photosynthesis, among others (Supplementary Data 6). These data suggest that some of the identified genes may play a role in multiple stress pathways with important roles in osmotic stress and/or other biological processes such as DNA damage, protein biosynthesis or photosynthesis, among others (Supplementary Data 6).

**Fig. 3:**
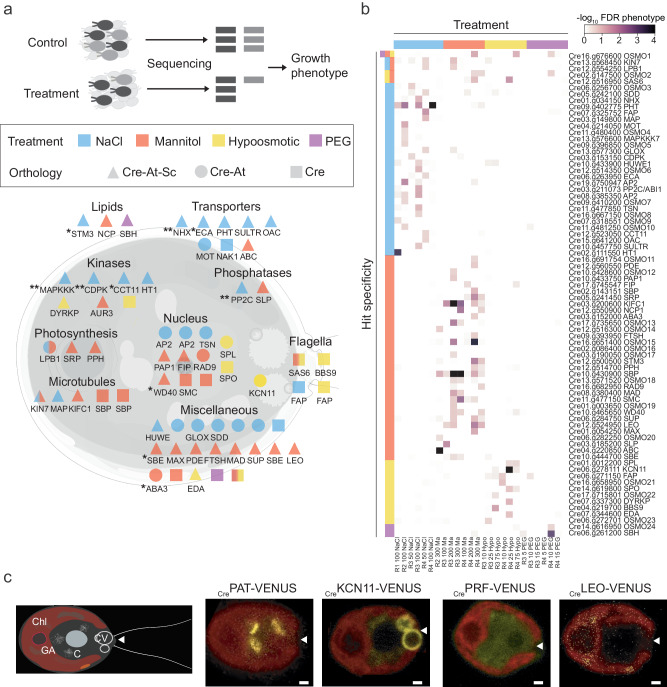
Identification of genes with roles in osmotic stress in Chlamydomonas. **a** Upper panel, diagrammatic representation of barcode mutant screens. Unique barcodes allow genome-wide screening of a Chlamydomonas mutant pool. Mutants sensitive to osmotic stress can be identified because their barcodes will be less abundant after growth under treatment (NaCl, Mannitol, PEG, hypoosmotic) compared to control conditions. Lower panel, diagrammatic representation of high confidence hits (FDR < 0.3). Cre indicates Chlamydomanas specific genes. Hit orthology to S. cerevisiae (Sc) or A. thaliana (At) based on reciprocal BLAST (<1E-10). * and ** represents an osmotic phenotype previously described in Sc or At homologous genes. See also Supplementary Data 5, 6 and Source Data. **b** Heat map representing the significance of high confidence hits (FDR < 0.3). The x-axis indicates the different conditions screened, NaCl, Mannitol, PEG, and hypoosmotic stress grouped in the different replicas performed. Y-axis contains the gene ID and annotation. See also Supplementary Data 6 and Source Data. **c** Confocal images of Chlamydomonas cells showing the subcellular localization of proteins fused to VENUS fluorescent protein. Cartoon represents different organelles in Chlamydomonas: Chl chloroplast, GA Golgi apparatus, C cytoplasm, CV contractile vacuole. Red color shows chloroplast autofluorescence and yellow shows VENUS fluorescence. White arrows indicate the base of the flagella. Scale bar; 1 μm.

We validated our mutant phenotypes by performing secondary screens of 140 mutants selected according to different statistical criteria (Supplementary Data 7, Supplementary Fig. 5), confirming 55% of the hits. We identified genes encoding: 9 transporters, 4 flagella-associated proteins, 7 kinases, 2 phosphatases, 11 nuclear-localized proteins, among others. From this list of high confidence hits we identified 34 and 53 Saccharomyces and Arabidopsis orthologs, respectively (Fig. 3a) (FDR < 0.3, Supplementary Data 5). Interestingly, 24 genes did not have any previous annotation in Chlamydomonas, Arabidopsis, or Saccharomyces, and therefore we renamed them *OSMOTIC GROWTH DEFECTIVE IN CHLAMYDOMONAS* (*OSMO*). Among our top hits, we identified *HYPEROSMOLALITY-INDUCED CALCIUM INCREASE 1* (*CreOSCA1*) and *MscS-LIKE* (*CreMSL*) that mediate the initial events of osmotic stress signaling in Arabidopsis^42,43^. Mutants of both genes showed sensitivity to NaCl and mannitol, acclimation to osmotic stress and flagella defects, and for CreMSL, a cellular localization comparable to the Arabidopsis homolog, as previously reported (Supplementary Fig. 6)^42,44^. Below, we describe several examples exploring our functional genomics results by cellular functions.

Eukaryotic cells use two systems to actively extrude intracellular toxic sodium: Cation/H^+^ antiporters^45^ (CPAs) and Na^+^-P-ATPases^46^. Our screens uncovered sodium chloride sensitivity to; (i) a conserved CPA transporter SODIUM/HYDROGEN EXCHANGER (NHX, Cre01.g034150) previously described in plants^47^ and fungi^48^ to play a role in sodium toxicity; and (ii) SODIUM/POTASSIUM-EXCHANGING ATPase (CrNAK1) (Cre06.g263950)^49^, a P2C Na+/K+-ATPase lost at the base of the land plant lineage. Only two chlorophytes retain NAK1 transporters, a marine algae (*Ostreococcus tauri*) and Chlamydomonas (freshwater), suggesting that the high sensitivity of land plants to Na^+^ arose from the loss of an effective system to remove intracellular Na^+,^^49^. Our screens have osmolyte specificity as shown by the number of membrane transporters necessary for Chlamydomonas growth under NaCl, since these transporters were not identified in the other conditions screened.

A central role for protein kinases and phosphatases in response to high osmolarity have been shown in fungi, mammals and plants^1,50^. We identified sodium chloride sensitive phenotypes for signaling components such as kinases: CALCIUM-DEPENDENT PROTEIN KINASE/ MICROTUBLE ASSOCIATE PROTEIN 2 KINASE (CDPK, Cre03.g153150) and MITOGEN-ACTIVATED PROTEIN KINASE KINASE KINASE (MAPKKK, Cre13.g576600), and phosphatase: PROTEIN PHOSPHATASE 2C (PP2C, Cre03.g211073) (Fig. 3a, Supplementary Data 6). Kinase orthologs in Arabidopsis (CDPK4, At4g09570; M3KDELTA 7, At1g18160) are required for the activation of ABA and osmotic stress signaling in plants^51,52^, while Saccharomyces orthologs (SKM1, YOL113W; CMK1, YFR014C) are necessary for the activation of the response to hyperosmotic stress (HOG pathway) in yeast^1^. Similarly, PP2C orthologs (ABI, At4g26080; PTC1, YDL006W) are negative regulators of (i) ABA signaling in plants^53^ and (ii) the HOG pathways in yeast^54^. In addition, we identified 3 kinases involved in non-ionic osmotic stress including (i) a DUAL-SPECIFICITY TYROSINE REGULATED PROTEIN KINASE (DYRKP, Cre07.g337300) present in our high confidence list of differentially phosphorylated proteins (Fig. 2a) and sensitive to hyperosmotic stress, (ii) OSMO17 a protein containing a POLO-DOMAIN KINASE (OSMO17, Cre03.g190050) involved in the cell cycle^55^ and sensitive to mannitol treatment, and (iii) OSMO22 an uncharacterized Chlamydomonas specific protein with a protein kinase domain and sensitive to hypoosmotic stress.

Nuclear localized factors identified included: transcription factors with homology to the APETALLA-2 family (AP2, Cre19.g750947 and Cre08.g385350) and SQUAMOSA PROMOTER PROTEIN-LIKE (SPL, Cre03.g185200); a WD-40 repeat-containing protein, Cre10.g465650, previously linked to drought stress in Arabidopsis^56^; and a core component of the homologous recombination pathway RADIATION DEFECTIVE (RAD, Cre16.g682950), among others. Interestingly we found two genes whose Arabidopsis homologs were previously shown to function in acclimation to osmotic stress: a STARCH BRANCHING ENZYME (SBE, Cre10.g444700) and MOLYBDENUM COFACTOR SULFURTRANSFERASE/ABA DEFICIENT 3 (ABA3, Cre03.g152000) a gene encoding a molybdenum cofactor sulfurase that has been demonstrated to participate in both ABA and ABA-independent stress pathways, regulating the accumulation of anthocyanins during stress responses within Arabidopsis^57,58^. The lack of ABA receptors in Chlamydomonas suggests that anthocyanins may play a role in osmotic stress in algae as previous shown in plants^59^. 

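The functional genomics list of Supplementary Data 6 holds 76 genes, of which 55 are in the TPM table and 47 passed the filter on low values. RNA-seq called 5 of the 47 (10.6%, against 15.5% of all tested transcripts, Fisher's exact test, two-sided, p = 0.426, with genes that are not independent replicates), and 2 after median-ratio scaling (4.26%, p = 0.0817 in the same exact test). The 5 were the AP2 gene Cre08.g385350 and, chosen for naming after their values were seen, Cre04.g220850, Cre06.g261200, Cre07.g344600 and Cre15.g641200. The 2 after scaling were the AP2 gene and Cre06.g263950, also named after its values were seen. The call of Cre06.g263950 was a rise at 60 min of mannitol, with a log2 fold change of 2.38. From the TPM as deposited it was 1.72 there and -1.95 at 60 min of NaCl. A log2 fold change over 1 moved the count most, to 22, and it was 8 without control 0 h replicate 5. Without NaCl 60 min replicate 1, Cre04.g220850 was no longer called. The AP2 gene had 62.0 ± 21.6 TPM (SD, n = 3) at 30 min of NaCl against 5.22 ± 1.82 TPM (SD, n = 5) at control 0 h, a log2 fold change of 3.34 (standard error 0.30, adjusted p = 3.90e-08, limma with Benjamini-Hochberg adjustment). At 60 min it was 2.99 in mannitol (standard error 0.35, adjusted p = 5.95e-07) and -0.19 in NaCl (standard error 0.30, adjusted p = 0.618), where its sign changed to 0.41 after median-ratio scaling. The starch branching enzyme SBE (Cre10.g444700) rose at 60 min of NaCl to 176 ± 29.5 TPM (SD, n = 3) from 74.9 ± 20.5 TPM (SD, n = 5), a log2 fold change of 1.25 (standard error 0.27, adjusted p = 4.74e-04). After median-ratio scaling it was 1.98. The gene Cre05.g242100 fell at 60 min of NaCl to 0.0444 ± 0.0768 TPM (SD, n = 3) from 3.14 ± 1.42 TPM (SD, n = 5), a log2 fold change of -1.92 (standard error 0.28, adjusted p = 7.65e-06) that reached -2.07 without control 0 h replicate 4 and -2.02 without replicate 5, and was then called. Cre13.g568450 changed by -1.57 at 4 h of NaCl (standard error 0.26, adjusted p = 1.80e-04) and Cre17.g735650 by -1.28 (standard error 0.26, adjusted p = 0.0011), from control means of 2.58 and 2.35 TPM. These low values limit the fold change on the log2(TPM + 1) scale. The second AP2 gene, Cre19.g750947, was not analysed here.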

Not surprisingly, we also found limited overlap in the gene lists identified through transcriptomics and functional genomics, with just five genes (0.34%, 5 of our functional genomics overlap with 1456 genes differentially regulated upon osmotic stress) exhibiting a significant growth defect and transcriptional response upon osmotic stress: an AP2 transcription factor, SBE, a motor microtubule protein KINESIN 7 (KIN7, Cre13.g568450), a proprotein convertase subtilisin (Cre05.g242100) and Cre17.g735650, a gene without any known domain.

To determine if candidates were part of common protein complexes, we used the Arabidopsis orthologous genes to generate a protein-protein interaction network with the Arabidopsis Interactions Viewer 2.0. We identified 32 proteins out of our 56 candidates that have common interactors, suggesting that they are part of the same protein complexes (Supplementary Data 8). Overall, our functional genomic approaches identified high-confidence genes involved in osmotic stress signaling and corroborates the low overlap between transcriptomics and functional genomics previously reported in yeast for other stresses; pH (3%), 1 M NaCl (0.88%), 1.5 M Sorbitol (0.34%)^11,60,61^.

Together our multi-omics characterization of Chlamydomonas identifies components with high confidence for future studies and points to the conservation of several osmotic signaling pathway components between algae, fungi, and land plants.

### Cellular processes conserved across the green lineage upon osmotic stress

To understand how the candidate genes identified in Chlamydomonas may function in a multicellular context, we grew Arabidopsis seedlings with mutations in genes homologous to our hits from the functional genomics in Chlamydomonas (homology based on Reciprocal Best BLAST hit [RBH], see material and methods) and analyzed the ability of their roots to acclimate to osmotic stress induced by NaCl or mannitol containing media. We uncovered five genes with mutants exhibiting osmotic phenotypes in both Chlamydomonas and Arabidopsis; including genes encoding for: MITOGEN ACTIVATED PROTEIN KINASE KINASE (MAPKK, Cre08.g384900), a POTASSIUM CHANNEL (KCN11, Cre06.g278111), S-PALMITOTRANSFERASE (PAT, Cre06.g277000), PROFILIN (PRF, Cre10.g427250), and LETHAL EMBRYONIC OSMOTIC (LEO1, Cre12.g524950), a gene that encodes for 50S ribosome-binding GTPase, an uncharacterized protein (Fig. 4a, b, Supplementary Fig. 7). Interestingly, in Chlamydomonas we found that these genes showed mutant phenotypes under osmotic stress but few other conditions (Supplementary Data 6), suggesting specificity in their function. We were able to localize four out of five proteins to various cellular organelles in Chlamydomonas, including KCN11 to the contractile vacuole, PAT to the Golgi apparatus, LEO to the chloroplast, and PRF to the cytoplasm and nuclear envelope (Fig. 3c, Supplementary Fig. 8), suggesting the involvement of multiple organelles in the osmotic stress signaling pathway.

**Fig. 4:**
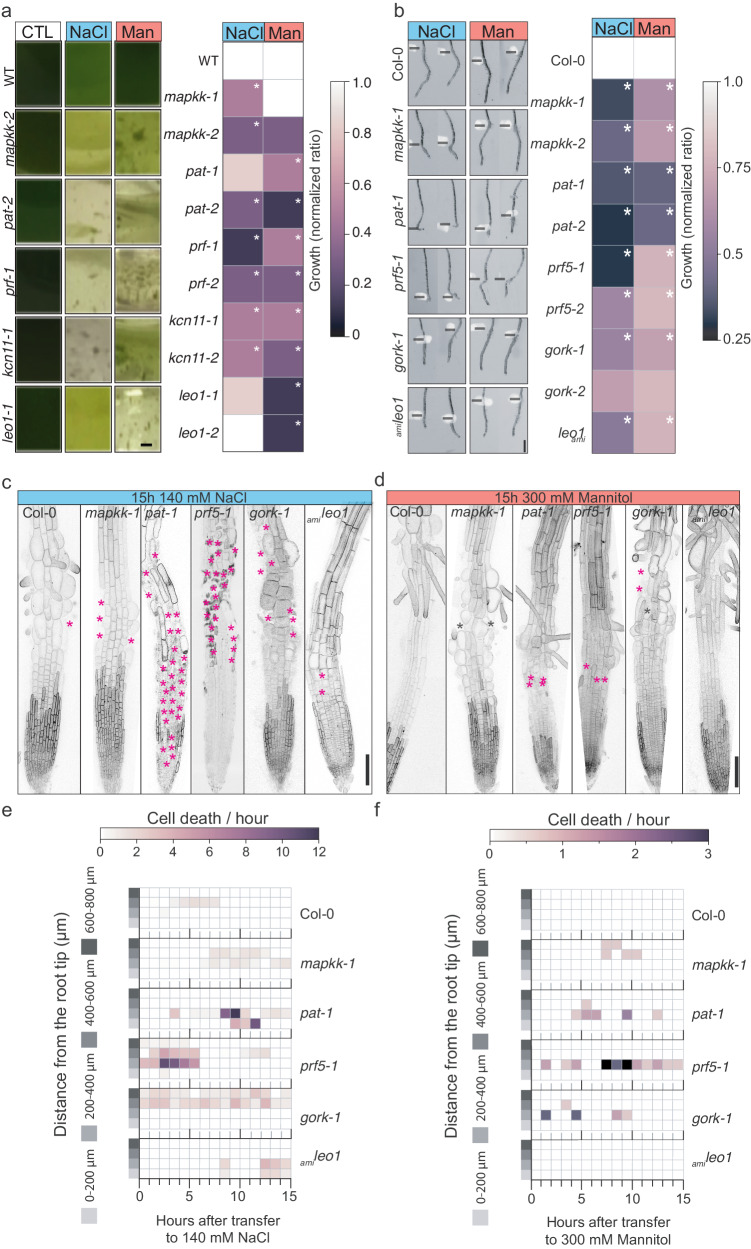
Conserved osmotic stress pathways across the green lineage show different spatiotemporal cell death patterns in Arabidopsis roots. **a** Representative growth vessels of 4 days post inoculation Chlamydomonas cells growing in control media (CTL), 100 mM NaCl (NaCl) and 300 mM Mannitol (Mannitol). (right) Growth quantification of mutant strains upon stress were normalized to growth of wild-type upon stress. Duplicate cell counts were performed in three independent replicates.* represents *p* < 0.05 (two-way ANOVA). Scale bar = 500 mm. **b** Arabidopsis primary roots 4 days post-transfer to 140 mM NaCl or 300 mM mannitol, black lines indicate transfer side, scale bar = 1 mm. (right) Quantification of root growth after transfer to 140 mM NaCl or 300 mM mannitol, root growth ratio upon transfer was normalized to the growth of wild-type upon stress treatment. * Indicates significance, two-way ANOVA test interactions between genotype and treatment, *p* < 0.05. See also Supplementary Fig. 7 and Supplementary Data 9 and Source Data for raw data and statistical information. **c** Confocal images of 4 days post germination root tips, 15 h after transfer to 140 mM NaCl. * Indicates cell death. Scale bar = 100 μm. See Supplementary Fig. 9 for controls. **d** Confocal images of 4 days post germination root tips, 15 h after transfer to 300 mM mannitol. * Indicates cell death. Scale bar = 100 μm. See Supplementary Fig. 9 for controls. **e** Quantification of root cell death after transfer to 140 mM NaCl. *n* = 10 roots for each genotype in three independent replicates. **f** Quantification of root cell death after transfer to 300 mM mannitol. *n* = 10 roots for each genotype in three independent replicates.

Time-lapse imaging of root growth using an introgressed plasma membrane marker, *LTI6b:YFP*^62^, revealed that several mutants exhibited distinct patterns of root growth cessation and tissue damage upon osmotic stress (Fig. 4c–f). Under standard conditions, all mutant primary roots grew similarly to wild-type except *gork-1*, which exhibited a loss of root hair anisotropic growth, producing rounded hair cells. Abnormal root hair development was suppressed when *gork-1* mutants were grown on either media lacking supplemented potassium, at low temperatures, or by removing sucrose from the media, suggesting that the abnormal growth and loss of cellular integrity in this mutant may be dependent on intracellular accumulation of potassium or growth rate (Supplementary Fig. 9c, d).

Wild-type plants transferred to 140 mM NaCl exhibited apparent cell death (visualized by the loss of *LTI6b:YFP* fluorescence signal in a cell) in the late elongation and early differentiation zones, ~400–600 µm from the root tip within 4–8 h after transfer to stress media. In comparison, treatment with 300 mM mannitol did not affect cell viability. Different spatiotemporal patterns of cell-viability loss were observed in several mutants (Fig. 4c–f). The *mapkk-1* mutant showed cell death in the elongation-differentiation zone upon NaCl or mannitol treatment. The *pat-1* mutants showed cell death in the meristematic zone, 0–200 µm from the root tip, and elongation zone with a peak of cell death occurring 9 h after transfer to stress treatment, which resulted in roots without epidermal cells within the first 400 µm from the root tip. Similarly, mannitol treatment induced cell death to a minor degree in *pat-1* mutants, starting 4 h after transfer. Early cell death occurred in the meristematic and elongation zones of *prf5* mutants upon transfer to NaCl, leaving most epidermal cells dead. Comparably, mannitol treatment promoted cell death at the meristematic-elongation zone boundary (a.k.a. transition zone) as early as 2 h after treatment in *prf5* mutants. Continuous cell death in the transition zone occurred in *gork-1* mutants after NaCl treatment, while mannitol promoted cell death in the early elongation zone. Finally, cell death occurred in the *leo-1-amiR* mutant at late timepoints upon NaCl treatment, while no cell death happened upon mannitol treatment. Together our phenotypic characterization indicates that all mutants exhibit sensitivity to both NaCl and mannitol-mediated osmotic stress, though greater sensitivity was generally observed with NaCl. Mutants exhibited distinct patterns of cell viability defects, which suggests different cellular mechanisms may be mediating their sensitivity to osmotic stress.

### Profilin-mediated actin remodeling ensures cell viability under osmotic stress

The Arabidopsis *prf5* mutant exhibited one of the earliest and most severe defects in cell viability amongst our characterized mutants, with most meristematic and elongating cells dying within the first 5 h after transfer to stress. In addition, *prf5* mutant root growth is hypersensitive to the actin depolymerization drug Latrunculin B (LatB) (Supplementary Fig. 10). Similarly, Chlamydomonas *prf1-1* mutant is hypersensitive to LatB treatment (Supplementary Data 6). Profilin is an actin interacting protein that determines the dynamics of the actin cytoskeleton by controlling the rate of polymerization, bundling, and cable formation^63,64^. Osmotic stress promotes actin reorganization in leaf and differentiated root tissues^65,66^, but the cellular consequences and molecular components controlling this process remain unknown. We therefore hypothesized that *prf5* mutant roots exhibit hypersensitivity to stress due to the inability to properly control this actin reorganization. To test this hypothesis we monitored actin dynamics in elongating cells of Arabidopsis roots using the actin-binding domain of fimbrin fluorescent reporter, ABD2:GFP^67^. Upon transfer to osmotic stress, both 140 mM NaCl and 300 mM mannitol, root cells in the elongation zone underwent massive actin reorganization (Fig. 5a, b). An increase in the asymmetric distribution of actin filaments, skewness, revealed an increase in actin bundling together with a decrease in the filament number. Concomitantly, actin filament angle switched from being nearly parallel to the longitudinal axis of the cell to being perpendicular^68^ (Fig. 5a, b). Interestingly, visualization of actin dynamics in Chlamydomonas using Lifeact-NeonGreen showed a similar response to osmotic stress with an increase in skewness (Supplementary Fig. 11). Together these data suggest that actin reorganization upon osmotic stress is conserved across the green lineage.

**Fig. 5:**
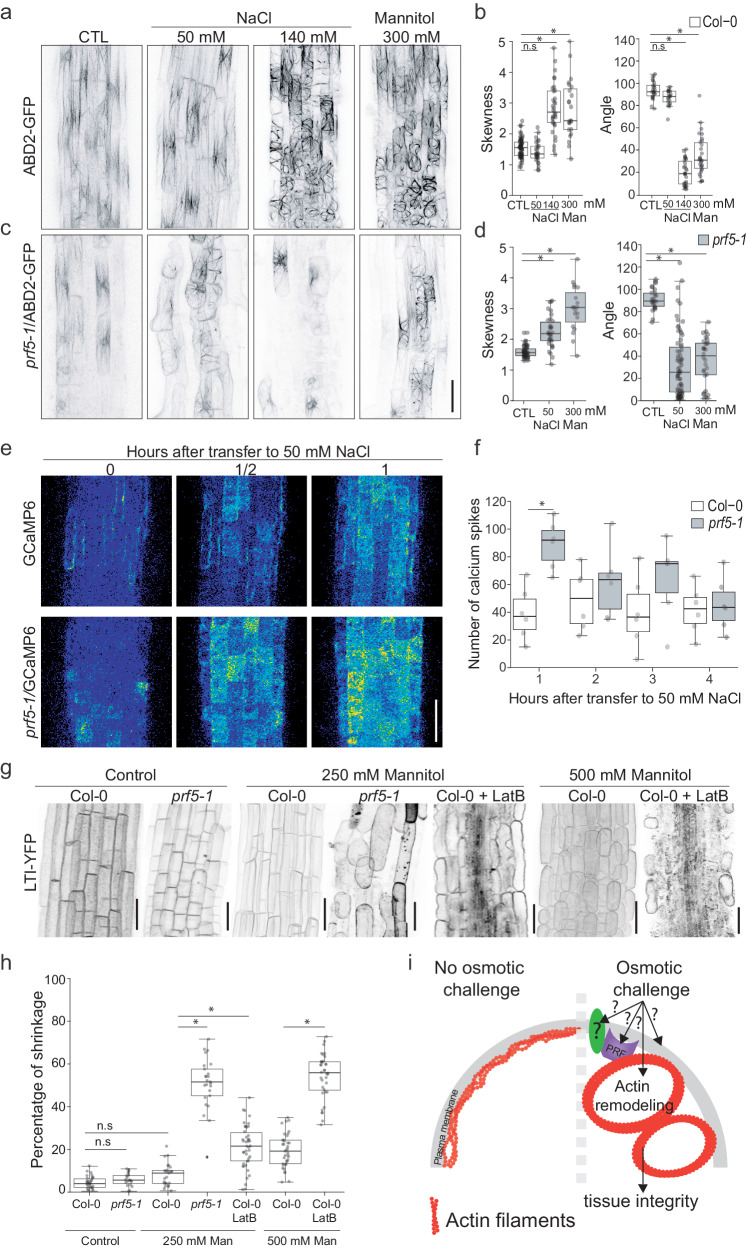
Osmotic stress promotes PROFILIN mediated actin-reorganization, maintaining cell and tissue integrity upon osmotic stress. **a** Actin localization in the Arabidopsis primary root elongation zone of wild-type roots on control conditions (CTL), transferred to 50 mM NaCl, 140 mM NaCl or 300 mM mannitol for 16 h (left to right). Images from treatments correspond to cells actively elongating at the time of transfer. Actin filaments were visualized with the actin binding domain of the FIMBRIN protein tagged with green fluorescent protein (ABD2:GFP). Scale bar = 50 µm. **b** Quantification of skewness and angle of actin filaments relative to the cell radial axis. Each point represents a cell that was actively elongating when roots were transferred. *n* > 25 cells per condition, taken from three independent experiments. Center lines show medians and box limits indicate the 25th and 75th percentiles. Whiskers represent minima and maxima, (*) *P* values are from a one-way ANOVA test between control condition and treatments, *p* < 0.05. See Source Data. **c** Actin localization in the Arabidopsis root elongation zone of *prf5-1* roots on control conditions (CTL), transferred to 50 mM NaCl, 140 mM NaCl, or 300 mM mannitol for 16 h (left to right). Images from treatments correspond to cells actively elongating at the time of transfer. Actin filaments are visualized with ABD2:GFP. Due to silencing of the reporter and a loss of cell viability, some cells within the field of view are not marked by GFP expression. Scale bar = 50 µm. See Source Data. **d** Quantification of skewness and angle of actin filaments relative to the cell radial axis. Each point represents a cell that was actively elongating when roots were transferred. *n* = 25 cells per condition, taken from three independent experiments. Center lines show medians and box limits indicate the 25th and 75th percentiles. Whiskers represent minima and maxima, (*) *P* values are from a one-way ANOVA test between control condition and treatments, *p* < 0.05. See Source Data. **e** 16 colors LUT confocal images of primary root elongation zone expressing GCamp6, and *prf5-1, GCamp6* in control conditions (0) or upon transfer to 50 mM NaCl for ½ h and 1 h. Images represent z-projection in each timepoint. Scale bar = 50 µm. **f** Hourly average number of [Ca^2+^] spikes in wild-type (GCamp6) cells and *prf5-1* with introgressed GCamp6 *(prf5-1;GCamp6)* treated 50 mM NaCl. *n* = 6 roots, taken from three independent experiments. Center lines show medians and box limits indicate the 25th and 75th percentiles. Whiskers represent minima and maxima, * indicates significance, one-way ANOVA test between genotypes 1 h after transfer to 50 mM NaCl, *p* = 0.0007179. See Source Data. **g** Confocal images of 5-day old primary root expressing membrane marker LTI-YFP in wild-type plants and *prf5-1* mutants. 250 and 500 mM Mannitol represent the plasmolysis treatments performed for 60 min. Control roots were incubated in liquid MS media lacking Mannitol. Scale bar = 50 µm. **h** Quantification of protoplast shrinkage in wild-type (Col-0) and *prf5-1* mutants. Percentage of shrinkage was calculated based on the protoplast area (LTI-YFP signal) and the cell wall area (bright field channel) (see Material and Methods). *n* = 37 cells, taken from three independent experiments. Center lines show medians and box limits indicate the 25th and 75th percentiles. Whiskers represent minima and maxima, * indicates significance, one-way ANOVA test between different genotypes or treatments within the same plasmolysis regime, *p* < 0.001. See Source Data. **i** Cartoon illustrating actin filaments remodeling upon osmotic stress to promote tissue integrity.

Treatment of *prf5* mutants with 140 mM NaCl led to cell death in the elongation zone (Fig. 4c, e). Treatments with 50 mM NaCl, on the other hand, did not cause such tissue damage and promoted actin reorganization in the *prf5* mutant (Fig. 5c, d). No changes were observed in wild-type roots grown under these conditions suggesting that the *prf5* actin network is hypersensitive to osmotic stress (Fig. 5a, b). Localization of a *ProPRF5:PRF5:GFP* translational reporter revealed fluorescence in root hair cells of the elongation zone and differentiation zone as well as the most mature two layers of the lateral root cap. This specific pattern of expression contrasts with the much broader pattern of cell death observed in the mutant and suggests that the loss of integrity in one cell type may cause defects in tissue integrity across the entire epidermis (Supplementary Fig. 12, Fig. 4c, e). Interestingly, CrPRF has low affinity for phosphatidylinositol^69^, and thus low affinity for cell membranes^70^, which may explain the cytoplasmic localization of the protein (Fig. 3c). Time-course imaging of the expression of P*roPRF5:PRF5:GFP* upon osmotic stress revealed the downregulation of its expression during the initial hours after treatment (Supplementary Fig. 12). Since our mutant analysis suggests that PRF5 inhibits NaCl-induced bundling, we hypothesize that PFR5’s normal function may be to delay the induction of osmotic-stress mediated actin bundling.

Calcium signaling is an important downstream mediator of abiotic stress^14,71^. To test whether the defects observed in *prf5* are due to a lack of a stress response or a hyper-induction of a stress response, we monitored calcium dynamics in roots transferred to a mild NaCl concentration in wild-type and *prf5* backgrounds (Fig. 5e, f). Wild-type plants transferred to 50 mM NaCl showed calcium spikes in the early elongation zone with ~40 spikes per hour within the first 5 h, compared to the lack of such dynamics when transferred to control media. In contrast, *prf5* mutants showed an increase in spiking frequency immediately after transfer to stress. Thus, osmotic-stress mediated calcium dynamics are hyperactivated in *prf5* mutants, supporting the hypothesis that this mutant exhibits a heightened stress response due to the inability to acclimate appropriately through the reorganization of the actin cytoskeleton.

Osmotic-stress induces plasmolysis in walled organisms when enough water leaves the cell to cause turgor pressure to completely subside and the plasma membrane to partially detach from the wall^72^. Typically plasmolysis occurs only after a severe osmotic shock and is typically measured in Arabidopsis roots after treatment with 500 mM mannitol treatment^72^. Examination of the plasma-membrane in *prf5* mutants after treatment with 250 mM mannitol demonstrated that this occurred even at this lower-level of stress, which did not significantly affect wild-type roots (Fig. 5g, h). Pretreatment with LatB, an actin depolymerizing drug, followed by an osmotic shock, increased the extent of plasmolysis compared to no LatB treatment (Supplementary Fig. 13, Fig. 5g, h). Treatment of seedlings with a more severe osmotic shock was lethal to *prf5* roots, while wild-type was able to recover after transfer back to control conditions (Supplementary Fig. 14)

## Discussion

Across Chlamydomonas, Saccharomyces, and Arabidopsis we have observed common transcriptional signatures to reduce investment in growth and to redirect resources towards osmotic homeostasis. Importantly, canonical ABA-mediated osmotic response is not conserved between land plants and algae. Not surprisingly our systems biology approach yielded complementary insight across approaches but with low overlap between candidates identified through transcriptomic, phosphoproteomic, and functional genomic, as was previously described for other model systems and biological processes^61^. The transcriptomic response uncovered the dominant non-hormonal nature of the Chlamydomonas osmotic response compared to land plants, thus providing unique insight into these alternative stress responses. Our phosphoproteomic approach suggested a substantial role for phosphatases in the regulation of immediate osmotic-stress induced postranslational modifications, similar to land plants^73^, while our functional genomic approach led to the identification of dozens of new genes with confirmed functions in osmotic stress, however, clear limitations were also revealed. The lack of multiple alleles for all genes and the limited representation of small genes in the mutant library used^11^ makes it difficult to assess the genetic role of all genes in the genome. The generation of future functional genomic tools in suitable photosynthetic organisms holds the potential to significantly accelerate our understanding of fundamental biological mechanisms, as shown in other organisms^74^. Nevertheless, the scale at which this study characterizes the osmotic stress pathway provides an extensive resource for hypothesis testing and refining the search space for candidate genes and proteins when combined with other large-scale methods.

Land plants use cation/H^+^ antiporters to detoxify intracellular sodium^75^ and lack P2C Na^+^/K^+^ type ATPases present in Chlamydomonas and Ostreococcus, species of fresh and marine algae, respectively^49^. The presence of both detoxifying mechanisms allows Chlamydomonas to rapidly adapt to seawater^76^, while many vascular plants, show high sensitivity to elevated Na^+^ in the soil^77^. Halophytes, which are plants tolerant to high-sodium soils, represent an exception as they have evolved distinct mechanisms to handle intracellular osmolytes^50^. Recent identification of marine Chlamydomonas support the strong sodium detoxifying mechanism present in this algae^78^, and suggest that algae P2C Na^+^/K^+^-ATPase can be used to engineer salt tolerant land plants as previously hypothesized^79^. Chlamydomonas uses the contractile vacuole, an ancient organelle present in freshwater protists without cell walls, to remove excess intracellular water under hypoosmotic stress^13^. We found a conserved role for an outward rectifying K^+^ channel that underwent an evolutionary relocation from the contractile vacuole in Chlamydomonas (KCN11)^80^ to the plasma membrane in Arabidopsis (GORK)^81^.

Actin is a highly conserved protein found in eukaryotic cells, and its organization is crucial for various cellular processes including cellulose deposition^82^, vacuole morphology^83^, calcium signaling^84,85^, plant programmed cell death^86,87^, and ion channel activity^88,89^. The actin cytoskeleton is reorganized upon osmotic stress in various organisms including yeast, plant and animal cells to maintain cell integrity and function, and the observed dynamic reorganization led to the hypothesis that actin may function as a bona fide osmosensor^1^.

Following sensing, the reorganization of actin in response to osmotic stress affects the cell through both direct and indirect regulatory and mechanical pathways. On one hand, elevated osmolarity can directly influence actin filament formation and affect the activity and binding of actin-interacting proteins due to increased intracellular ion concentrations^90^. The regulation of ion channel activity by actin interaction is exemplified by the tethering of the mechanosensitive calcium channel, Piezo, which regulates its activity^89^, and where disruption of the actin cytoskeleton impairs Piezo-mediated responses^91^. On the other hand, osmotic stress can alter turgor pressure, subsequently modifying the mechanical properties of the cell wall and cell membrane, which could in turn indirectly affect actin dynamics. Osmotic-dependent actin reorganization could also impact organelle dynamics such as vesicle trafficking^92^ and affect cellulose biosynthesis^82^, resulting in impaired cell wall rigidity.

We propose a model where plant cells use the actin cytoskeleton as a readout of their osmotic status and use the reorganization of the actin network to orchestrate changes in cellular organization that facilitate acclimation to osmotic stress. However, whether actin and/or actin interacting proteins directly react to the cellular biomechanical alterations caused by water loss, or indirectly through the secondary signals generated by water availability, is still unclear. Further investigation into mechanical and signaling functions of the actin cytoskeleton under osmotic stress will enhance our understanding of the function that actin reorganization has on the acclimation of cells to environmental stress.

## Methods

### General maintenance of *Chlamydomonas reinhardtii* strains and sample preparation

The background *Chlamydomonas reinhardtii* strain for all experiments was wild-type (WT) cMJ030 (CC-4533). All *C. reinhardtii* strains were maintained in Tris-Acetate-Phosphate (TAP) solid media, 1.5% agar, with modified trace elements^93^ at 22 °C in low continuous light (~15–10 μmol photons m^−2^ s^−1^). Lines harboring VENUS-3xFlagged tagged genes were maintained in the same conditions with media supplemented with 20 µg/ml hygromycin. Routine maintenance intervals were every 4 weeks. Complete list of mutant strains used can be found in Supplementary Data 11, and primers used in Supplementary Data 10.

### RNAseq samples and analysis

RNA-seq samples: prior to sample collection wild-type strains (CMJ030/CC-4533) were refreshed in solid media and inoculated in liquid media, Tris-Acetate-Phosphate (TAP) with modified trace elements^93^ at 22 °C in low continuous light (100 μmol photons m^−2^ s^−1^). After 2 passages in liquid media (~6 doublings/passage), cells growing in early-mid exponential phase (~2E + 06 cells/ml) were used for inoculation. Once cultures reached early-mid exponential phase (~2E + 06 cells/ml) different osmolyte concentrations were inoculated, 100 mM NaCl (Sigma) and 300 mM mannitol using 1 liter Erlenmeyer flasks and grown with mild agitation (~150 rpm), 22 °C and low continuous light. Samples were collected at the designed timepoints from the same flask. Sample collection of ~1E07 cells was performed using a funnel with a POLYVINYLIDENE FLUORIDE membrane (GCWP4700, millipore) coupled to a vacuum station and subsequently cells were snap-frozen in liquid nitrogen and saved at −80 °C until processing.

For each treatment we performed 3 biological replicates with 2 control conditions, one at the beginning of the time course and another 24 h after inoculation. RNA extraction was performed using Direct-zol RNA miniprep kit (R2050) following manufacturer’s instructions including in-column DNase I treatment prior RNA washing and elution steps. Each RNA sample was run on an Agilent 2100 Bioanalyzer RNA 6000 Nano chip for quantification and quality control. RNA samples were submitted to the Stanford Functional Genomics facility for subsequent library preparation and sequencing. RNA-seq libraries were made using the Kapa mRNA HyperPrep kit (Roche, KK8540) following manufacturer’s protocols. Libraries were pooled based on fragment analyzer concentrations. Sequencing was performed on Nextseq high-output flow cell, 1 × 75 bp run (Ilumina).

RNA-seq reads were aligned using BWA to the Chlamydomonas reference genome 5.6^94^. DESeq2 package was used to call transcripts as differentially expressed at a false-discovery-rate (Benjamini-Hochberg method) FC > 2, (FDR < 0.01). GO-term enrichment analysis was performed with the BINGO plugin for Cytoscape^95^. To perform GO-term-enrichment analysis of differentially regulated transcripts, we used several approaches. First, we used GO terms from the Joint Genome Institute (JGI) for Chlamydomonas genome 5.6 version, and used these as a reference set. Second we used the annotations of the homologous genes in *Arabidopsis thaliana*. To identify these homologs, we identified gene pairs by reciprocal best BLAST hit (RBH) and selected “Best hit” for each pair having the lowest e-value, setting an e-value threshold of 1E-10.

### Proline quantification

Proline quantification in Chlamydomonas cells was adapted from^96^. Briefly, 1E05 cells from control or treated samples in early-mid exponential growing phase were collected and transferred to 96 wells plates together with L-proline standards. Subsequently the same volume of glacial acetic acid and acid ninhydrin was added to each well, sealed and incubated for 1 h at 100 °C. Following incubation and cool down of samples chromophore was extracted with Toluene and the absorbance read at 520 nm using toluene as blank. Determination of proline concentration was performed from a standard curve.

### Genomic comparisons upon stress

To generate the pie charts in Supplementary Fig. 3, genome wide orthology was assessed using reciprocal best BLAST hit (RBH) requiring a E-values 1E-10. FASTA protein sequences were downloaded from the JGI, Phytozone v 12 (phytozone.jgi.doe.gov), (Saccharomyces Genome Database (www.yeastgenome.org) and The Arabidopsis Information Resource (www.arabidopsis.org). Osmotic pie chart was generated with all differentially expressed genes from our transcriptomic experiment (1456 genes (FC > 2, FDR < 0.01) and assesing orthology with RBH requiring an *E* < 1E-10.

Transcriptome datasets from Arabidopsis and yeast were selected that mimic our experiments in Chlamydomonas. The transcriptomic data generated in Arabidopsis was performed with osmolyte concentrations that are not lethal to plant cells, promote growth arrest in short term treatments allowing growth recovery after a short period of acclimation(4 h)^7,97^, similarly to what we report for our treatments (Supplementary Fig. 1 a, b). Additionally, the high spatial resolution of the transcriptomic experiments in Arabidopsis provide a greater number of deregulated genes than are zone specific^7^, not identified in previous studies.

Transcriptome responses to osmotic stress is highly dynamic in yeast and varies with concentrations, yeast strain and time. We used transcriptome dataset performed with yeast strain BY4741^98^, with deregulated genes previously reported in other yeast strains and osmotic treatments^99,100^. The yeast iron dataset used^101^ uncover a complete list of genes regulated upon iron deficiency and gives a global perspective of cellular processes involved in iron metabolism^101^. Chlamydomonas iron deficiency transcriptomes from ref. ^102^ were grown in the same media used for our osmotic treatments (TAP), and growing conditions (light regime), thus being the most comparable conditions to our experiments. The bar size represents the number of Chlamydomonas osmotically or iron regulated genes with an orthologous gene either in yeast or Arabidopsis. The color filled within the bars represent the fraction of genes regulated in yeast (orange) or Arabidopsis (blue). As an example, from the total osmotically regulated genes in Chlamydomonas 6% are osmotically regulated in yeast.

### Phosphoproteomics samples and analysis

Phosphoproteomics samples: prior to sample collection wild-type strains (CMJ030/CC-4533) were refreshed in solid media and inoculated in liquid media, Tris-Acetate-Phosphate (TAP) with modified trace elements^93^ at 22 °C in low continuous light (100 μmol photons m^−2^ s^−1^). After 2 passages of cells growing in early-mid exponential phase (~6 doublings/passage), with either 14NH_4_Cl or 15 NH_4_Cl as a sole source of nitrogen, cells growing in early-mid exponential phase (~2E + 06 cells/ml) were used to inoculate 2 liter bottles with bubbled air and constant stirring at an initial concentration of 2E04 cells/ml. This ensured 15N incorporation, cells were grown for at least eight generations. Cells at early-mid exponential phase were spun out (2000 g, 5 min, 4 °C) and resuspended in a 1:1 (v/w) ratio of ice cold homogenization buffer (290 mM sucrose, 250 mM Tris-HCL (pH = 8), 25 mM EDTA, 25 mM sodium fluoride, 50 mM sodium pyrophosphate, 1 mM ammonium molybdate, 0.5% polyvinyl pyrovinyl pyrrolidone in water and 1 complete EDTA-free protease inhibitor (Sigma-Aldrich) for 50 ml of buffer. The cell slurry was then added drop wise to liquid nitrogen to form small Chlamydomonas pellets ~5 mm in diameter. Samples were stored at −80 °C.

Samples for phosphopeptide enrichment were prepared as previously described (Minkoff 2014) with minor modifications. Samples were combined in an experimental pair consisting of one treated sample grown in 14NH_4_Cl and one control sample grown in 15NH_4_Cl. For the second reciprocal experimental pair, the samples were combined in the inverse fashion (15NH_4_Cl treated and 14NH_4_Cl control). Frozen cells were combined at 1:1 weight ratio prior homogenization, with a total weight of 4 grams (2 grams of cells grown in 14NH_4_Cl and 2 grams of 15NH_4_CL). Three biological replicates were processed for each treatment condition. For all experiments, samples were processed in homogenization buffer supplemented with phosphatase inhibitors (Minkoff 2014) using a sonicator (1 cm probe, (12 × 5 s) × 2, and 50% duty cycle (Bransom 45 Digital Sonifier (Marshall Scientific)) while kept on ice. The resulting homogenate was filtered through two layers of Miracloth (Calbiochem) and spun out 15 min at 1500 g and 4 °C. Subsequent steps were performed as described previously^103^.

Phosphopeptide-enriched samples were analyzed on an LTQ-Orbitrap XL mass spectrometer (Thermo Scientific). Acquired data files containing MS/MS spectra were searched against the JGI *Chlamydomonas reinhardt* annotation v5.6 protein database using MASCOT software (Matrix Science). Searches were performed using settings for both 14N and 15N protein masses. MASCOT search results were filtered to maintain a 1% false discovery rate at the peptide level using a reverse-protein sequence database. Quantitative ratio measurements from peak areas were performed using Census software^104^. Only phosphopeptides showing reciprocal changes of 2-fold or greater in two of the three replicates were selected for data shown in Fig. 1. Phosphopeptides showing reciprocal changes of 1.5-fold or greater were used to identify homologous phosphorylated proteins in Arabidopsis (Supplementary Data 3).

### Chlamydomonas mutant screen

Library maintenance, pooling, competitive growth, DNA extraction, barcode amplification, and library preparation were performed as described^41^. To identify mutants with growth defects or enhancements due to a specific treatment, we compared the abundance of each mutant after growth under the treatment condition to its abundance after growth under a control condition. A minimum number of 50 reads was required for the phenotype to be calculated. PRO and MAPKK genes are small genes that did not reach the threshold required for the high confidence list, which required at least 3 mutant alleles with a growth defect. The mutant phenotypes of PRF and MAPKK were identified during the initial screens of the mutant library only based on mutant growth rate of single mutants (see Supplementary Fig. 6 for growth data). For each mutant allele contingency table of the phenotypes [Φ < 0.0625, 0.0625 ≤ Φ < 0.125, 0.125 ≤ Φ < 0.25, 0.25 ≤ Φ < 0.5, 0.5 ≤ Φ < 2.0, 2.0 ≤ Φ < 4.0, 4.0 ≤ Φ < 8.0, 8.0 ≤ Φ < 16.0]. High confidence hits were identified based on the phenotype of multiple mutant alleles of each gene. For high confidence genes, we generated a contingency table of the phenotypes, Φ, by counting the number of alleles that met the following thresholds: [Φ < 0.0625, 0.0625 ≤ Φ < 0.125, 0.125 ≤ Φ < 0.25, 0.25 ≤ Φ < 0.5, 0.5 ≤ Φ < 2.0, 2.0 ≤ Φ < 4.0, 4.0 ≤ Φ < 8.0, 8.0 ≤ Φ < 16.0]. A *p* value was generated for each gene by using Fisher’s exact test to compare a gene’s phenotype contingency table to a phenotype contingency table for all insertions in the screen.

A false discovery rate was performed on the p-values of genes with more than 2 alleles using the Benjamini-Hochberg method. High-confidence gene-phenotype relationships (Fig. 1, Supplementary Data 6) were based on false discovery rate (FDR < 0.3) using the Benjamini-Hochberg method^105^.

Phylogenetic relationships between Chlamydomonas genes and Arabidopsis orthologs revealed that (i) PRF, PAT gene families expanded during evolution (PRF; single member in Chlamydomonas [Cr], five members in Arabidopsis [At]^106^; PAT from 9 to 24 members^107^ (ii) MAPKKK gene family have a greater number of members in Chlamydomonas 108 compared to 89 in Arabidopsis^108^ (iii) Voltage gated K+ channels structural diversity in Chlorophyta collapsed with the transition from aquatic environments to terrestrial environments^80,109^. Further characterization of the responses to osmotic stress of complete gene family members will unveil the degree of functional conservation between ortholog genes. Despite the similarity between CreLEO1 and its ortholog AtLEO1 (RBH, E-value 5E-61), further annotation and phylogenetic analysis of this gene family is required to uncover the evolutionary functional conservation.

### Secondary screens

Chlamydomonas mutants selected for secondary screens were picked from the Chlamydomonas mutant library and inoculated in 96-well plates containing liquid TAP and 10 µg/ml paromomycin. Plates were re-inoculated 3 times (ensuring ~10 doublings), and early-mid exponential cells were used to inoculate control plates (TAP liquid), plates supplemented with 100 mM NaCl or plates containing 300 mM mannitol. Plates were grown under low light conditions. 5 days post-inoculation plates were scanned using a CanonScan 9000F flatbed scanner (Canon). Images were quantified using Fiji. 8-bit RGB images were converted to gray scale and average pixel intensity was measured with a sampling area including the entire well. Wells with bubbles and/or irregular clamping were avoided and not quantified. Comparisons between average pixel intensity were used to estimate the mutant growth compared to wild-type. Each plate contained 2 biological replicates of each mutant and multiple wild-type colonies to avoid any positional effect. The resulting Z-scores can be found in Supplementary Data 7.

### Chlamydomonas and Arabidopsis protein localization

To generate fluorescently tagged proteins in Chlamydomonas, we used pRAM118 (a generous gift from Silvia Ramundo). Open reading frames were PCR amplified (Phusion Hotstart II polymerase, ThermoFisher Scientific or KOD DNA polymerase, Millipore) from genomic DNA or BAC, gel purified (MinElute Gel Extraction Kit, QIAGEN) and cloned in frame with the C-terminal VENUS-3xFLAG tag by Gibson assembly. Primers were designed to amplify target genes from their predicted start codon up to, but not including, the stop codon (Supplementary Data 10). All resulting constructs were verified by Sanger sequencing. Constructs were linearized by EcoRV prior to transformation. Electroporation was performed with cells grown to ~8E06 cells/ml, resuspended at ~8E08 cells/ml in CHES buffer at room temperature, and electroporated in a volume of 125 µl in a 2-mm-gap electro cuvette using a NEPA21 square-pulse electroporator (Bulldog Bio)^110^, using two poring pulses of 250 and 150 V for 8 ms each, and five transfer pulses of 50 ms each starting at 20 V with a “decay rate” of 40%^111^. Cells were transferred to a 15-ml centrifugation tube containing 8 ml TAP plus 40 mM sucrose. After overnight incubation at 24 °C under low light, cells were collected by centrifugation and spread on TAP agar (1.5% w/v) plates containing 25 µg/ml hygromycin.

Colonies for plate reader analysis resulting from transformation plates were picked and transferred to a 96-well microplate plate containing 150 µl liquid of TAP supplemented with 25 µg/ml hygromycin, without shaking. Fluorescence readings were acquired with excitation and emission wavelengths of 515 and 550 nm, TECAN infinite 200 Pro microplate reader. 5 independent colonies with values greater than background were further selected for imaging. Expression of Cre12.g524950:VENUS (LEO) was further confirmed with Western blot.

Arabidopsis microRNA silencing lines for *leo-1* were generated using pAmiR containing an amiRNA hairpin targeting At2g25660. The pAmiR containing the hairpin vector was obtained from the ABRC, stock number CSHL_03309. Col-0 plants were used as a background and transformed. T2 homozygous lines containing single insertions were selected using BASTA to generate homozygous T3 plants. The Profilin 5 expression under the native promoter construct was generated using golden gate reactions to assemble level 1 cassettes flanked by Bbs1 cut sites. The three resulting cassettes were combined using Bbs1-based golden gate cloning into a binary vector JAB2158 (a generous gift from Jennifer Brophy).

### Arabidopsis growth and treatments

Arabidopsis thaliana Col-0 ecotype was used in this study. A complete list of the mutant lines used in this study can be found in Supplementary Data 11 and primers used to genotype the mutant lines in Supplementary Data 10. Seeds were surface sterilized by washing with 20% bleach for 5 min and rinsed with sterile deionized water four times. After stratification seeds were grown in 10 × 10 cm petri dish plates containing sterile full MS media (MSP01-50LT; Caisson), 1% Sucrose (Sigma-Aldrich), 0.7% Gelzan, 0.05% MES (Sigma-Aldrich) adjusted to pH = 5.7 using 1 M KOH. Screening of Arabidopsis mutants was performed with seedlings growing under standard media and transferred to plates containing 140 mM NaCl (Sigma-Aldrich) or 300 mM mannitol (Sigma-Aldrich) after 4 days post germination.

Growth of seedlings was performed in a Percival CU41L4 incubator at constant temperature 24 °C with 14 h light and 10 h dark cycles at 130 μmol m^2^ s^−1^ light intensity. Plates were sealed using micropore tape (3 M). Plates were placed vertically to allow vertical growth of the roots. Images of seedlings were captured using Epson perfection V800 Photo color scanner, root length was quantified using Fiji^112^.

### Microcopy

Confocal laser microscopy was performed on a Leica TCS SP8 inverted confocal scanning microscope in resonant scanning mode with LASX software. Chlamydomonas cells were mounted in chambered coverglass (Ibidi, 80826), covered with 2% low melting agar, and imaged with a 93x/1.3 NA glycerin immersion objective. Arabidopsis roots were mounted in chambered coverglass (ThermoFisher, 155360) with a pad of gelzan MS media or gelzan MS media supplemented with corresponding treatment. Root growth time lapse movies were taken using a 20x/0.75 NA glycerin immersion objective. For each root, 5 tiles were taken using the Navigator mode, with the root tip position in the middle of the second tile at the beginning of the time course, to ensure capture of the root growth upon the 16 h period. Fluorescence of LTi6b:YFP, ABD2:GFP and GCaMP6 lines was captured with a white light laser, excitation set at 488 nm, and detection from 500–550 nm with a HyD SMD hybrid detector (Leica).

All image quantifications were performed with Fiji^112^. Quantification of root cell death was performed using Z-stack projections and manual counting of cell death. Actin quantification was performed with stack images taken from the first visual cortical actin in the epidermal elongating cells, collecting 20 steps of 1 μm each. Imaging parameters gain and pinhole were selected such that individual actin filaments could be observed, but actin filament bundles were not saturated. All cropped images used for quantification were taken from original 8-bit files. Actin images were cropped along the entire length of every cell in the elongation zone. Skewness was analyzed according to ref. ^113^. No image processing was applied to maximum-intensity projections that were analyzed for skewness. The size of each cell crop was maintained constant across all images and was smaller than the entire length of a cell (10 × 10 μm). Relative angle of actin filaments was computed using Fiji and aligning cells horizontally. Calcium spike quantification was performed at the transition zone in root epidermal cells (~200 µm from the stem cell niche) during a period of 4 h. Roots were mounted in chambered coverglass (ThermoFisher, 155360) with media supplemented with 50 mM NaCl, 0 h timepoints corresponds to the first image stack taken, ~10 min after mounting the sample. Registration was applied to time lapse image stacks using the HyperStackReg plugin. A MaxEntropy Threshold macro was applied and 8 ROIs (24 × 24 µm) were selected across a 150 µm area to measure the signal corresponding to calcium spikes. A minimum of 6 pixels was used to exclude sporadic signals. Calcium spikes and their duration were confirmed manually.

Plasmolysis experiments were performed by treating 5 day post germination Arabidopsis roots with 250 mM or 500 mM Mannitol for 60 min in liquid solution. Seedlings treated with LatB were incubated prior to the plasmolysis induction with MS liquid media containing LatB or DMSO as control. Roots were mounted with the corresponding plasmolysis solution and imaged following the treatment. The percentage of shrinkage was calculated from the cell protoplast area and total cell area using the bright field channel.

### Expression data

We used 2 mg of 6 day old seedling to perform expression analysis of the PROFILIN5 gene in both wild-type plants (Col-0) and 2 independent mutant alleles of PROFILIN. RNA was extracted using Quick-RNA Plant kit (Zymo Research, R2024) following the manufacturer’s instructions. cDNA synthesis was performed using iScript Reverse transcription Supermix for RT-qPCR (Biorad, Cat#1708841). Detection of cDNA levels was performed using SensiFAST SYBR No-ROX Mix (Bioline, BIO-9820) with Biorad CFX384 Real-time system.

### Statistical Information

Statistical analysis was performed in Microsoft Excel. *P* values and sample number are included in figures and figure legends. See additional Supplementary tables for raw measurements and *p* values.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Supplementary Data 10

Supplementary Data 11

Reporting Summary

### Source data

Source data

## Data Availability

All data are available in the manuscript, in the Supplementary material or in the following databases; high-throughput sequencing data sets generated in this study are available through the National Center for Biotechnology Information Sequence Read Archive (SRA), GSE260814. Phosphoproteomic data sets generated in this study are available throught the Center for Computational Mass Spectometry, Mass Spectrometry Interactive Virtual Environment (MassIVE) (https://massive.ucsd.edu/ProteoSAFe/static/massive.jsp), dataset ID; MSV000094492. [https://massive.ucsd.edu/ProteoSAFe/dataset.jsp?task=3e301feb87904983b4ccd5d9e949350b]. Source data are provided with this paper.

# Supplementary material for: Multi-omics analysis of green lineage osmotic stress pathways unveils crucial roles of different cellular compartments
**Source:** Nat Commun. 2024 Jul 16;15:5988. doi: 10.1038/s41467-024-49844-3
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Figures

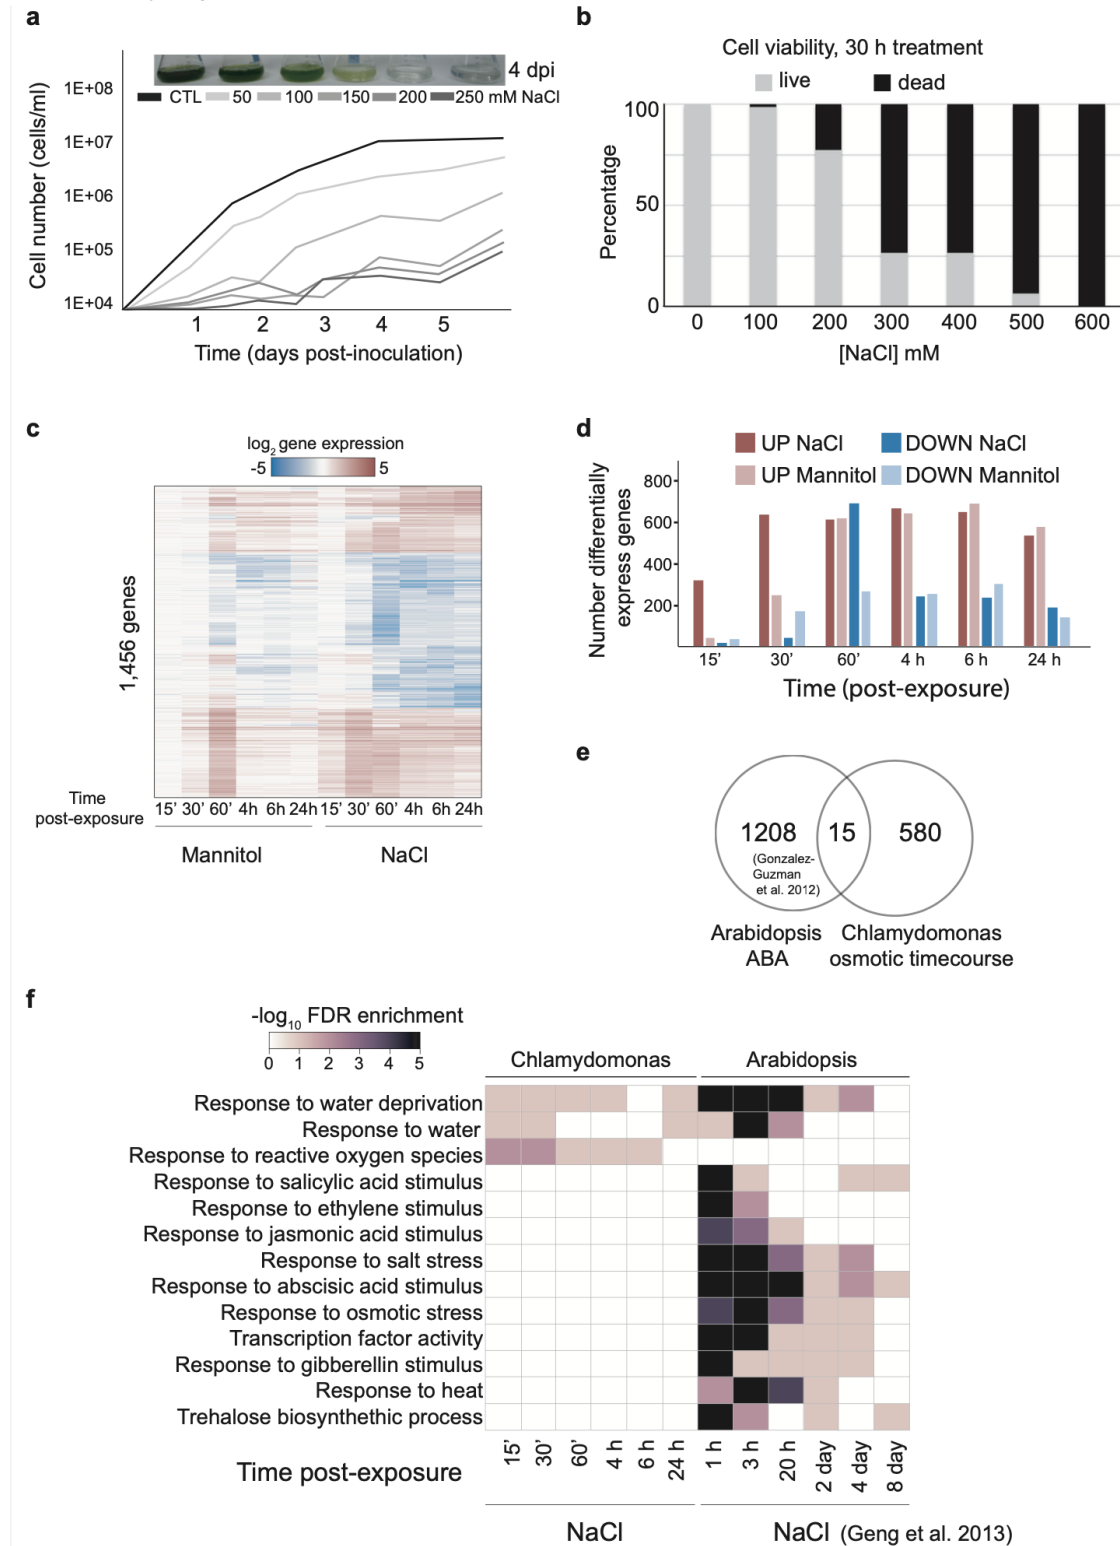

**Supplementary Figure 1. *Chlamydomonas reinhardtii* transcriptional response to osmotic stress lacks obvious signs of ABA hormonal regulation. (Related to Figure 1, see also Supplementary Table 1-3).**

- Growth curves of *Chlamydomonas* wild-type cells (CC-4533) grown under different concentrations of NaCl.
- Cell viability of *Chlamydomonas* wild-type cells treated with different concentrations of NaCl for 30 hours. Evans blue staining was used to assess cell viability.

- C. Heat map representing clustered log2 values of 1,456 differentially regulated genes ( $FC > 2$ ,  $FDR < 0.01$ ) under 100 mM NaCl and 300 mM Mannitol treatment at different timepoints. (' and h indicates minutes and hours respectively). See Supplementary Table S2 for raw data.
- D. Number of differentially expressed genes ( $FC > 2$ ,  $FDR < 0.01$ ) at different timepoints. (' and h indicates minutes and hours respectively).
- E. Overlap of Chlamydomonas differentially expressed genes during NaCl and mannitol time course with Arabidopsis orthologous and differentially regulated genes upon ABA treatment in Arabidopsis. See Supplementary Table 2.
- F. Gene ontology analysis of differentially regulated genes across the Chlamydomonas time course treated with 100 mM NaCl and NaCl time course of Arabidopsis roots. See Supplementary Table 2.

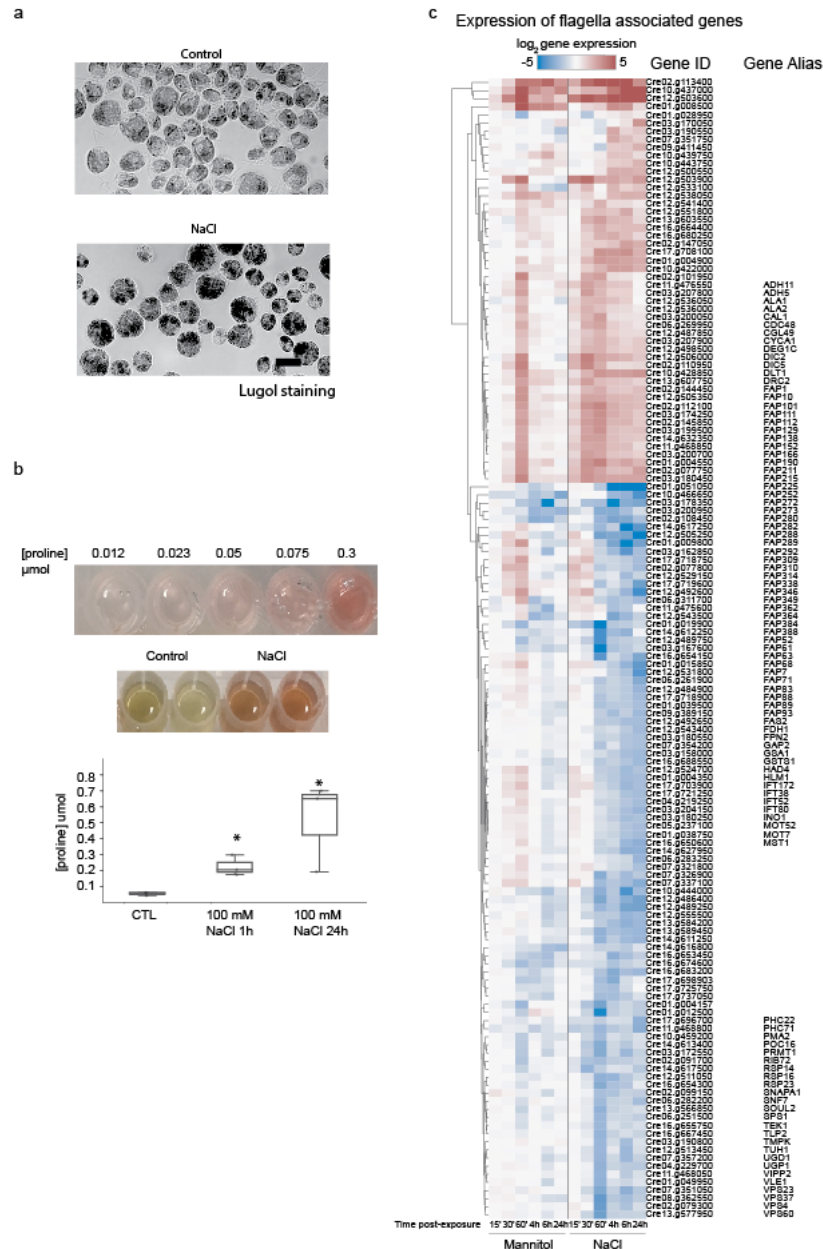

**Supplementary Figure 2. Chlamydomonas osmotic responses to osmotic stress. (Related to Figure 1).**

- Chlamydomonas cells stained with Lugol. (Left) CTL; Control Chlamydomonas cells in mid-early exponential phase stained with Lugol. (Right) NaCl, Chlamydomonas cells in mid-early exponential phase treated with 100 mM NaCl for 20 hours and stained with Lugol. Scale bars = 10  $\mu\text{m}$ .
- Proline quantification of Chlamydomonas cells upon 100mM NaCl treatment for 16 hours.  $n=3$  independent measurements from pooled cells, taken from three independent experiments. Center lines show medians and box limits indicate the 25<sup>th</sup> and 75<sup>th</sup> percentiles. Whiskers represent minima and maxima, \* indicates significance, one-way ANOVA test between different conditions and control,  $p\text{-value}<0.05$ .
- Heat map representing log<sub>2</sub> gene expression of Chlamydomonas Ciliary proteins (The Chlamydomonas Flagellar proteome project (<http://chlamyfp.org/index.php>)) differentially regulated in the Chlamydomonas osmotic transcriptome. See also Supplementary Table 2.

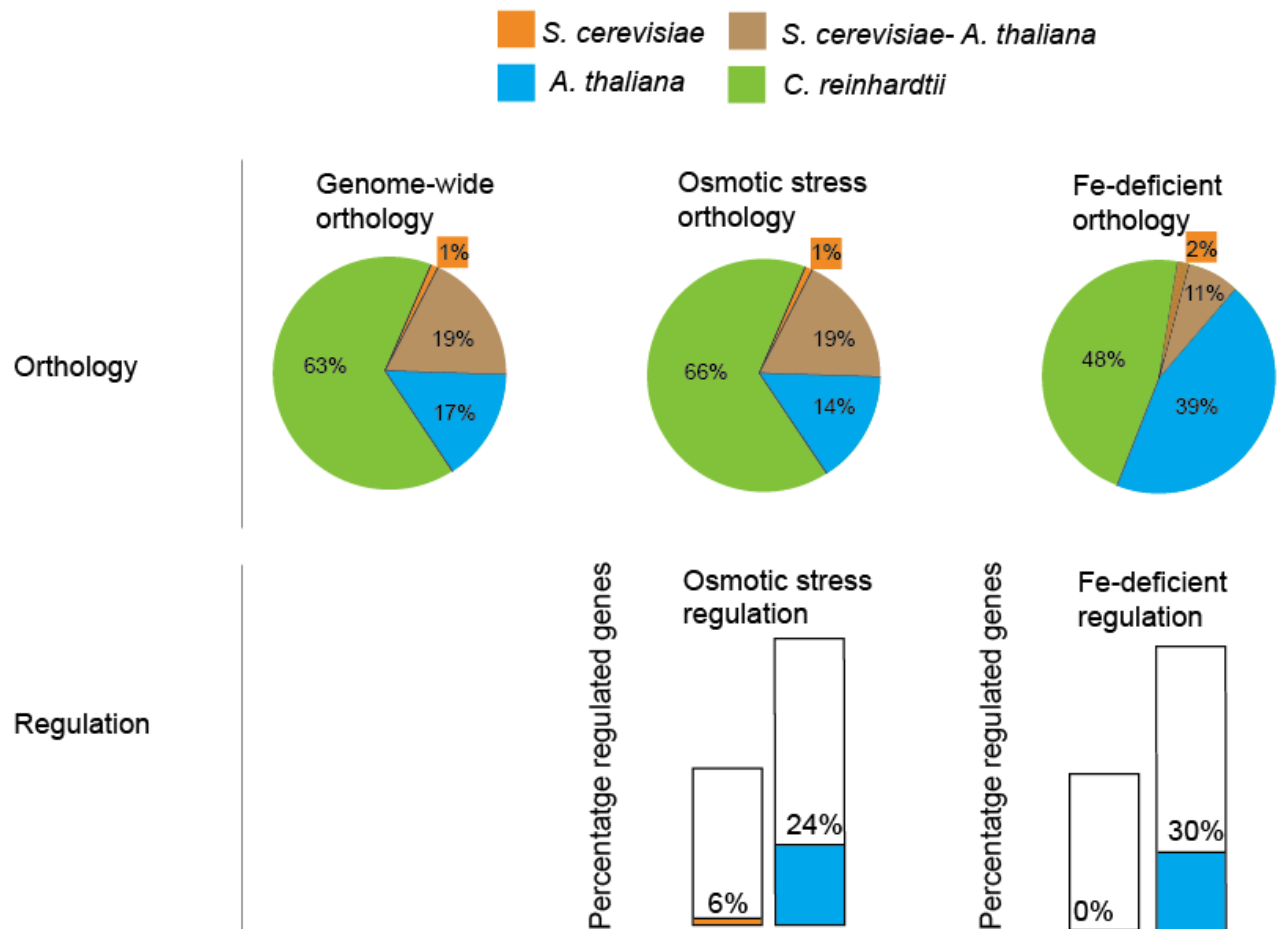

**Supplementary Figure 3. Conservation of the osmotic response across kingdoms (related to Figure 1, see also Supplementary Table 2).** Pie charts representing the percentage of orthology for the *Chlamydomonas* genome (left), osmotically regulated genes (central) or Fe regulated genes (right), with *Saccharomyces* and *Arabidopsis*. (left) genome-wide orthology comparison all *Chlamydomonas* genes with *S. Cerevisiae* and *A. thaliana*. (central) Orthology of differentially expressed genes in the *Chlamydomonas* osmotic time course; (right) Orthology of differentially expressed genes of *Chlamydomonas* iron-deficiency response; all orthologies are based on reciprocal BLAST ( $e\text{-val} > 1E-10$ ) (see Material and Methods and supplementary table S2). Orange, represent genes present in the *Chlamydomonas* genome with orthologous in *S.cerevisiae*. Brown, represents genes in the *Chlamydomonas* genome with orthologs in *S. cerevisiae* and *A. thaliana*. Blue represents *Chlamydomonas* genes with orthologs in *A. thaliana*. Green represents *Chlamydomonas* genes without orthologs neither in *S. cerevisiae* nor *A. thaliana*. Bars plots represent the percentage of genes differentially expressed upon osmotic stress or iron deficiency in *Chlamydomonas* with orthologous genes in *Saccharomyces* (orange bars) or *Arabidopsis* (blue) responding to the same stress<sup>7,95,96</sup>. ( See Material and Methods and supplementary table 2).

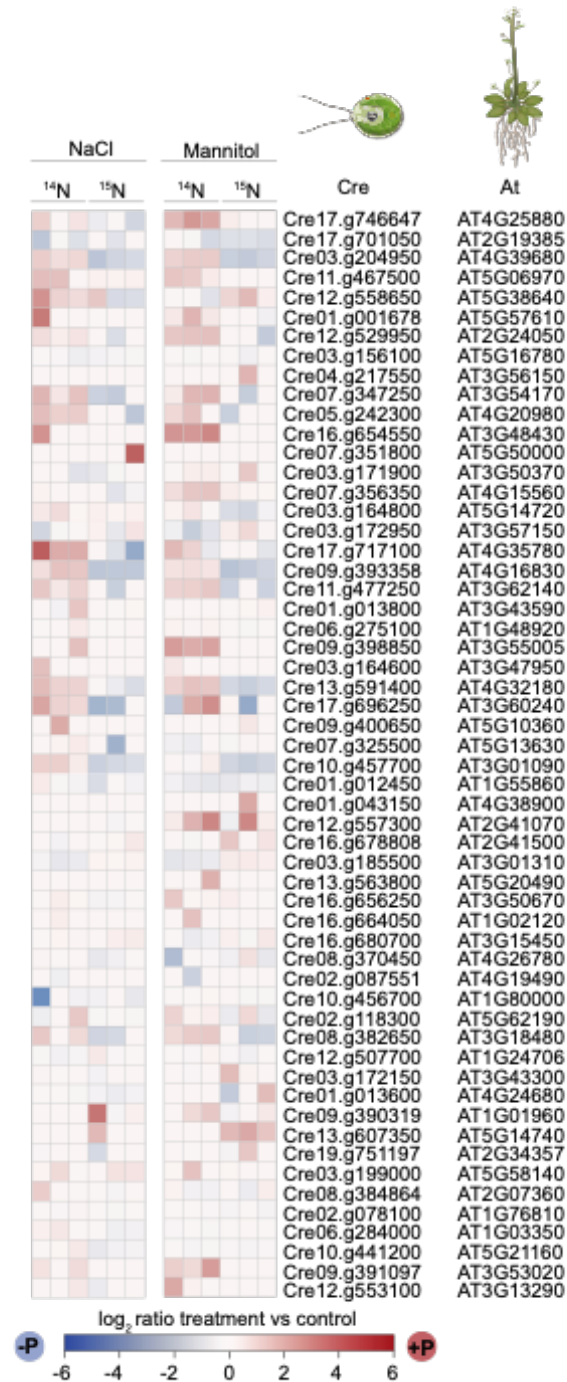

**Supplementary Figure 4. Phosphorylated proteins present in *Chlamydomonas* phosphoproteomics dataset with phosphorylated orthologues in *Arabidopsis*. (Related Figure 1).**

*Chlamydomonas* peptides showing differential phosphorylation ( $FC > 1.5$ ,  $FDR < 0.01$ ) with *Arabidopsis* orthologous that have previously shown to be differentially phosphorylated upon osmotic related conditions<sup>1,2</sup>. See Supplementary Table 4.

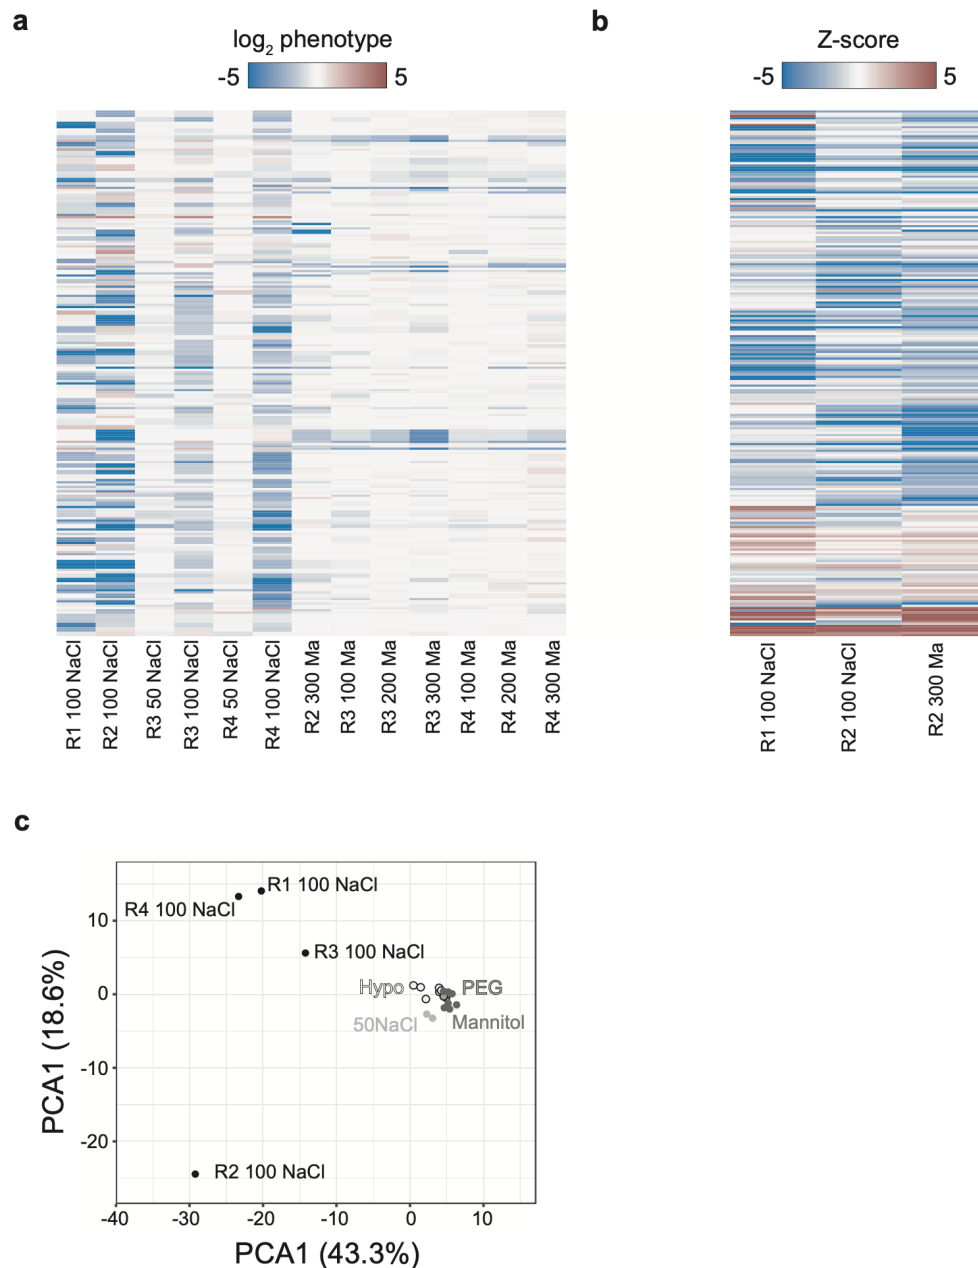

**Supplementary Figure 5. Validation of *Chlamydomonas* mutants with osmotic phenotypes.**

- Median log<sub>2</sub> phenotypes resulting from pooled mutant screens based on barcoded reads of hits selected for secondary screens. See Supplementary Table 7.
- Z-score phenotypes of validated mutants. Z-score results from the quantification of chlorophyll RGB values. See Material and Methods and Supplementary Table 7. Note rows of mutants from A and B match horizontally.
- PCA of log<sub>2</sub> median phenotype from different mutant screen replicas performed.

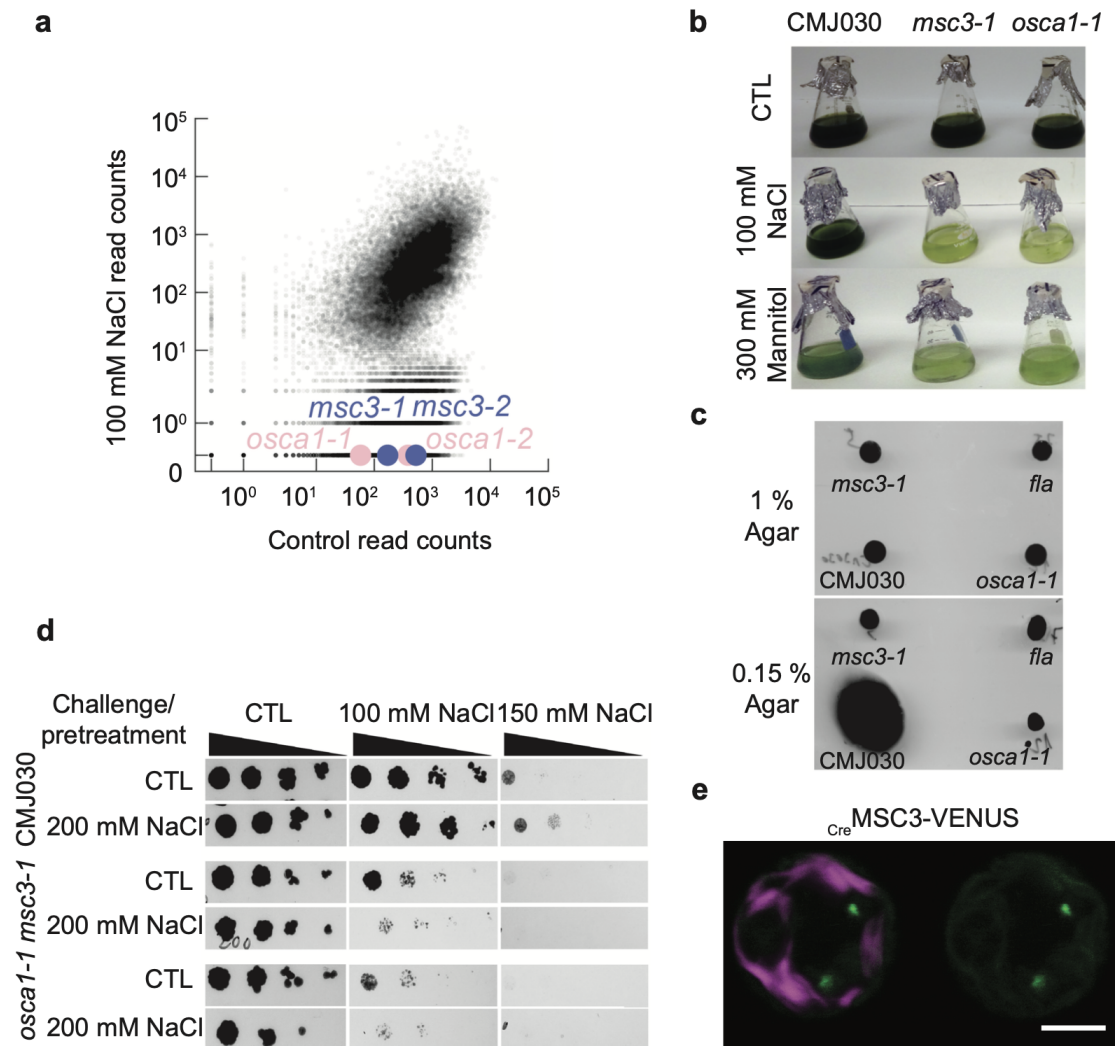

## Supplementary Figure 6. Functional conservation of osmoregulatory pathways across the green lineage.

A. Scatter plot comparing barcode reads resulting from pooled screens in control condition and 100 mM NaCl treatment with *osca* and *msl* alleles highlighted. Complete dataset in Supplementary table 5.

B. Growth of wild-type (CMJ030) and *msc3-1* and *osca1-1* under control conditions (CTL), 100 mM NaCl and 300 mM mannitol four days after inoculation.

C. Flagella phenotypes of *msc3-1* and *osca1-1* mutants. (up) strains plated in 1% agar do not show colony differences, (down) strains plated in 0.15% agar show swimming differences based on colony size. As a control we used a flagella less mutant, *fla*. Note that the swimming ability produces larger colonies in 0.15% agar.

D. *Msc3-1* and *osca1-1* mutants show acclimation defects to osmotic stress. Chlamydomonas CTL (CMJ030), *msc3-1* and *osca1-1* cells at the early mid-exponential phase ( $2E+06$  cells/ml) were plated at 10 fold sequential dilutions (control rows, CTL) and Chlamydomonas cells at the exponential phase ( $2E+06$  cells/ml) treated with 200 mM NaCl for 2 hours and plated in 10 fold dilutions (200 mM NaCl).

E. Confocal image of a Chlamydomonas cell expressing MSC3 protein fused to VENUS fluorescent protein. Magenta signal corresponds to chloroplast autofluorescence and green fluorescent signal of VENUS. Scale bar = 5  $\mu$ m.

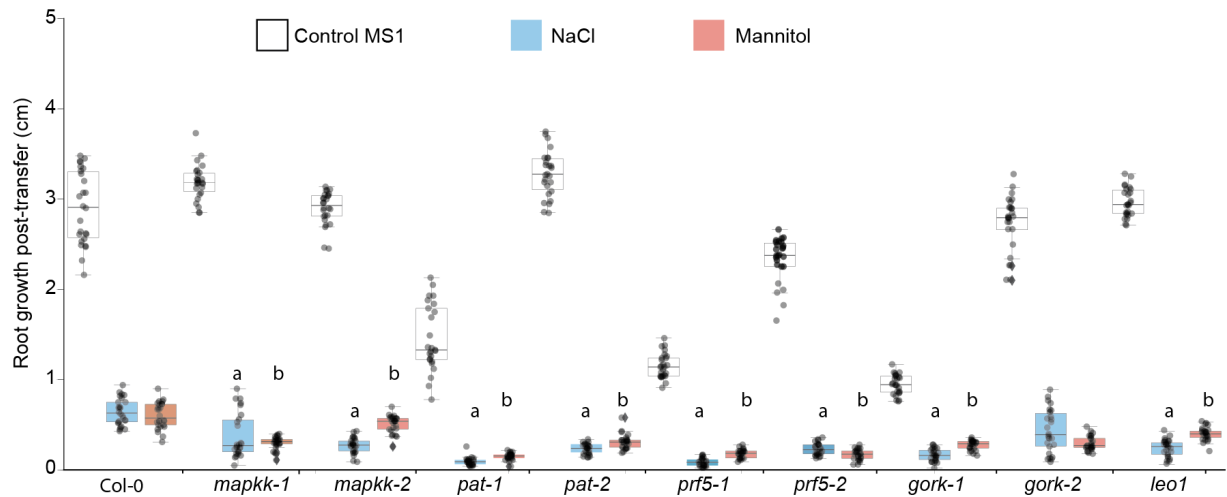

**Supplementary Figure 7. Root growth of Arabidopsis mutant roots under different osmotic stress conditions.** Root growth of Arabidopsis roots 4 days after transfer to control media (MS1), 140 mM NaCl (NaCl) and 300 mM Mannitol.  $n=26$  for each condition. Center lines show medians and box limits indicate the 25<sup>th</sup> and 75<sup>th</sup> percentiles. Whiskers represent minima and maxima. Genotype by treatment interactions significance is shown for each genotype comparing wild-type control and treatment (Col-0) and each mutant control and treatment with two-way ANOVA test. a: represents significant interaction genotype and NaCl treatment ( $p<0.05$ ), b: represents significant interaction genotype and Mannitol treatment. Center lines show medians and box limits indicate the 25<sup>th</sup> and 75<sup>th</sup> percentiles. Whiskers represent minima and maxima See Supplementary Table 9 for complete statistical analysis and raw measurements.

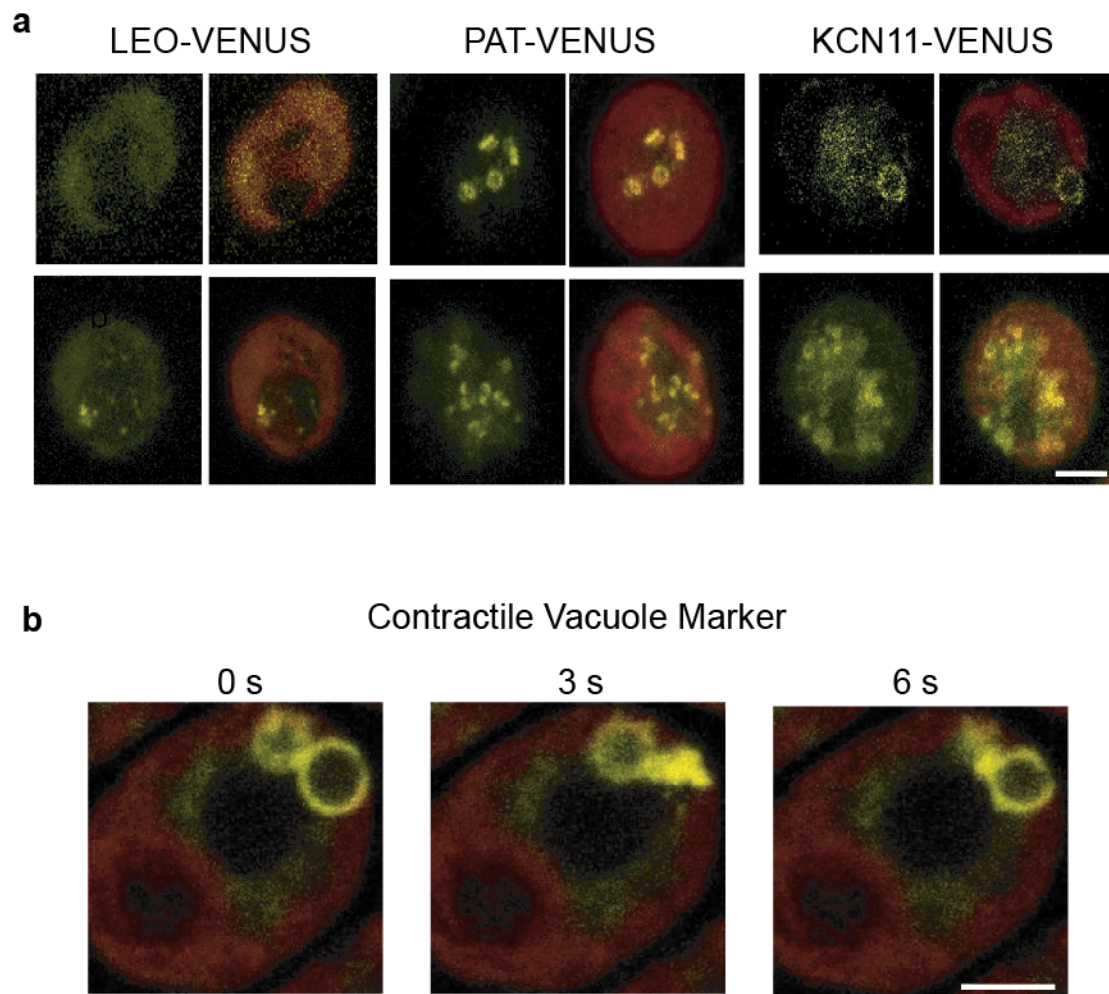

**Supplementary Figure 8. Protein localization upon osmotic stress of *Chlamydomonas* of selected hits identified in the osmotic screens.**

A. Confocal images of *Chlamydomonas* cells expressing proteins fused to VENUS fluorescence protein under control conditions (CTL) and upon treatment with 100 mM NaCl (NaCl). Red colour shows chloroplast autofluorescence and yellow VENUS signal. Scale bar = 5  $\mu$ m.

B. Confocal images of *Chlamydomonas* cells expressing a contractile vacuole marker. Red colour shows chloroplast autofluorescence and yellow VENUS signal. Scale bar = 5  $\mu$ m.

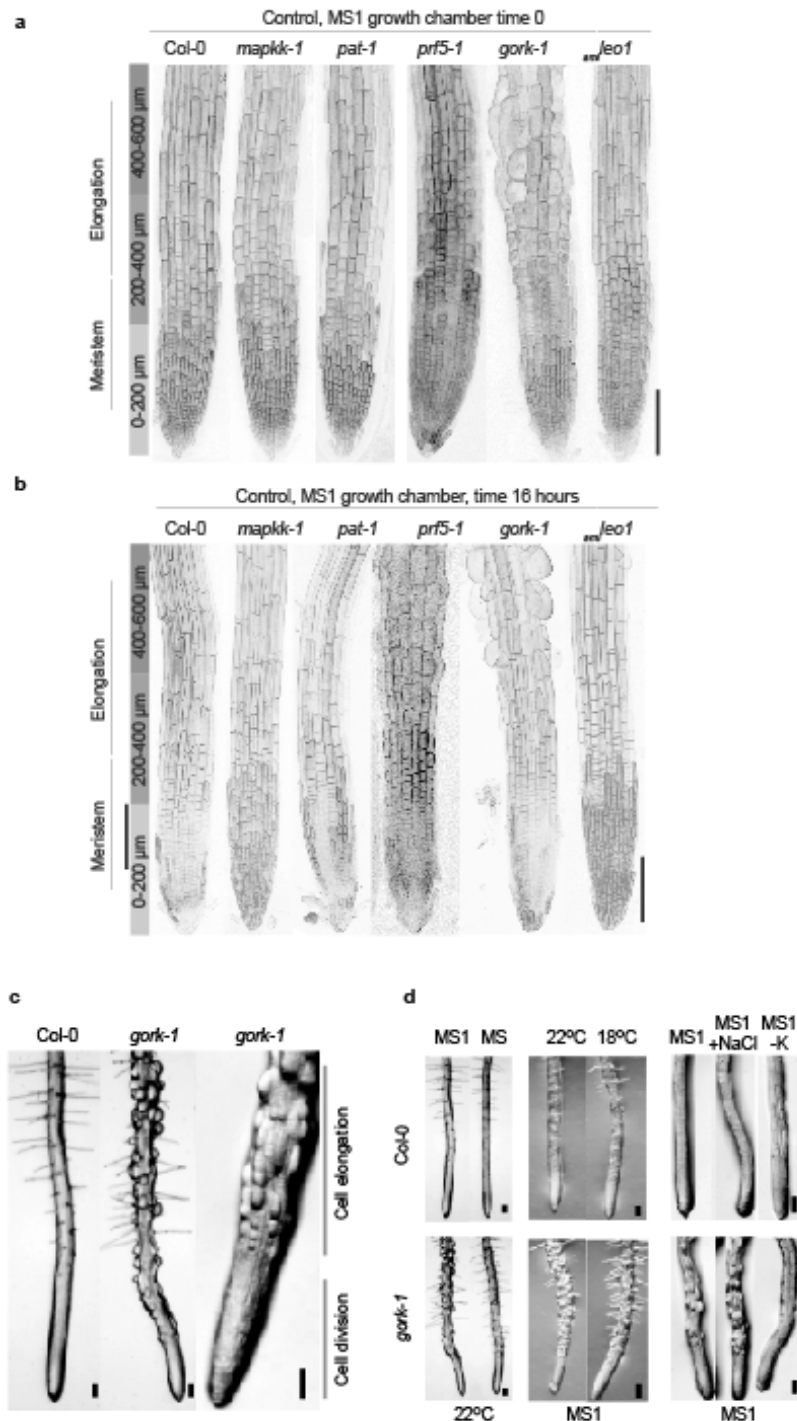

### Supplementary Figure 9. Growth dependent accumulation of potassium generates root hair inflated cells.

- Confocal images of 4 days post germination Arabidopsis primary roots. Time 0 represent the first frame taken during the time-course experiment used to quantify Fig. 2 c-f. Plasma membrane labeled with LTI6b:YFP fluorescence marker. Scale bar = 100  $\mu$ m.
- Confocal images of 4 days post germination Arabidopsis primary roots transfer to control media (MS1) for 16 hours in the same growing conditions as Fig. 2 c-f, see methods. Seedlings were grown using the same chambers and growth conditions as roots quantified in Fig. 2 c-f. Plasma membrane labeled with LTI6b:YFP fluorescence marker. Scale bar = 100  $\mu$ m.
- Primary roots of 6 days-post germination wild-type (WT) and *gork-1* mutants. Scale bar = 100  $\mu$ m.

- D. Primary root of 6 days-post germination wild-type (WT) and *gork-1* mutants under different sugar concentrations (MS: no sugar; MS1; 1% sucrose), different :temperatures, treatment with 140 mM NaCl (NaCl) and removal of Potassium from the media (-K). Scale bar = 100  $\mu$ m.

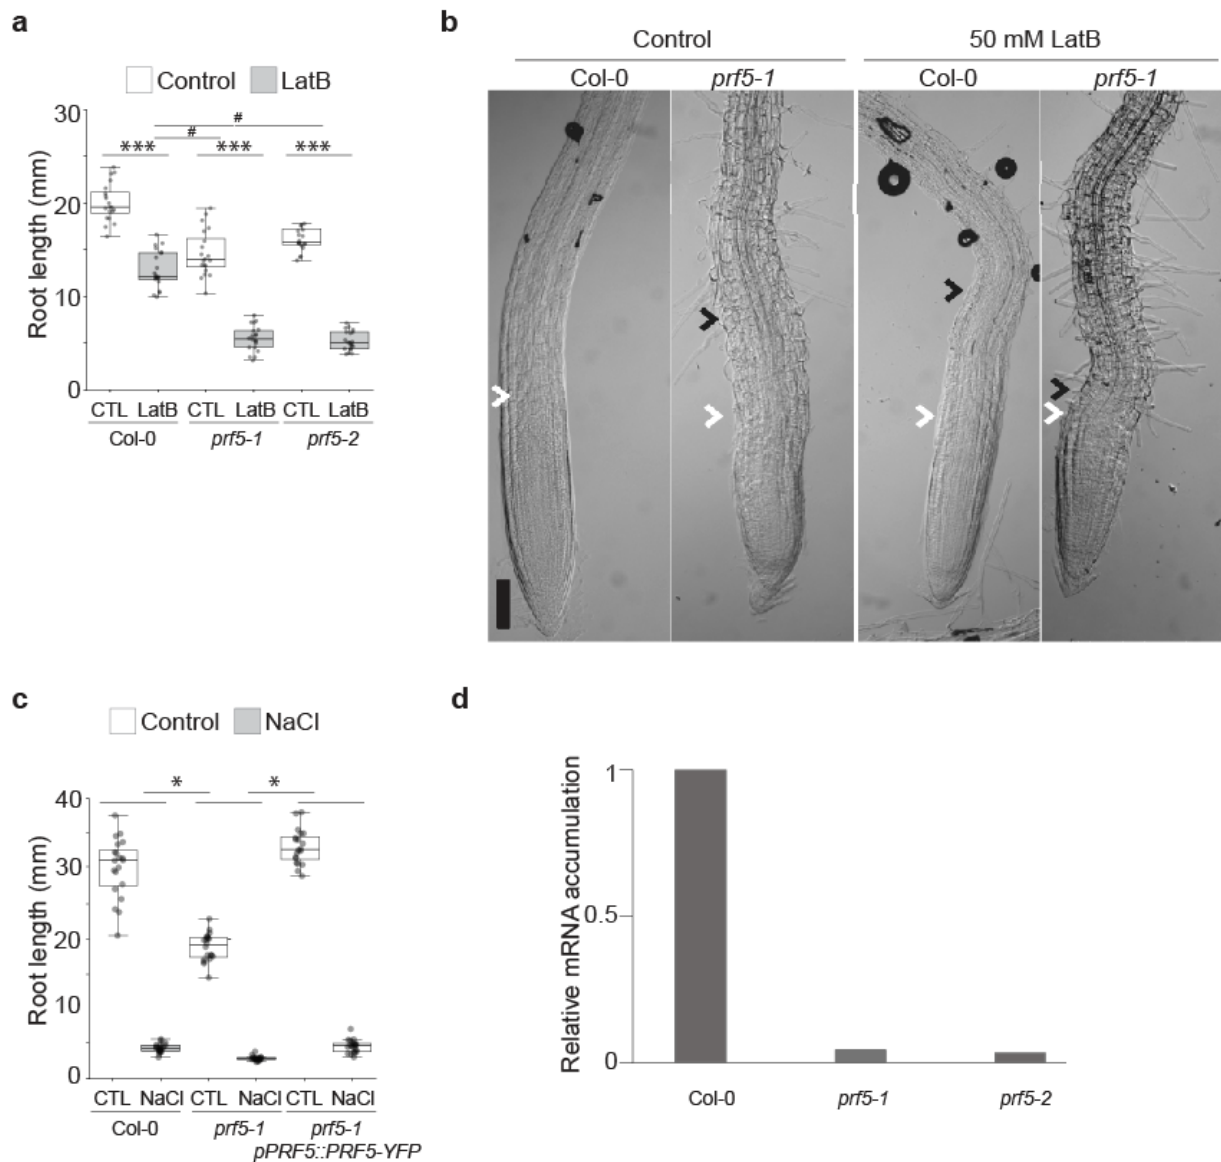

### Supplementary Figure 10. Profilin mutants are sensitive to Latrunculin B.

- Root growth quantification of 6-day old seedlings, wild-type (Col-0) and *prf5-1* mutant in Control conditions and 50 nM Latrunculin B (LatB). n=20. Center lines show medians and box limits indicate the 25<sup>th</sup> and 75<sup>th</sup> percentiles. Whiskers represent minima and maxima. \*\*\* indicates significance, one-way ANOVA test of control and treated roots for each genotype p-value<0.001. # indicates significance, two-way ANOVA test of the interaction genotype and treatment p-value<0.001.
- Root tips of 6 day old seedlings of wild-type (Col-0) and *prf5-1* mutant. The white arrow indicates the boundary between meristematic and elongating cells, black arrow indicates the boundary of the elongation and differentiation root zones. Scale bar = 100  $\mu$ m.
- Root growth quantification of 4 days post transfer seedlings to control media or media containing 140 mM NaCl. n=20. Center lines show medians and box limits indicate the 25<sup>th</sup> and 75<sup>th</sup> percentiles. Whiskers represent minima and maxima. \* indicates significance, two-way ANOVA test between genotype and treatment, p-value<0.001.
- Relative amount of profilin 5 mRNA accumulation in wild-type (Col-0) and two *prf5* mutant alleles. Relative mRNA levels between wild-type and profilin mutants as measured by qPCR, UBC30 was used as endogenous control. The graph represents one replica (see Material and Methods and source data for all values).

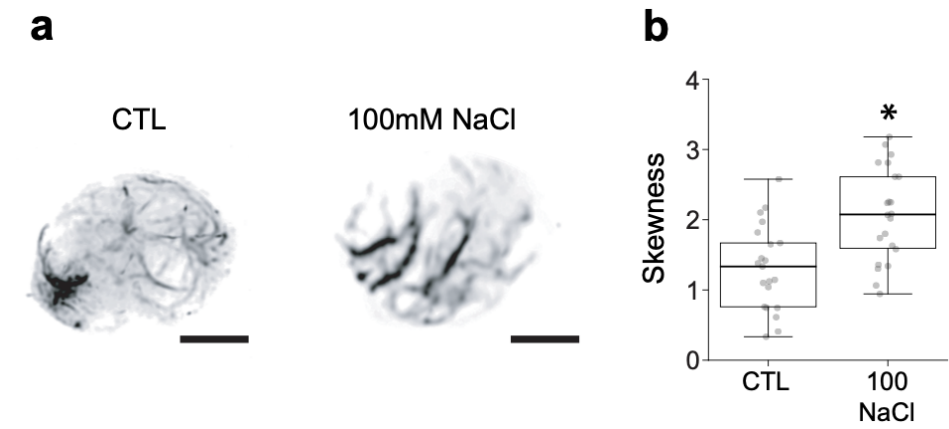

**Supplementary Figure 11. Salt stress promotes actin bundling in Chlamydomonas.**

- A. Actin localization in Chlamydomonas cells under control conditions (CTL) and upon 16 hours treatment with 100 mM NaCl (100 NaCl). Actin filaments were visualized using Lifeact:NEOGREEN. Scale bar = 5  $\mu$ m.
- B. Quantification of actin skewness in Chlamydomonas cells. n=22 cells. Center lines show medians and box limits indicate the 25<sup>th</sup> and 75<sup>th</sup> percentiles. Whiskers represent minima and maxima. \* indicates significance, one-way ANOVA comparison between untreated and treated cells, p-value=0.000159.

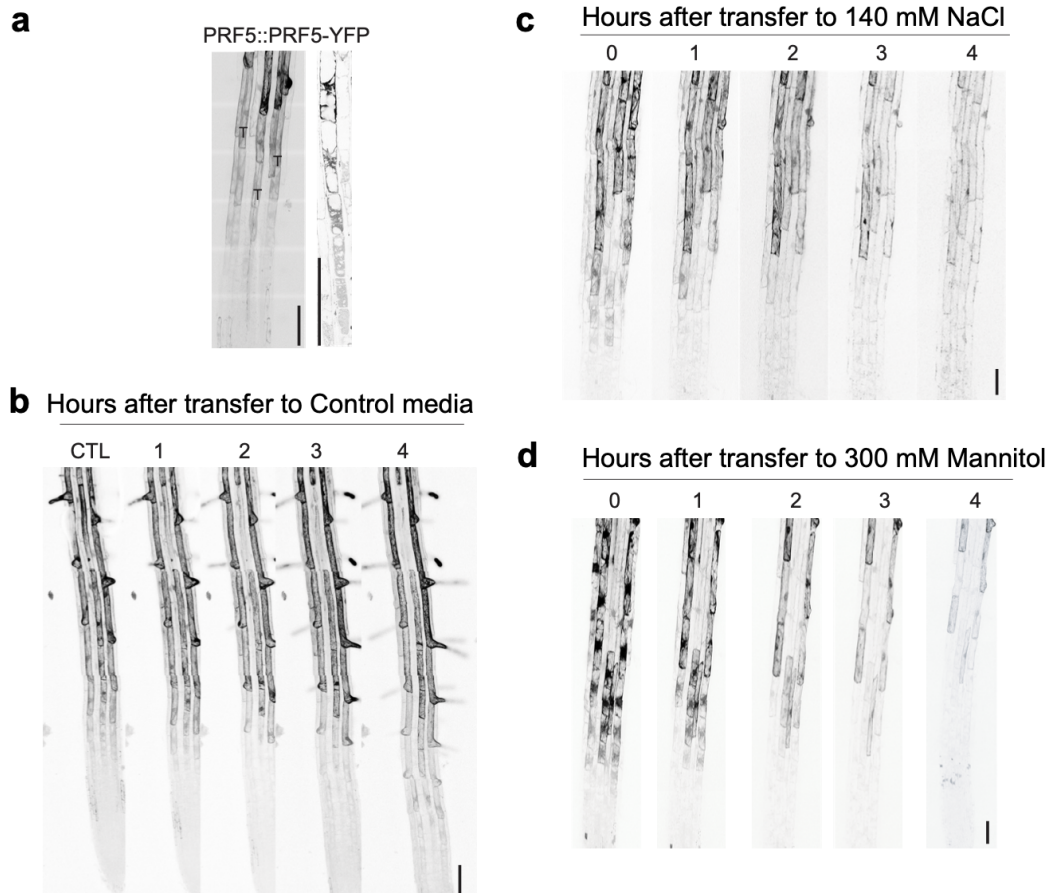

**Supplementary Figure 12. Profilin 5 expression is restricted to root hairs and regulated by osmotic stress .**

- Confocal image of Arabidopsis primary root elongation zone expressing *PROFILIN5::PROFILIN5-YFP*. T represents trichoblasts. Left) projection of z-stack, right) single optical section . Scale bar = 100  $\mu\text{m}$ .
- Confocal images of Arabidopsis primary root elongation zone expressing *ProPROFILIN5::PROFILIN5-YFP* in control media for the indicated hours. Scale bar= 100  $\mu\text{m}$ .
- Confocal images of Arabidopsis primary root elongation zone expressing *ProPROFILIN5::PROFILIN5-YFP* treated with 140 mM NaCl for the indicated hours. Scale bar= 100  $\mu\text{m}$ .
- Confocal images of Arabidopsis primary root elongation zone expressing *ProPROFILIN5::PROFILIN5-YFP* treated with 300 mM mannitol for the indicated hours. Scale bar = 100  $\mu\text{m}$ .

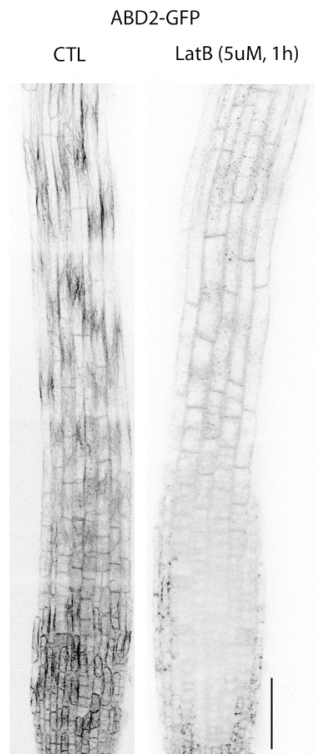

**Supplementary Figure 13. Latrunculin B treatment promotes actin depolymerization in root tissues.** Confocal images of 5 day-old roots expressing ABD2:GFP, images represent a projection of z-stack sections. Left, roots grown in MS1 control media. Right, roots grown in MS1 control media and transferred to liquid MS media containing 5  $\mu$ M Latrunculin B (LatB) for 60 min. Scale bars = 100  $\mu$ m. The images are representative controls used in each experiment where LatB treatment is used.

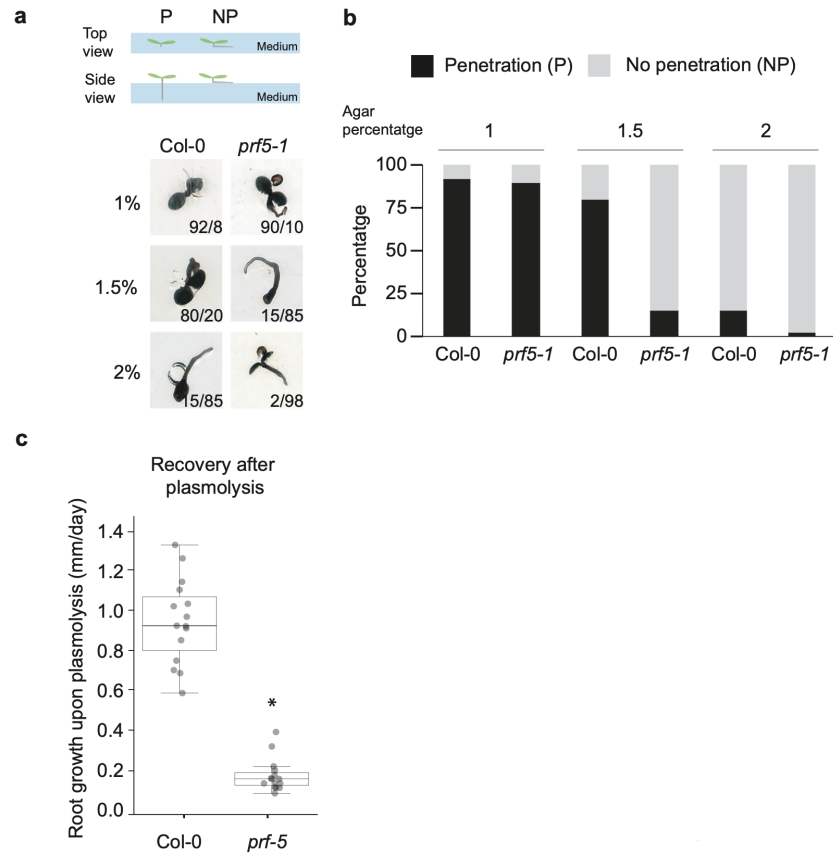

### Supplementary Figure 14. Mechanical properties of profilin mutants.

- Profilin mutant roots have a root penetration phenotype. Wild-type and profilin mutants were planted in plates containing different amounts of agar and root penetration to agar scored. P = penetration, NP = no penetration. The numbers in each image represent number of seedling scored (P/NP).
- Quantification of penetration of wild-type and *prf5-1* mutants in different agar concentrations. n=100 seedlings in each condition.
- Quantification of root growth after plasmolysis of wild-type and *prf5-1* mutants. Plasmolysis was induced by 500 mM Mannitol for 60 minutes and root growth was measured 4 days after recovery in control media. n=15. Center lines show medians and box limits indicate the 25<sup>th</sup> and 75<sup>th</sup> percentiles. Whiskers represent minima and maxima. \* indicates significance, One way ANOVA comparison between wild-type (Col-0) and *prf5-1* mutant, p-value =  $1.7039 \times 10^{-13}$ .

## References

1. Bhaskara, G. B., Nguyen, T. T., Yang, T.-H. & Verslues, P. E. Comparative Analysis of Phosphoproteome Remodeling After Short Term Water Stress and ABA Treatments versus Longer Term Water Stress Acclimation. *Front. Plant Sci.* **8**, 523 (2017).
2. Wang, P. *et al.* Quantitative phosphoproteomics identifies SnRK2 protein kinase substrates and reveals the effectors of abscisic acid action. *Proc. Natl. Acad. Sci. U. S. A.* **110**, 11205–11210 (2013).

# Supplementary material for: Multi-omics analysis of green lineage osmotic stress pathways unveils crucial roles of different cellular compartments
**Source:** Nat Commun. 2024 Jul 16;15:5988. doi: 10.1038/s41467-024-49844-3
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**Supplementary Data 1. Chlamydomonas transcriptomic response to osmotic stress.** Raw data from the Chlamydomonas response to osmotic stress, NaCl and mannitol. Data can be additionally found through the National Center for Biotechnology Information Sequence Read Archive (SRA), GSE260814 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE260814>].

**Supplementary Data 2. Analysis of the Chlamydomonas transcriptomic response to osmotic stress.** a) List of differentially expressed genes log2 fold change greater than 2 and FDR<0.01. b) Gene ontology analysis of differentially expressed genes in each timepoint. Analysis performed with BINGO plug-in in Cytoscape. Source Figure 1 a and Supplementary data 1 f. c) Overlap ABA regulated genes in Arabidopsis and Chlamydomonas osmotic timecourse (Supplementary Figure 1 e). d) Enrichment of Flagella genes in Chlamydomonas osmotic timecourse. e) Conservation NaCl and Fe response in Chlamydomonas-Arabidopsis-Yeast, related Supplementary Figure 3. f) Conservation Chlamydomonas-Arabidopsis-Yeast transcriptomic response to osmotic stress (Related to supplementary figure 3).

**Supplementary Data 3. Chlamydomonas phosphoproteomic response to osmotic stress.** Raw Data from the Chlamydomonas response to osmotic stress, NaCl and Mannitol. This data is also available through the Center for Computational Mass Spectrometry, Mass Spectrometry Interactive Virtual Environment (MassIVE) (<https://massive.ucsd.edu/ProteoSAFe/static/massive.jsp>), dataset ID; MSV000094492. [<https://massive.ucsd.edu/ProteoSAFe/dataset.jsp?task=3e301feb87904983b4ccd5d9e949350b>].

**Supplementary Data 4. Analysis of the Chlamydomonas phosphoproteomic response to osmotic stress.** a) Annotation peptides differentially phosphorylated (Fold change>2, FDR<0.01) upon 100 mM NaCl and 300 mM Mannitol. Related Figure 2. b) Chlamydomonas differentially phosphorylated peptides with orthologous proteins in Arabidopsis differentially phosphorylated. Data used in Supplementary Figure 4. c) Chlamydomonas differentially phosphorylated peptides (FC>1.5 FDR<0.01). d) Raw data used for Figure 2. e) Phosphosites of differentially phosphorylated proteins displayed in Figure 2.

**Supplementary Data 5. Chlamydomonas mutants sensitive to osmotic stress.** a) Osmotic screens normalized log2 phenotypes for each mutant screen. b) Gene Ontology analysis of osmotic screens.

**Supplementary Data 6. Chlamydomonas high confidence osmotic hits.** a) Adjusted p-values of high confidence Chlamydomonas hits resulting from Barcoded mutant screens. Including Raw data for Figure 3 b. b) Chlamydomonas mutants high confidence hits phenotype, median phenotype. c) Annotation of Chlamydomonas high confidence hits from osmotic screens. d) Phenotype of Chlamydomonas osmotic screens high confidence genes FDR<0.3 in 121 conditions described in (Vilarrasa-Blasi, Fauser et al 2022).

**Supplementary Data 7. Chlamydomonas secondary screens.** a) log2 median phenotype of mutants validated in secondary screens. b) Z-scores of validated genes in secondary mutant screens.

**Supplementary Data 8. Protein-Protein interactions of Osmotic hits.** a) Protein-protein interactions of Arabidopsis orthologous genes to high confidence Chlamydomonas hits from all osmotic screens. b) High confidence Arabidopsis orthologous hits with two or more shared interactors. c) Annotation of the 32 high confidence Arabidopsis orthologous hits with two or more interactors.

**Supplementary Data 9. Root growth of Arabidopsis mutants.** Root length 4 days posttransfer to 140 mM NaCl (NaCl) or 300 mM Mannitol (Ma) of different mutant alleles and wild-type plants.

**Supplementary Data 10. Primers used in thi study.** List of primers used in this manuscript.

**Supplementary Data 11 Strains used in this study.** Chlamydomonas and Arabidopsis genotypes used in this manuscript.

# Supplementary material for: Multi-omics analysis of green lineage osmotic stress pathways unveils crucial roles of different cellular compartments
**Source:** Nat Commun. 2024 Jul 16;15:5988. doi: 10.1038/s41467-024-49844-3
**Supplement:** Supplementary file 15 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Expression data was collected using Nextseq high-output flow cell, 1x75bp run.<br>Phosphopeptide-enriched samples were analyzed on an LTQ-Orbitrap XL mass spectrometer (Thermo Scientific).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
| Data analysis   | RNA-seq reads were aligned using BWA to the Chlamydomonas reference genome 5.6. DESeq2 package was used to call transcripts as differentially expressed at a false-discovery-rate (Benjamini-Hochberg method) FC > 2, (FDR < 0.01). GO-term enrichment analysis was performed with the BINGO plugin for Cytoscape. To perform GO-term-enrichment analysis of differentially regulated transcripts, we used several approaches. First, we used GO terms from the Joint Genome Institute (JGI) for Chlamydomonas genome 5.6 version, and used these as a reference set.<br>Phosphoproteomic acquired data files containing MS/MS spectra were searched against the JGI Chlamydomonas reinhardt annotation v5.6 protein database using MASCOT software (Matrix Science). |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All data are available in the manuscript, in the Supplementary material or in the following databases; high-throughput sequencing data sets generated in this study are available through the National Center for Biotechnology Information Sequence Read Archive (SRA), GSE260814 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE260814]. Phosphoproteomic data sets generated in this study are available through the Center for Computational Mass Spectrometry, Mass Spectrometry Interactive Virtual Environment (MassIVE) (https://massive.ucsd.edu/ProteoSAFe/static/massive.jsp), dataset ID: MSV000094492. [https://massive.ucsd.edu/ProteoSAFe/dataset.jsp?task=3e301feb87904983b4ccd5d9e949350b].

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

### Reporting on sex and gender

Use the terms *sex* (biological attribute) and *gender* (shaped by social and cultural circumstances) carefully in order to avoid confusing both terms. Indicate if findings apply to only one sex or gender; describe whether sex and gender were considered in study design; whether sex and/or gender was determined based on self-reporting or assigned and methods used. Provide in the source data disaggregated sex and gender data, where this information has been collected, and if consent has been obtained for sharing of individual-level data; provide overall numbers in this Reporting Summary. Please state if this information has not been collected. Report sex- and gender-based analyses where performed, justify reasons for lack of sex- and gender-based analysis.

### Reporting on race, ethnicity, or other socially relevant groupings

Please specify the socially constructed or socially relevant categorization variable(s) used in your manuscript and explain why they were used. Please note that such variables should not be used as proxies for other socially constructed/relevant variables (for example, race or ethnicity should not be used as a proxy for socioeconomic status). Provide clear definitions of the relevant terms used, how they were provided (by the participants/respondents, the researchers, or third parties), and the method(s) used to classify people into the different categories (e.g. self-report, census or administrative data, social media data, etc.) Please provide details about how you controlled for confounding variables in your analyses.

### Population characteristics

Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."

### Recruitment

Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.

### Ethics oversight

Identify the organization(s) that approved the study protocol.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

### Sample size

Sample size is described in each figure legend and took into account the biological variability of the system. We did not use any statistical method to determine sample size. We determine the variability of each mutant and growth condition by replicating multiple times the growth assays obtaining similar results. For microscopic quantification we performed independent replicates and number of quantified roots or cells align with previous publications see material and methods.

### Data exclusions

There are no data exclusions, all data collected is shown in the manuscript.

### Replication

Replication was performed in different days and with different growing medias prepared independently. For transcriptomics different algae were grown in different days as it was for the phosphoproteomic experiments. Functional screenings were performed in different pooled libraries and in different dates. Root measurements and cell biology experiments were performed using biological material coming from different

days and grown independently. Experiments are performed in independent three replicates, indicate in the figure legends. All attempts to repeat the experiments were successful.

Randomization Samples were randomly placed in the growing media.

Blinding Samples for transcriptomics, phosphoproteomics and functional genomic studies were number coded and after analysis we assigned the corresponding identity to each condition and/or genotype. Blinding was not possible in the root growth assays where the mutant lines are more sensitive and easy to distinguish from wild-type. In a similar direction, the acquisition of microscopic images was not blinded since osmotic stress promotes changes in the distribution of cellular markers evident once samples are observed.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

### Methods

- n/a Involved in the study
- ☐ Antibodies
  - ☐ Eukaryotic cell lines
  - ☐ Palaeontology and archaeology
  - ☐ Animals and other organisms
  - ☐ Clinical data
  - ☐ Dual use research of concern
  - ☐ ☒ Plants

- n/a Involved in the study
- ☐ ChIP-seq
  - ☐ Flow cytometry
  - ☐ MRI-based neuroimaging

### Antibodies

Antibodies used Describe all antibodies used in the study; as applicable, provide supplier name, catalog number, clone name, and lot number.

Validation Describe the validation of each primary antibody for the species and application, noting any validation statements on the manufacturer's website, relevant citations, antibody profiles in online databases, or data provided in the manuscript.

### Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

Cell line source(s) State the source of each cell line used and the sex of all primary cell lines and cells derived from human participants or vertebrate models.

Authentication Describe the authentication procedures for each cell line used OR declare that none of the cell lines used were authenticated.

Mycoplasma contamination Confirm that all cell lines tested negative for mycoplasma contamination OR describe the results of the testing for mycoplasma contamination OR declare that the cell lines were not tested for mycoplasma contamination.

Commonly misidentified lines (See [ICLAC](#) register) Name any commonly misidentified cell lines used in the study and provide a rationale for their use.

### Palaeontology and Archaeology

Specimen provenance Provide provenance information for specimens and describe permits that were obtained for the work (including the name of the issuing authority, the date of issue, and any identifying information). Permits should encompass collection and, where applicable, export.

Specimen deposition Indicate where the specimens have been deposited to permit free access by other researchers.

Dating methods If new dates are provided, describe how they were obtained (e.g. collection, storage, sample pretreatment and measurement), where they were obtained (i.e. lab name), the calibration program and the protocol for quality assurance OR state that no new dates are provided.

☐ Tick this box to confirm that the raw and calibrated dates are available in the paper or in Supplementary Information.

Ethics oversight Identify the organization(s) that approved or provided guidance on the study protocol, OR state that no ethical approval or guidance was required and explain why not.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
|-------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | <i>For laboratory animals, report species, strain and age OR state that the study did not involve laboratory animals.</i>                                                                                                                                                                                                                                                                                                                                      |
| Wild animals            | <i>Provide details on animals observed in or captured in the field; report species and age where possible. Describe how animals were caught and transported and what happened to captive animals after the study (if killed, explain why and describe method; if released, say where and when) OR state that the study did not involve wild animals.</i>                                                                                                       |
| Reporting on sex        | <i>Indicate if findings apply to only one sex; describe whether sex was considered in study design, methods used for assigning sex. Provide data disaggregated for sex where this information has been collected in the source data as appropriate; provide overall numbers in this Reporting Summary. Please state if this information has not been collected. Report sex-based analyses where performed, justify reasons for lack of sex-based analysis.</i> |
| Field-collected samples | <i>For laboratory work with field-collected samples, describe all relevant parameters such as housing, maintenance, temperature, photoperiod and end-of-experiment protocol OR state that the study did not involve samples collected from the field.</i>                                                                                                                                                                                                      |
| Ethics oversight        | <i>Identify the organization(s) that approved or provided guidance on the study protocol, OR state that no ethical approval or guidance was required and explain why not.</i>                                                                                                                                                                                                                                                                                  |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

|                             |                                                                                                                          |
|-----------------------------|--------------------------------------------------------------------------------------------------------------------------|
| Clinical trial registration | <i>Provide the trial registration number from ClinicalTrials.gov or an equivalent agency.</i>                            |
| Study protocol              | <i>Note where the full trial protocol can be accessed OR if not available, explain why.</i>                              |
| Data collection             | <i>Describe the settings and locales of data collection, noting the time periods of recruitment and data collection.</i> |
| Outcomes                    | <i>Describe how you pre-defined primary and secondary outcome measures and how you assessed these measures.</i>          |

## Dual use research of concern

Policy information about [dual use research of concern](#)

### Hazards

Could the accidental, deliberate or reckless misuse of agents or technologies generated in the work, or the application of information presented in the manuscript, pose a threat to:

| No                       | Yes                      |                            |
|--------------------------|--------------------------|----------------------------|
| <input type="checkbox"/> | <input type="checkbox"/> | Public health              |
| <input type="checkbox"/> | <input type="checkbox"/> | National security          |
| <input type="checkbox"/> | <input type="checkbox"/> | Crops and/or livestock     |
| <input type="checkbox"/> | <input type="checkbox"/> | Ecosystems                 |
| <input type="checkbox"/> | <input type="checkbox"/> | Any other significant area |

## Experiments of concern

Does the work involve any of these experiments of concern:

No Yes

- |                          |                          |                                                                             |
|--------------------------|--------------------------|-----------------------------------------------------------------------------|
| <input type="checkbox"/> | <input type="checkbox"/> | Demonstrate how to render a vaccine ineffective                             |
| <input type="checkbox"/> | <input type="checkbox"/> | Confer resistance to therapeutically useful antibiotics or antiviral agents |
| <input type="checkbox"/> | <input type="checkbox"/> | Enhance the virulence of a pathogen or render a nonpathogen virulent        |
| <input type="checkbox"/> | <input type="checkbox"/> | Increase transmissibility of a pathogen                                     |
| <input type="checkbox"/> | <input type="checkbox"/> | Alter the host range of a pathogen                                          |
| <input type="checkbox"/> | <input type="checkbox"/> | Enable evasion of diagnostic/detection modalities                           |
| <input type="checkbox"/> | <input type="checkbox"/> | Enable the weaponization of a biological agent or toxin                     |
| <input type="checkbox"/> | <input type="checkbox"/> | Any other potentially harmful combination of experiments and agents         |

## Plants

Seed stocks

All the seed stocks were obtain from the SALK seed collection via NASC. All the mutant ID are listed in Supplementary table 11. The mutant phenotypes are updated in the TAIR webpage and mutant seeds are available publicly.

Novel plant genotypes

The discovered phenotypes were describes on the bases of their growth in vitro in normal condition compared to conditions containing either NACL or Mannitol. Based of the initial phenotyping plants were backcrossed with membrane markers and further imaged using confocal microscopy.

Authentication

We genotype the T-DNA insertions from the SALK collection using the primer sets listed in Supplementary table 10.

## ChIP-seq

### Data deposition

- ☐ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☐ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links

May remain private before publication.

For "Initial submission" or "Revised version" documents, provide reviewer access links. For your "Final submission" document, provide a link to the deposited data.

Files in database submission

Provide a list of all files available in the database submission.

Genome browser session

(e.g. [UCSC](#))

Provide a link to an anonymized genome browser session for "Initial submission" and "Revised version" documents only, to enable peer review. Write "no longer applicable" for "Final submission" documents.

### Methodology

Replicates

Describe the experimental replicates, specifying number, type and replicate agreement.

Sequencing depth

Describe the sequencing depth for each experiment, providing the total number of reads, uniquely mapped reads, length of reads and whether they were paired- or single-end.

Antibodies

Describe the antibodies used for the ChIP-seq experiments; as applicable, provide supplier name, catalog number, clone name, and lot number.

Peak calling parameters

Specify the command line program and parameters used for read mapping and peak calling, including the ChIP, control and index files used.

Data quality

Describe the methods used to ensure data quality in full detail, including how many peaks are at FDR 5% and above 5-fold enrichment.

Software

Describe the software used to collect and analyze the ChIP-seq data. For custom code that has been deposited into a community repository, provide accession details.

## Flow Cytometry

### Plots

Confirm that:

- ☐ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☐ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☐ All plots are contour plots with outliers or pseudocolor plots.
- ☐ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |                                                                                                                                                                                                                                                       |
|---------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | <i>Describe the sample preparation, detailing the biological source of the cells and any tissue processing steps used.</i>                                                                                                                            |
| Instrument                | <i>Identify the instrument used for data collection, specifying make and model number.</i>                                                                                                                                                            |
| Software                  | <i>Describe the software used to collect and analyze the flow cytometry data. For custom code that has been deposited into a community repository, provide accession details.</i>                                                                     |
| Cell population abundance | <i>Describe the abundance of the relevant cell populations within post-sort fractions, providing details on the purity of the samples and how it was determined.</i>                                                                                  |
| Gating strategy           | <i>Describe the gating strategy used for all relevant experiments, specifying the preliminary FSC/SSC gates of the starting cell population, indicating where boundaries between "positive" and "negative" staining cell populations are defined.</i> |

- ☐ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

## Magnetic resonance imaging

### Experimental design

|                                 |                                                                                                                                                                                                                                                                   |
|---------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Design type                     | <i>Indicate task or resting state; event-related or block design.</i>                                                                                                                                                                                             |
| Design specifications           | <i>Specify the number of blocks, trials or experimental units per session and/or subject, and specify the length of each trial or block (if trials are blocked) and interval between trials.</i>                                                                  |
| Behavioral performance measures | <i>State number and/or type of variables recorded (e.g. correct button press, response time) and what statistics were used to establish that the subjects were performing the task as expected (e.g. mean, range, and/or standard deviation across subjects).</i> |

### Acquisition

|                               |                                                                                                                                                                                           |
|-------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Imaging type(s)               | <i>Specify: functional, structural, diffusion, perfusion.</i>                                                                                                                             |
| Field strength                | <i>Specify in Tesla</i>                                                                                                                                                                   |
| Sequence & imaging parameters | <i>Specify the pulse sequence type (gradient echo, spin echo, etc.), imaging type (EPI, spiral, etc.), field of view, matrix size, slice thickness, orientation and TE/TR/flip angle.</i> |
| Area of acquisition           | <i>State whether a whole brain scan was used OR define the area of acquisition, describing how the region was determined.</i>                                                             |
| Diffusion MRI                 | <input type="checkbox"/> Used <input type="checkbox"/> Not used                                                                                                                           |

### Preprocessing

|                            |                                                                                                                                                                                                                                                |
|----------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Preprocessing software     | <i>Provide detail on software version and revision number and on specific parameters (model/functions, brain extraction, segmentation, smoothing kernel size, etc.).</i>                                                                       |
| Normalization              | <i>If data were normalized/standardized, describe the approach(es): specify linear or non-linear and define image types used for transformation OR indicate that data were not normalized and explain rationale for lack of normalization.</i> |
| Normalization template     | <i>Describe the template used for normalization/transformation, specifying subject space or group standardized space (e.g. original Talairach, MNI305, ICBM152) OR indicate that the data were not normalized.</i>                             |
| Noise and artifact removal | <i>Describe your procedure(s) for artifact and structured noise removal, specifying motion parameters, tissue signals and physiological signals (heart rate, respiration).</i>                                                                 |

## Volume censoring

Define your software and/or method and criteria for volume censoring, and state the extent of such censoring.

## Statistical modeling &amp; inference

## Model type and settings

Specify type (mass univariate, multivariate, RSA, predictive, etc.) and describe essential details of the model at the first and second levels (e.g. fixed, random or mixed effects; drift or auto-correlation).

## Effect(s) tested

Define precise effect in terms of the task or stimulus conditions instead of psychological concepts and indicate whether ANOVA or factorial designs were used.

Specify type of analysis: ☐ Whole brain ☐ ROI-based ☐ Both

## Statistic type for inference

Specify voxel-wise or cluster-wise and report all relevant parameters for cluster-wise methods.

(See [Eklund et al. 2016](#))

## Correction

Describe the type of correction and how it is obtained for multiple comparisons (e.g. FWE, FDR, permutation or Monte Carlo).

## Models &amp; analysis

n/a | Involved in the study

- ☐ ☐ Functional and/or effective connectivity
- ☐ ☐ Graph analysis
- ☐ ☐ Multivariate modeling or predictive analysis

## Functional and/or effective connectivity

Report the measures of dependence used and the model details (e.g. Pearson correlation, partial correlation, mutual information).

## Graph analysis

Report the dependent variable and connectivity measure, specifying weighted graph or binarized graph, subject- or group-level, and the global and/or node summaries used (e.g. clustering coefficient, efficiency, etc.).

## Multivariate modeling and predictive analysis

Specify independent variables, features extraction and dimension reduction, model, training and evaluation metrics.

How the deposited data were processed for this re-analysis (not part of the article)

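RNA-seq of Chlamydomonas reinhardtii strain CC-4533 was analysed in 45 libraries: 3 for each of the 12 combinations of 100 mM NaCl or 300 mM mannitol with 15, 30 and 60 min and 4, 6 and 24 h, 5 of control 0 h and 4 of control 24 h. Conditions and replicate numbers were taken from the sample labels and the paper, and every value column was matched to a sample by name. The authors aligned the reads with BWA to the Chlamydomonas reference genome, called differentially expressed transcripts with DESeq2 and deposited TPM values, 1 column per library without pooling of replicates. How the TPM were calculated and which reads were filtered out is not given in the paper's text. Each library sums to 1000000 TPM, so neither its number of reads nor the counting error of a value can be recovered, and the precision given here is the spread between replicates alone. One line of the table without a transcript name and without values was left out.

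From the deposited TPM, log2(TPM + 1) was tested with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with trend and robust). Each treated group was fitted with the 5 control 0 h libraries only, over the 13651 transcripts with a TPM of 1 or more in at least 3 of the 45 libraries, and p-values were adjusted by the Benjamini-Hochberg method within each comparison. Every adjusted p given comes from this test. Numbers of transcripts with an unadjusted p under 0.05 include those put there by chance. If nothing changed, these would be a share of about 0.05 of the transcripts tested. Transcripts were called at an adjusted p under 0.01 and a log2 fold change beyond 2 in either direction. NaCl was compared directly with mannitol at 30 and 60 min, and control 24 h with control 0 h, in the same way. Direct comparisons at the other times and between different times are given under the other observations. Fold changes are on the log2(TPM + 1) scale, which understates the change of transcripts with low TPM. Of the genes in the table, 1530 have more than 1 transcript, and reads that transcripts share could have been split between them. Lists were joined and tables made with Python 3.11.15 and numpy 2.4.6, and plots with matplotlib 3.10.9.

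The tests, the thresholds, the rule for naming genes and most alternatives were fixed before the data were examined. The rule named the genes that the paper gives as shared between its transcriptome and its phosphoproteome or mutant screen, the genes of its imaged markers and of its conserved candidates, and for each osmolyte at 60 min the 2 largest increases and 2 largest decreases among called transcripts for which every treated library lay beyond every control library. POC6, STN7, HSP90C, POC2, Cre04.g220850, Cre06.g261200, Cre07.g344600, Cre15.g641200 and Cre06.g263950 were named after their values were seen. The alternatives were a pseudocount of 0.1, no filter on low values, a mean TPM of 5 or more, median-ratio scaling, quantile normalization, a log2 fold change over 1, an adjusted p under 0.05, 1 joint fit over all 14 groups, all 9 control libraries as control, control 24 h as the control of the 24 h groups, the replicate number or the library series as a block, eBayes without trend and robust, and each replicate left out in turn. TPM recomputed without g15293.t1 and g15294.t1, and the first library series alone, were added after seeing the data.

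The procedure was tested on simulated data. Of 196 tested transcripts with a simulated log2 change of 3, 144 (73.5%) were called, among them 64 of the 65 with 10 TPM or more. Of the calls, 0 had the wrong sign, and 1 unchanged transcript was called. How many smaller changes would be recovered is not known from this. Libraries without a simulated change gave 0 calls. The simulated noise was independent between transcripts, so it held no deviation shared across a library or library series. These 0 calls therefore do not show how such deviations act. Groups of 3 against 3 without a difference, built from real library deviations, reached 104 calls in 1 of 50 draws from either series. Drawn by series they gave 0. Doubling g15293.t1 alone moved the median log2 fold change of all transcripts to -0.26, and to 5.83e-04 after median-ratio scaling.

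The gene table used for names, of assembly v5.5, pairs the identifiers with no product names. Gene sets for glycerol, proline and other pathways, their camera and fry tests, the Fisher's exact test of ciliary genes and the gene ontology analysis were therefore not run, and no coordinates are given. The comparisons with Arabidopsis and Saccharomyces, the phosphoproteome, the mutant screen and the images were not analysed here apart from the overlap of their gene lists with the transcripts called. Cre19.g750947 and Cre06.g278111 were not analysed here.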

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

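The tests of the fixed TPM total, of the library series and of simulated groups below were chosen only after the results were seen.

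Across both controls, 70 sets of 4 or 5 values were tested for a single distant library by Dixon's test, for the named genes on the log2(TPM + 1) scale and for the share of g15293.t1, the median-ratio factor and the number of transcripts above 0. In 3 of the 70 one library lay far from the others, where 3.5 are expected by chance. Cre06.g277000 (PAT) had 11.4 TPM in control 0 h replicate 3, against 4.42 to 5.80 TPM in the other 4 libraries. Cre17.g718900 (FAP88) had 9.73 TPM in the same library, against 4.04 to 5.10 TPM. Cre10.g427250 (PRF) had 484 TPM in control 24 h replicate 5, against 176 to 183 TPM in the other 3 libraries. For PRF the library series is a candidate explanation. Control 24 h replicate 5 belongs to the second series, and in 13 of the 13 other groups the library of the second series also had the highest PRF value, with and without median-ratio scaling, where 4.2 are expected by chance. Library preparation and culture cannot be told apart here, because each group has 1 library of the second series. No explanation was tested for the PAT and FAP88 values, and no biological one for PRF.

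NaCl and mannitol were compared directly at 30 and 60 min, and the other times are given under the other observations. These times were chosen because the paper's counts from the same libraries differ most there. A difference at these times is therefore not independent of that choice. At 30 min 192 transcripts were called, 63 higher and 129 lower in NaCl, and at 60 min 598 were called, 114 higher and 484 lower. The real grouping gave the most calls of the 10 splits of the 6 libraries at each time (1 of 10), and 10 splits cannot give a share under 0.1. Simulated groups without a difference reached at most 104 calls over both ways of drawing, and with each library left out in turn the calls were at least 112 at 30 min and 492 at 60 min, which argues against chance. Leaving out mannitol 30 min replicate 1 reduced the 192 calls to 112, and leaving out replicate 2 raised them to 342. A technical explanation is the fixed total of TPM. After median-ratio scaling 297 transcripts were called at 30 min, 265 higher and 32 lower, and 687 at 60 min, 546 of them lower, so removing the common shift did not remove the difference. All 598 calls at 60 min were also made after scaling, but only 94 of the 192 at 30 min, where most calls were lower before scaling and higher after it. A difference in depth stays open, since TPM keeps none. The osmolyte itself, and its concentration of 100 mM for NaCl and 300 mM for mannitol, stays open as a biological difference.

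Among the named genes, the direct comparison at 60 min called Cre03.g172950 (NAP57) with a log2 fold change of -2.94 in NaCl against mannitol, the AP2 gene Cre08.g385350 with -3.17, Cre15.g641200 with 2.36, Cre06.g263950 with -3.66, Cre01.g053000 with -2.90 and Cre06.g275100 with -2.75. At 30 min it called Cre10.g441400 with -3.24 and Cre05.g237700 with -3.18. After median-ratio scaling the values at 60 min were -2.94, -3.18, 2.41, -3.68, -2.86 and -2.73 in the same order, and those at 30 min -2.59 and -2.56.

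The paper does not report a comparison of both controls. Between control 24 h and control 0 h 54 transcripts were called, 9 higher and 45 lower at 24 h, and without control 24 h replicate 5 there were 72. Among 100 splits drawn from the 126 possible, only the real one gave as many (1 of 100), and the largest other gave 3. After median-ratio scaling 37 transcripts were called, 13 higher and 24 lower, of which 33 were among the 54. With the library series as a block 60 were called, including all 54. The fixed total thus stays open for the calls lost after scaling, and neither it nor the series accounts for all 54. Growth of the cultures over 24 h stays open as a biological explanation and was not tested.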

How the results depend on the processing

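TPM recomputed without g15293.t1 and g15294.t1, and the first library series alone, were chosen only after the results were seen. Counts within 1.5 times the value given at the claim are taken as unchanged. In every setting run, both osmolytes gave the most calls at 60 min. Without a filter on low values and with an adjusted p under 0.05, no count of calls for a comparison or a list moved by over 1.5 times.

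The threshold and the pseudocount moved the most counts, and both act by construction on how large a fold change must be. With a log2 fold change over 1, NaCl called 342 at 15 min, 4498 at 30 min, 4973 at 60 min, 2030 at 4 h, 1691 at 6 h and 2108 at 24 h, and mannitol 11 at 15 min, 123 at 30 min, 5122 at 60 min, 373 at 4 h, 252 at 6 h and 130 at 24 h. In total 8241 transcripts were called, with 254 between both controls, 3510 and 3032 between NaCl and mannitol at 30 and 60 min, 16 phosphoproteins and 22 screen hits. Of the ciliary list, 35 genes were then higher and 88 lower at 60 min of NaCl, and 35 higher and 35 lower at 60 min of mannitol. With a pseudocount of 0.1, NaCl called 116 at 15 min, 1709 at 30 min, 2975 at 60 min, 837 at 4 h, 753 at 6 h and 864 at 24 h, and mannitol 3 at 15 min, 2153 at 60 min, 225 at 4 h, 146 at 6 h and 65 at 24 h. The total was 5046, with 103 between both controls, 1017 and 1376 between NaCl and mannitol at 30 and 60 min, 8 phosphoproteins, 16 screen hits and 16 ciliary genes lower at 60 min of mannitol. With a mean TPM of 5 or more, which left 6569 transcripts to test, 15 were called at 30 min of mannitol and 363 between NaCl and mannitol at 60 min.

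Scaling between libraries moved directions. With median-ratio scaling, 0 transcripts were called at 15 min of mannitol, where 882 had an unadjusted p under 0.05, 297 between NaCl and mannitol at 30 min and 2 screen hits. It gave 32 ciliary genes higher and 24 lower at 60 min of NaCl, and 31 higher and 2 lower at 60 min of mannitol. With quantile normalization, 657 transcripts were called at 60 min of NaCl, 24 at 30 min of mannitol, and 0 at 15 min of mannitol, where 896 had an unadjusted p under 0.05, with 3 phosphoproteins and 2 screen hits. It gave 22 ciliary genes higher and 20 lower at 60 min of NaCl, and 28 higher and 3 lower at 60 min of mannitol. At 30 min of NaCl, Cre10.g444700 was at -0.30. After median-ratio scaling its 73.3 to 83.6 TPM there lay above the 53.0 to 61.8 TPM of control 0 h. Other sign changes of named genes are listed at 60 min only. The log2 fold changes that changed sign there with median-ratio scaling were Cre15.g640850 0.25 at 60 min of NaCl, Cre08.g385350 0.41 at 60 min of NaCl, Cre06.g277000 0.057 at 60 min of NaCl, Cre15.g641200 0.53 at 60 min of NaCl, Cre10.g444700 0.63 at 60 min of mannitol, Cre17.g721500 0.26 at 60 min of mannitol, Cre08.g384900 0.57 at 60 min of mannitol. With quantile normalization they were Cre15.g640850 0.056 at 60 min of NaCl, Cre08.g385350 0.48 at 60 min of NaCl, Cre06.g277000 0.16 at 60 min of NaCl, Cre15.g641200 0.28 at 60 min of NaCl, Cre10.g444700 0.46 at 60 min of mannitol, Cre17.g721500 0.33 at 60 min of mannitol, Cre08.g384900 0.25 at 60 min of mannitol. Without g15293.t1 and g15294.t1, 0 transcripts were called at 15 min of mannitol, where 1077 had an unadjusted p under 0.05, 291 between NaCl and mannitol at 30 min, 8 screen hits and 22 ciliary genes higher at 60 min of NaCl. Cre08.g385350 and Cre15.g641200 were then at 0.14 and 0.18 at 60 min of NaCl and Cre10.g444700 at 0.0060 at 60 min of mannitol. The cause was not tested for single genes.

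Other controls and fits moved fewer results, and the cause was not tested. With all 9 control libraries, 2 transcripts were called at 15 min of mannitol and 20 ciliary genes were higher at 60 min of NaCl, and the signs changed for Cre08.g385350 at 60 min of NaCl (0.72) and for Cre10.g444700 (0.10) and Cre08.g384900 (0.18) at 60 min of mannitol. With control 24 h as the control, 71 transcripts were called at 24 h of mannitol. With 1 joint fit over all 14 groups, 2 were called at 15 min of mannitol, and without trend and robust in eBayes 0, where 520 had an unadjusted p under 0.05. With the library series as a block, the signs of Cre10.g444700 (0.017) and Cre08.g384900 (0.078) at 60 min of mannitol changed, and no count of calls for a comparison or a list moved by over 1.5 times. In the first library series alone, 3 transcripts were called at 15 min of mannitol and 293 between NaCl and mannitol at 30 min, and Cre10.g444700 was at 0.069 at 60 min of mannitol.

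The replicate numbers were not found to pair the libraries, since 20 of 36 pairs of same-numbered libraries had a correlation of their deviations over 0.1, all of them of replicates 1 and 2, and those of replicate 3 lay between -0.29 and -0.16. Replicate 3 of the treated groups belongs to the second library series and deviated together with control 0 h replicate 5 of that series (correlations from 0.35 to 0.64), while the block sets it beside control 0 h replicate 3 of the first series. With the replicate number as a block, 27 transcripts were called at 24 h of mannitol, 8 screen hits and 14 ciliary genes lower at 60 min of mannitol, and the log2 fold change of Cre14.g609350 at 60 min of mannitol was -0.073. The block also called LEO1 (Cre12.g524950) at 30 min (-2.29) and 60 min of NaCl (-2.20), the MAPKK gene Cre08.g384900 in 3 comparisons (-2.40 at 24 h of NaCl), and Cre05.g242100 (-2.24) and Cre06.g263950 (-2.10) at 60 min of NaCl.

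With each library left out in turn, the number of transcripts called at 15 min of mannitol ranged from 3 (without mannitol 15 min replicate 1 or replicate 3) to 5, and the number between NaCl and mannitol at 30 min from 112 (without mannitol 30 min replicate 1) to 342 (without mannitol 30 min replicate 2). Ciliary genes lower at 60 min of mannitol ranged from 5 (without control 0 h replicate 3) to 16 (without mannitol 60 min replicate 2), and screen hits from 5 to 8 (without control 0 h replicate 5). In mannitol at 60 min, the log2 fold change of Cre10.g444700 ranged from -0.27 (without mannitol 60 min replicate 1) to 0.15 (without mannitol 60 min replicate 3), that of Cre08.g384900 from -0.41 (without control 0 h replicate 5) to 0.17 (without mannitol 60 min replicate 3), that of Cre14.g609350 from -0.12 (without mannitol 60 min replicate 2) to 0.23 (without mannitol 60 min replicate 3) and that of Cre17.g718900 from -0.039 (without mannitol 60 min replicate 2) to 0.60 (without mannitol 60 min replicate 3). In NaCl at 60 min, that of Cre08.g385350 ranged from -0.35 (without NaCl 60 min replicate 3) to 0.049 (without NaCl 60 min replicate 2) and that of Cre17.g721500 from -0.012 (without NaCl 60 min replicate 3) to 0.36 (without NaCl 60 min replicate 1). The cause was not tested. Of the other log2 fold changes with a library left out, 551 kept their side of the threshold, 18 came to pass it and 4 no longer did. Under the other settings these numbers were 789, 31 and 21. Of the counts by direction under the other settings, 276 were unchanged, 87 rose and 55 fell. Camera and fry on gene sets, and the Fisher's exact test of ciliary genes, were not run, since no product names were used. TPM keeps no depth, so which low values are limited by it cannot be given.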

Differences from the paper's values

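The alternatives named with each value are those set before the data were examined under which the gap closed, unless said otherwise, and those not named left it open. A gap in a count is taken as closed where one value is at most 1.5 times the other, and a gap in a log2 fold change where the values have the same sign and differ by at most the replicate SD. The counts compared are the transcripts called in at least 1 of the 12 comparisons that have a log2 fold change beyond 1 in the comparison given, against the paper's list in Supplementary Data 2. For NaCl at 24 h the paper's list holds 537 higher transcripts and the list here 256, and the gap closed at 489 with a log2 fold change over 1, 426 with control 24 h as the control of the 24 h groups, 514 with median-ratio scaling, 459 with a pseudocount of 0.1 and 448 with quantile normalization, and also at 391 without g15293.t1 and g15294.t1, chosen after seeing the values. For NaCl at 30 min the paper's list holds 639 higher transcripts and the list here 417, and the gap closed at 771 with a log2 fold change over 1, 574 with all 9 control libraries, 430 with the library series as a block, 666 with a pseudocount of 0.1, 794 with quantile normalization, 451 without control 0 h replicate 1, 463 without control 0 h replicate 3 and 460 without mannitol 60 min replicate 3, and also at 619 without g15293.t1 and g15294.t1, chosen after seeing the values. The value went past the paper's, to 967 with median-ratio scaling. For NaCl at 4 h the paper's list holds 669 higher transcripts and the list here 295, and the gap closed at 570 with a log2 fold change over 1, 613 with median-ratio scaling, 509 with a pseudocount of 0.1 and 532 with quantile normalization, and also at 517 without g15293.t1 and g15294.t1, chosen after seeing the values. For NaCl at 6 h the paper's list holds 648 higher transcripts and the list here 288, and the gap closed at 527 with a log2 fold change over 1, 560 with median-ratio scaling, 490 with a pseudocount of 0.1 and 494 with quantile normalization, and also at 470 without g15293.t1 and g15294.t1, chosen after seeing the values. For NaCl at 60 min the paper's list holds 614 higher transcripts and the list here 302, and the gap closed at 764 with a log2 fold change over 1, 425 with all 9 control libraries, 785 with median-ratio scaling, 499 with a pseudocount of 0.1 and 643 with quantile normalization, and also at 524 without g15293.t1 and g15294.t1, chosen after seeing the values. For mannitol at 15 min the paper's list holds 10 higher transcripts and the list here 16, and the gap closed at 15 with control 24 h as the control of the 24 h groups, 14 without trend and robust in eBayes, 15 with 1 joint fit over all 14 groups, 15 with the library series as a block, 15 with median-ratio scaling, 15 with quantile normalization, 15 without mannitol 24 h replicate 3, 15 without mannitol 30 min replicate 3, 15 without mannitol 60 min replicate 2 and 15 without mannitol 60 min replicate 3, and also at 15 in the first library series alone, chosen after seeing the values. The value went past the paper's, to 6 with a mean TPM of 5 or more. For mannitol at 24 h the paper's list holds 187 higher transcripts and the list here 92, and the gap closed at 140 with a log2 fold change over 1, 128 with all 9 control libraries, 242 with control 24 h as the control of the 24 h groups, 152 with median-ratio scaling, 257 with a pseudocount of 0.1, 157 with quantile normalization and 137 without mannitol 24 h replicate 2, and also at 187 without g15293.t1 and g15294.t1, chosen after seeing the values. For mannitol at 4 h the paper's list holds 242 higher transcripts and the list here 120, and the gap closed at 196 with a log2 fold change over 1, 204 with all 9 control libraries, 198 with median-ratio scaling, 273 with a pseudocount of 0.1, 191 with quantile normalization and 185 without mannitol 4 h replicate 1, and also at 251 without g15293.t1 and g15294.t1, chosen after seeing the values. For mannitol at 6 h the paper's list holds 233 higher transcripts and the list here 113, and the gap closed at 176 with a log2 fold change over 1, 172 with all 9 control libraries, 192 with median-ratio scaling, 279 with a pseudocount of 0.1 and 187 with quantile normalization, and also at 239 without g15293.t1 and g15294.t1, chosen after seeing the values.

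The numbers of lower transcripts differed as well, with the alternatives not named leaving the gap open. For NaCl at 15 min the paper's list holds 37 lower transcripts and the list here 216, and the gap closed at 43 with median-ratio scaling and 52 with quantile normalization. For NaCl at 24 h the paper's list holds 580 lower transcripts and the list here 880, and the gap closed at 651 with all 9 control libraries, 621 with control 24 h as the control of the 24 h groups, 833 with the library series as a block, 689 with a mean TPM of 5 or more, 801 without NaCl 24 h replicate 2, 808 without NaCl 24 h replicate 3, 855 without NaCl 60 min replicate 1, 736 without control 0 h replicate 1 and 739 without control 0 h replicate 3, and also at 741 without g15293.t1 and g15294.t1, chosen after seeing the values. The value went past the paper's, to 288 with median-ratio scaling and 330 with quantile normalization. For NaCl at 30 min the paper's list holds 248 lower transcripts and the list here 1271, and the gap closed at 301 with median-ratio scaling and 362 with quantile normalization. For NaCl at 60 min the paper's list holds 622 lower transcripts and the list here 1394, and the gap closed at 540 with median-ratio scaling and 542 with quantile normalization. For mannitol at 24 h the paper's list holds 1.4e+02 (rounded) lower transcripts and the list here 231, and the gap closed at 95 with all 9 control libraries, 98 with control 24 h as the control of the 24 h groups, 204 with the library series as a block, 157 with a mean TPM of 5 or more, 179 without control 0 h replicate 1, 147 without control 0 h replicate 3 and 166 without mannitol 24 h replicate 2, and also at 125 without g15293.t1 and g15294.t1, chosen after seeing the values. The value went past the paper's, to 55 with median-ratio scaling and 55 with quantile normalization. For mannitol at 30 min the paper's list holds 35 lower transcripts and the list here 77, and the gap closed at 48 with all 9 control libraries, 31 with median-ratio scaling, 41 with quantile normalization and 51 without control 0 h replicate 3. For mannitol at 60 min the paper's list holds 266 lower transcripts and the list here 1231, and the gap closed at 335 with median-ratio scaling.

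The log2 fold changes of those named genes that are in the paper's list in Supplementary Data 2 were compared in the same way. The alternatives not named left the gap open. For Cre01.g053000 at 60 min of NaCl the paper's log2 fold change is 6.35 and the value here 5.40, and the gap closed at 6.11 with all 9 control libraries and 6.05 with median-ratio scaling. For Cre01.g053000 at 60 min of mannitol the paper's log2 fold change is 9.28 and the value here 8.31, and the gap closed at 9.01 with all 9 control libraries and 8.92 with median-ratio scaling. For Cre03.g172950 at 60 min of NaCl the paper's log2 fold change is -4.19 and the value here -4.71, and the gap closed at -4.02 with median-ratio scaling, -4.09 with quantile normalization and -4.50 without NaCl 60 min replicate 1, and also at -4.42 without g15293.t1 and g15294.t1, chosen after seeing the values. For Cre03.g172950 at 60 min of mannitol the paper's log2 fold change is -1.002 and the value here -1.77, and the gap closed at -1.08 with median-ratio scaling, -1.29 with quantile normalization and -1.36 without mannitol 60 min replicate 1. For Cre05.g237700 at 60 min of mannitol the paper's log2 fold change is -3.76 and the value here -4.28, and the gap closed at -3.63 with median-ratio scaling, -3.92 with quantile normalization, -4.13 without control 0 h replicate 1 and -4.16 without mannitol 60 min replicate 3. For Cre05.g242100 at 60 min of NaCl the paper's log2 fold change is -4.84 and the value here -1.92, and the gap closed at -4.49 with a pseudocount of 0.1. For Cre06.g275100 at 60 min of NaCl the paper's log2 fold change is -4.69 and the value here -5.29, and the gap closed at -4.58 with median-ratio scaling and -4.79 with quantile normalization, and also at -4.95 without g15293.t1 and g15294.t1, chosen after seeing the values. For Cre08.g385350 at 30 min of NaCl the paper's log2 fold change is 4.38 and the value here 3.34, and the gap closed at 4.25 with all 9 control libraries and 4.02 with median-ratio scaling. For Cre08.g385350 at 60 min of NaCl the paper's log2 fold change is 0.52 and the value here -0.19, and the gap closed at 0.72 with all 9 control libraries, 0.41 with median-ratio scaling and 0.48 with quantile normalization, and also at 0.14 without g15293.t1 and g15294.t1, chosen after seeing the values. For Cre08.g385350 at 60 min of mannitol the paper's log2 fold change is 3.99 and the value here 2.99, and the gap closed at 3.90 with all 9 control libraries and 3.59 with median-ratio scaling. For Cre10.g441400 at 60 min of NaCl the paper's log2 fold change is -4.65 and the value here -5.18, and the gap closed at -4.49 with median-ratio scaling and -4.55 with quantile normalization, and also at -4.89 without g15293.t1 and g15294.t1, chosen after seeing the values. For Cre10.g444700 at 60 min of NaCl the paper's log2 fold change is 2.01 and the value here 1.25, and the gap closed at 1.98 with median-ratio scaling and 1.65 with quantile normalization. For Cre10.g444700 at 60 min of mannitol the paper's log2 fold change is 0.70 and the value here -0.051, and the gap closed at 0.63 with median-ratio scaling and 0.46 with quantile normalization.

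The remaining log2 fold changes that differ follow, again with the alternatives not named leaving the gap open. For Cre12.g530050 at 30 min of NaCl the paper's log2 fold change is 2.54 and the value here 1.56, and the gap closed at 2.26 with median-ratio scaling. For Cre12.g530050 at 60 min of NaCl the paper's log2 fold change is 2.16 and the value here 1.30, and the gap closed at 1.95 with median-ratio scaling and 1.82 with quantile normalization. For Cre12.g530050 at 60 min of mannitol the paper's log2 fold change is 2.34 and the value here 1.47, and the gap closed at 2.09 with median-ratio scaling. For Cre13.g568450 at 4 h of NaCl the paper's log2 fold change is -3.35 and the value here -1.57, and the gap closed at -3.20 with a pseudocount of 0.1. For Cre13.g568450 at 60 min of NaCl the paper's log2 fold change is -2.12 and the value here -1.37, and none of the alternatives closed the gap to within the replicate SD of 0.355. The value went past the paper's, to -2.51 with a pseudocount of 0.1. For Cre13.g569850 at 60 min of NaCl the paper's log2 fold change is 9.50 and the value here 5.56, and none of the alternatives closed the gap. For Cre13.g569850 at 60 min of mannitol the paper's log2 fold change is 10.95 and the value here 7.00, and none of the alternatives closed the gap. For Cre13.g603550 at 60 min of NaCl the paper's log2 fold change is -0.089 and the value here -0.72, and the gap closed at -0.040 with all 9 control libraries, -0.015 with median-ratio scaling, -0.34 with quantile normalization and -0.47 without control 0 h replicate 3, and also at -0.35 without g15293.t1 and g15294.t1, chosen after seeing the values. For Cre13.g603550 at 60 min of mannitol the paper's log2 fold change is -0.77 and the value here -1.37, and the gap closed at -0.68 with all 9 control libraries, -0.71 with median-ratio scaling, -1.07 with quantile normalization, -1.11 without control 0 h replicate 3 and -1.08 without mannitol 60 min replicate 3, and also at -1.14 in the first library series alone, chosen after seeing the values. For Cre14.g609350 at 60 min of mannitol the paper's log2 fold change is 0.80 and the value here 0.071, and the gap closed at 0.69 with median-ratio scaling and 0.45 with quantile normalization. For Cre16.g667850 at 60 min of mannitol the paper's log2 fold change is -3.37 and the value here -4.22, and the gap closed at -3.67 with median-ratio scaling, -3.86 with quantile normalization and -3.60 without mannitol 60 min replicate 3, and also at -3.63 in the first library series alone, chosen after seeing the values. For Cre17.g718900 at 60 min of NaCl the paper's log2 fold change is -0.55 and the value here -1.001, and the gap closed at -0.68 with all 9 control libraries, -0.43 with median-ratio scaling, -0.25 with quantile normalization, -0.92 without NaCl 60 min replicate 3 and -0.81 without control 0 h replicate 3, and also at -0.76 without g15293.t1 and g15294.t1, chosen after seeing the values. For Cre17.g718900 at 60 min of mannitol the paper's log2 fold change is 0.99 and the value here 0.20, and the gap closed at 0.52 with all 9 control libraries, 0.77 with median-ratio scaling, 0.61 with quantile normalization and 0.60 without mannitol 60 min replicate 3. For Cre17.g735650 at 4 h of NaCl the paper's log2 fold change is -2.29 and the value here -1.28, and the gap closed at -2.40 with a pseudocount of 0.1.

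The paper's list counts the most transcripts with a log2 fold change beyond 1 after NaCl at 6 h, the paper's 648 higher and 692 lower against its 614 and 622 at 60 min, while here 302 were higher and 1394 lower at 60 min and 288 and 847 at 6 h. The paper gives INP5, FAP88, POC5, SBE, KIN7, Cre05.g242100 and Cre17.g735650 among its regulated genes, which were not called here. INP5 was called in 2 comparisons with median-ratio scaling, 1 with quantile normalization and 3 with a log2 fold change over 1. FAP88 was called in 4 with a log2 fold change over 1 and 1 with a pseudocount of 0.1, and POC5 in none under any setting run. SBE was called in 1 with a log2 fold change over 1. KIN7 was called in 6 with a log2 fold change over 1 and 5 with a pseudocount of 0.1. Cre05.g242100 was called in 5 with a log2 fold change over 1, 2 with a pseudocount of 0.1, 1 with the replicate number as a block, 1 without control 0 h replicate 4, 1 without control 0 h replicate 5 and 1 without g15293.t1 and g15294.t1, chosen after seeing the values. Cre17.g735650 was called in 2 with a log2 fold change over 1 and 1 with a pseudocount of 0.1. Fig. 2 marks POC5 as shared with the transcriptome, while the paper's list in Supplementary Data 2 holds POC6. Of the 1457 transcripts in the paper's list, 840 were called here and 966 with median-ratio scaling. Of the ciliary genes in the heat map of Supplementary Fig. 2, 100 were called here, 94 with median-ratio scaling and 138 with a log2 fold change over 1.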

Other observations

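The tests of the 100 most abundant transcripts and of the share of g15293.t1 and g15294.t1 in the difference between the library series, and the splits of the libraries, were set before their results were seen, and all others below were chosen only afterwards.

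For each comparison of 3 treated with 5 control libraries, all 56 splits of the 8 libraries into 3 and 5 were tested. The real split alone gave as many calls (1 of 56) in 11 of the 12 comparisons. At 15 min of mannitol 2 of 56 splits did, and the other, with 9 calls, put mannitol 15 min replicates 1 and 3 with control 0 h replicate 5, which joins both libraries of the second library series in one arm. With the library series as a block, mannitol at 15 min gave 5 calls, of which 4 were among the original 5. Over 100 permutations of the 41 libraries, the real one included, 1 gave as many transcripts called in at least 1 of the 12 comparisons, and the largest other gave 634. The same held for the phosphoproteins (1 of 100, largest other 1) and the screen hits (1 of 100, largest other 2). This decides nothing about these lists. Permuted labels gave a median of 0 calls over all transcripts, so almost any list with several called genes would pass. The splits decide nothing for the ciliary list, because the study chose it on these samples. Its 4 counts of genes called higher or lower at 60 min of NaCl and of mannitol were each reached by 1 of 56 splits, and its total by 1 of 100 permutations.

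Between NaCl and mannitol at 15 min, 1 of 10 splits gave as many calls as the real 66, and 10 splits allow no lower share. Simulated groups without a difference gave 0 calls in all 50 draws by library series, and in 1 of 50 draws from either series they gave as many as the real groups. With each library left out in turn at least 22 calls were left. The 66 calls lie above all draws by library series, as the real groups are composed, which argues against chance. They lie below the highest draw from either series, which gave 104 calls. Chance therefore stays open under that draw, and the splits alone could not decide it.

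The median log2 fold change of all tested transcripts lay below 0 at 60 min of NaCl (-0.57) and of mannitol (-0.55). If g15293.t1 and g15294.t1 alone caused this, the median would return to 0 without them. It was -0.36 for NaCl and -0.57 for mannitol with TPM recomputed without both, which argues against them as the whole cause at 60 min. At 4, 6 and 24 h of mannitol it went from -0.19, -0.21 and -0.24 to 0.07, 0.06 and -0.01, so there they are not excluded as the whole cause. Without both it lay between -0.48 and -0.11 over the times of NaCl, and at -0.14 and -0.26 at 15 and 30 min of mannitol. Without the 100 most abundant transcripts the median at 60 min was -0.33 for NaCl and -0.26 for mannitol, so these too leave part of the shift. Their share of the TPM was 73.8% ± 3.64 (SD, n = 3) for NaCl and 75.3% ± 1.31 (SD, n = 3) for mannitol, against 63.0% ± 7.07 (SD, n = 5) at control 0 h. Of the calls at 60 min of NaCl, 10.7% were higher from the TPM as deposited and 49.8% after median-ratio scaling. This rise decides nothing about the fixed total, because centring the libraries raises the share of higher calls whatever caused the shift. The direction of most transcripts relative to the cell stays open, since no total amount of RNA was analysed here.

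The 14 libraries of the second library series differed from the others within every group. The component that separates both series held 41.1% of the variance of the deviations from the group means. Between the series 5042 transcripts differed, 8065 with TPM recomputed without g15293.t1 and g15294.t1, and 3958 in both, which argues against the share of these 2 transcripts as the whole cause. After median-ratio scaling 6106 differed. Library preparation and culture cannot be told apart, because each group has 1 library of the second series and the paper states that the samples of a time course came from the same flask. No biological explanation was tested.

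The share of TPM of g15293.t1 was lowest in replicate 3 in 12 of the 12 treated groups. Permuting the replicates within groups 100000 times gave p = 1e-05, the smallest p these permutations can give. This argues against a chance order only if the 12 groups are independent. The paper states that the samples of a time course came from the same flask, so the permutations cannot decide about a chance order of cultures. Replicate 3 is the library of the second series in each group, so series and culture stay open. In control 24 h the library of the second series was also the lowest, and in control 0 h it was the third lowest.

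The log2 fold changes of the paper's list in Supplementary Data 2 were compared with those computed from the TPM with and without each replicate. This list holds transcripts chosen by the size of their change on these libraries, and 1455 of them were compared. For NaCl at 15 min, the spread of the differences without replicate 3 was 0.152 times that with all replicates, and for mannitol at 30 min 0.108 times. In the other 10 comparisons, leaving out any replicate gave at least 2.65 times the spread. A first measure of the distance gave 0.472 and 0.471, against 0.942 or more in the others, so both measures tried point the same way. A candidate explanation is that replicate 3 was not in the authors' fits of these 2 comparisons. The paper states 3 replicates.

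Mannitol at 60 min resembled NaCl at 30 min more than NaCl at 60 min. Between mannitol 60 min and NaCl 30 min 30 transcripts were called (26 after median-ratio scaling), against 598 between both at 60 min. Leaving out mannitol 60 min replicate 2 gave 0 calls, with 2465 transcripts at an unadjusted p under 0.05, and leaving out replicate 1 gave 54. Across transcripts, which are not independent replicates, the correlation of the log2 fold changes was 0.884 for NaCl 30 min with mannitol 60 min and 0.615 for both at 60 min. Unchanged groups simulated against the shared controls reached at most 0.852 over both ways of drawing (0.699 when drawn by series, a draw chosen after the first was seen), which argues against the shared controls as the cause of 0.884. The share of transcripts with the same sign, 87.6%, lay under the highest of these simulations, 89.7%, and decides nothing. Simulated groups without a difference reached 104 calls in 1 of 50 draws from either series, and 0 calls in all 50 drawn by series, as the real groups are composed. The 30 calls lie above the second draw and not the first, and they rest on mannitol 60 min replicate 2, so a mislabelled group cannot be excluded. A candidate explanation is that the response to mannitol lags behind that to NaCl. It was found and tested on the same data, among 9 direct comparisons. Mannitol 30 min against NaCl 15 min gave 0 calls, with 1064 transcripts at an unadjusted p under 0.05. Mannitol 60 min against NaCl 15 min gave 115. NaCl against mannitol gave 57 calls at 4 h, 56 at 6 h and 238 at 24 h. Without mannitol 4 h replicate 2 the 57 became 0, with 1856 transcripts at an unadjusted p under 0.05. Without mannitol 6 h replicate 2 the 56 became 3.

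Transcripts of the proteins imaged in Fig. 1b were measured at other times than the images. CAH6 had 18.2 ± 2.36 TPM (SD, n = 3) at 24 h of NaCl against 90.8 ± 19.6 TPM (SD, n = 5), a log2 fold change of -2.24 (standard error 0.28, adjusted p = 1.94e-06) and -1.70 after median-ratio scaling, where it was not called. It was also not called after quantile normalization (-1.88), with all 9 control libraries (-1.79) or with control 24 h as the control (-1.22). REMORIN changed by -1.40 at 60 min of mannitol (standard error 0.32, adjusted p = 8.08e-04) and by -1.19 at 60 min of NaCl. STA2 changed by 0.79 at 4 h of NaCl (standard error 0.29, adjusted p = 0.0437). Among the conserved candidates, LEO1 changed by -1.99 at 30 min of NaCl (standard error 0.33, adjusted p = 6.90e-05), the MAPKK gene by -1.96 at 24 h of NaCl (standard error 0.42, adjusted p = 0.0023), and PAT by -1.63 at 30 min of NaCl (standard error 0.30, adjusted p = 1.79e-04). PRF changed by -0.80 at 60 min of mannitol (standard error 0.31, adjusted p = 0.0333) and by 0.76 at 24 h of NaCl (standard error 0.31, adjusted p = 0.0686), and by -0.11 and 1.31 after median-ratio scaling. With all libraries and the thresholds used here, none of these 4 was called, but single libraries and settings such as those below decide this for 3 of them. LEO1 was called at 30 min of NaCl without NaCl 30 min replicate 1 (-2.17) or replicate 3 (-2.10) and without control 0 h replicate 2 (-2.04), replicate 4 (-2.03) or replicate 5 (-2.17), and at 60 min of NaCl without NaCl 60 min replicate 1 (-2.01) or replicate 3 (-2.09) and without control 0 h replicate 5 (-2.08). At 30 min it was also called with all 9 control libraries (-2.03) and with TPM recomputed without g15293.t1 and g15294.t1 (-2.07). The MAPKK gene was called at 24 h of NaCl without NaCl 24 h replicate 1 (-2.36) or control 0 h replicate 5 (-2.29), and PAT at 60 min of mannitol without mannitol 60 min replicate 2 (-2.08). A pseudocount of 0.1 called LEO1, the MAPKK gene and PAT, as did a log2 fold change over 1, and the first library series alone called LEO1 (-2.29 at 30 min) and the MAPKK gene (-2.08).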
